# CBP/p300 and HDAC activities regulate H3K27 acetylation dynamics and zygotic genome activation in mouse preimplantation embryos

**DOI:** 10.15252/embj.2022112012

**Published:** 2022-10-10

**Authors:** Meng Wang, Zhiyuan Chen, Yi Zhang

**Keywords:** CBP/p300, H3K27ac, HDACs, MZT, ZGA, Chromatin, Transcription & Genomics, Development

## Abstract

Epigenome reprogramming after fertilization enables transcriptionally quiescent maternal and paternal chromatin to acquire a permissive state for subsequent zygotic genome activation (ZGA). H3K27 acetylation (H3K27ac) is a well‐established chromatin marker of active enhancers and promoters. However, reprogramming dynamics of H3K27ac during maternal‐to‐zygotic transition (MZT) in mammalian embryos are not well‐studied. By profiling the allelic landscape of H3K27ac during mouse MZT, we show that H3K27ac undergoes three waves of rapid global transitions between oocyte stage and 2‐cell stage. Notably, germinal vesicle oocyte and zygote chromatin are globally hyperacetylated, with noncanonical, broad H3K27ac domains that correlate with broad H3K4 trimethylation (H3K4me3) and open chromatin. H3K27ac marks genomic regions primed for activation including ZGA genes, retrotransposons, and active alleles of imprinted genes. We show that CBP/p300 and HDAC activities play important roles in regulating H3K27ac dynamics and are essential for preimplantation development. Specifically, CBP/p300 acetyltransferase broadly deposits H3K27ac in zygotes to induce the opening of condensed chromatin at putative enhancers and ensure proper ZGA. On the contrary, HDACs revert broad H3K27ac domains to canonical domains and safeguard ZGA by preventing premature expression of developmental genes. In conclusion, coordinated activities of CBP/p300 and HDACs during mouse MZT are essential for ZGA and preimplantation development.

## Introduction

Mammalian life begins with the fusion of two fully differentiated gametes—the transcriptional silent metaphase II (MII) oocyte and the highly compacted sperm. During parental‐to‐zygotic transition, both maternal and paternal chromatin alleles undergo extensive epigenome reprogramming from the repressed state to a permissive and active state to confer zygotic genome activation (ZGA; Schulz & Harrison, 2019; Fu *et al*, 2020). Histone lysine acetylation modifications are well‐established active epigenetic markers (Calo & Wysocka, 2013; Shvedunova & Akhtar, 2022). The acetylation can neutralize positive charges of histones to disassociate DNA and histone interaction to generate permissive chromatin (Chen *et al*, 2022). Histone acetylation can be recognized by transcription coactivators to facilitate preinitiation complex (PIC) assembly, transcription initiation, and elongation (Narita *et al*, 2021). Particularly, histone H3 lysine 27 acetylation (H3K27ac) has been widely recognized as a marker for active enhancers and promoters (Creyghton *et al*, 2010). However, the relationship between H3K27ac and ZGA in mammalian early embryos has not been fully studied.

The developments of ultra‐low‐input chromatin immunoprecipitation (ChIP; Brind'Amour *et al*, 2015) and immunocleavage (ChIC; Skene & Henikoff, 2017) sequencing methods have enabled the study of the dynamic reprogramming of different histone modifications and histone variants during mammalian maternal‐to‐zygotic transition (MZT), which revealed diverse reprogramming patterns for H3K4me3 (Dahl *et al*, 2016; Zhang *et al*, 2016), H3K27me3 (Liu *et al*, 2016; Zheng *et al*, 2016), H3K9me3 (Wang *et al*, 2018), H3K36me3 (Xu *et al*, 2019), H2AK119ub1 (Chen *et al*, 2021; Mei *et al*, 2021), H3.3 (Ishiuchi *et al*, 2020) and H2A.Z (Liu *et al*, 2022). The study of H3K27ac during zebrafish MZT has revealed distinct dynamics between promoters and distal regions (Zhang *et al*, 2018; Chan *et al*, 2019; Miao *et al*, 2022). A previous study focused on H3K4me3 in mouse early embryos has profiled H3K27ac with limited stages, missing the important zygote stage (Dahl *et al*, 2016). Since H3K27ac is turned over rapidly (Weinert *et al*, 2018), a study with consecutive key stages during MZT is needed to reveal the dynamics of H3K27ac in mouse preimplantation embryos. In addition, although reporter assays have suggested that major ZGA requires enhancer activity (Schultz, 2002), whether endogenous ZGA genes are regulated by enhancers and whether H3K27ac is indicative of enhancer activities during ZGA remains unknown.

The H3K27ac is deposited by the two paralogue histone acetyltransferases (HATs) CBP and p300, which function as transcription coactivators that mediate the binding of transcription factors (TF) and RNA polymerase II (pol II; Weinert *et al*, 2018). CBP/p300‐mediated acetylation is sufficient to activate gene expression (Miao *et al*, 2022). Targeting CBP/p300 to promoters or enhancers by CRISPR/dCas9 can activate the downstream genes (Hilton *et al*, 2015). The HAT activity of CBP/p300 is critical for the activation of enhancers, as the binding of CBP/p300 per se cannot activate enhancers (Narita *et al*, 2021). The steady state of histone acetylation levels is regulated by the balanced activities of HATs and histone deacetylases (HDACs). The mammalian genomes encode 11 classical HDACs (HDAC1–11; Haberland *et al*, 2009). Depletion of HDAC1/2 results in early embryonic lethality (Ma & Schultz, 2008, 2016; Zhao *et al*, 2020). However, the role of CBP/p300 and HDACs in modulating mammalian MZT and how their activities contribute to ZGA remain largely unknown.

In this study, by profiling the allelic H3K27ac landscape in mouse oocytes and early embryos, we unexpectedly observed noncanonical large broad acetylation domains in germinal vesicle (GV) oocytes and zygotes. The acetylation landscape undergoes three major waves of global transition during MZT: (i) hyperacetylation in GV oocytes to hypoacetylation in MII oocytes; (ii) hypoacetylation in MII oocytes to hyperacetylation in zygotes; (iii) hyperacetylation in zygotes to canonical acetylation patterns (narrow peaks) in early 2‐cells. The second and third waves of global transition indicate rapid turn‐over of acetylation after fertilization, which coincides with CBP/p300 and HDACs activities, respectively. We show that CBP/p300 acetyltransferase activity is required for *de novo* establishment of the hyperacetylation state in zygotes and minor ZGA. Furthermore, CBP/p300 activity is required for opening chromatin at putative enhancers for major ZGA genes. By contrast, HDACs activities are essential for the deacetylation from zygote to early 2‐cell (i.e., the third wave transition) and were critical for preventing premature expression of developmental genes as well as for ensuring normal ZGA. Our study thus not only revealed the H3K27ac dynamics during MZT but also established a critical function of the CBP/p300 and HDACs activities in mouse ZGA and preimplantation development.

## Results

### Dynamic landscape of H3K27ac during mouse MZT

To study the global reprogramming dynamics of H3K27ac in mouse oocytes and early embryos, we first performed H3K27ac whole‐mount immunostaining (Fig 1A). The results revealed a dramatic decrease in H3K27ac level from GV to MII oocytes, which is in line with a previous study showing global deacetylation of histone H3 lysine 14 and histone H4 lysine 12 during oocyte meiosis (Kim *et al*, 2003). Intriguingly, the H3K27ac level was restored quickly in zygotes, to a level similar to that in GV oocytes, indicating *de novo* acetylation occurs shortly after fertilization. The acetylation level decreased again at early 2‐cell stage. Those results indicate three waves of global turn‐over of H3K27ac levels during MZT.

The rapid reprogramming of acetylation and deacetylation during MZT prompted us to examine the detailed dynamic landscapes of H3K27ac in mouse oocytes and early embryos. To this end, we tested the ultra‐low‐input CUT&RUN method using as few as 500 mouse embryonic stem cells (mESCs) and the two replicates showed high correlation (Fig EV1A). Then, we employed the CUT&RUN to profile H3K27ac in GV oocytes, MII oocytes, zygotes, early 2‐cell, late 2‐cell, and morula stage embryos (Fig 1B). Our data showed high correlation with existing public data (Dahl *et al*, 2016) of oocytes and 2‐cell embryos, which were generated by a different profiling method with a different antibody (Fig EV1A). To make the H3K27ac signals (FPKM) comparable for different patterns in different stages, we normalized the FPKM values based on the promoter signals with high H3K27ac levels (Dahl *et al*, 2016; Fig EV1B, see Materials and Methods). Unexpectedly, the landscape of H3K27ac exhibited noncanonical large broad H3K27ac domains in GV oocytes and zygotes (Fig 1B and C), indicating chromatin hyperacetylation in GV oocytes and zygotes. By contrast, the MII oocytes had very sparse signals. After the first cell cleavage, the H3K27ac signals were reprogrammed to a canonical pattern with narrow peaks at early 2‐cell stage. The late 2‐cell (major ZGA) H3K27ac signal distribution generally resembled that of early 2‐cell (before major ZGA). From late 2‐cell to morula stage, the H3K27ac signals resolved to more sharp peaks, as in the ESCs. The domain size distribution in different stages was consistent with the immunostaining signal intensities (Fig 1A and C), and H3K27ac occupied both genic and intergenic regions (Fig EV1C).

**Figure 1:**
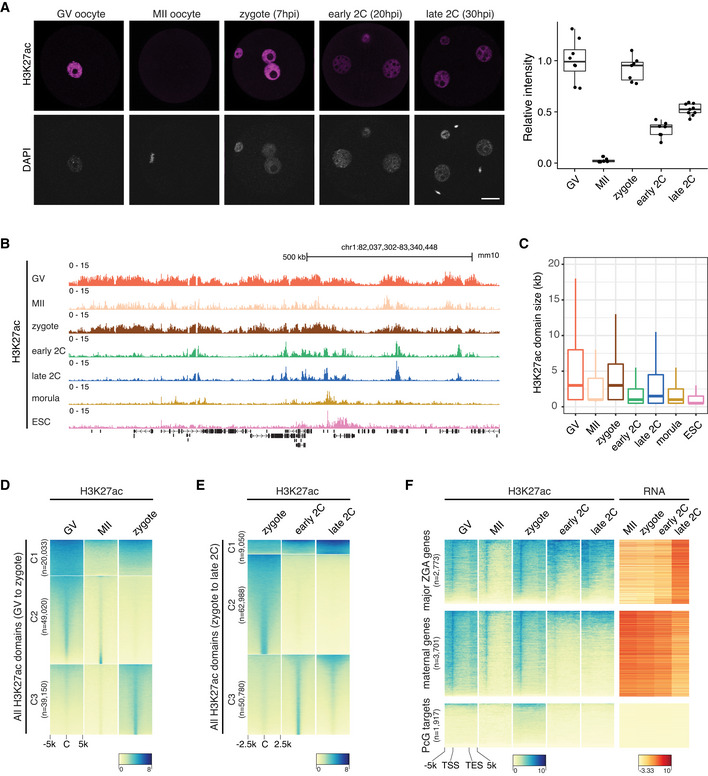
Dynamic landscape of H3K27ac in mouse oocytes and early embryos Immunostaining of H3K27ac in mouse germinal vesicle (GV) oocytes (*n* = 8), metaphase II (MII) oocytes (*n* = 7), zygotes (*n* = 7), early 2‐cell (2C; *n* = 7) and late 2C (*n* = 9) embryos. Right panel is the quantification of H3K27ac immunostaining relative signal intensities at different stages. Scale bar: 20 μm.Genome browser view showing the landscape of H3K27ac in oocytes and early embryos.H3K27ac domain size distribution at different stages.Dynamic changes of H3K27ac from GV oocytes to zygotes. All the H3K27ac domains from GV to zygote were classified into three clusters (C1–C3) using k‐means clustering. C—domain center.Dynamic changes of H3K27ac from zygotes (before ZGA) to late 2‐cell embryos (major ZGA). All the H3K27ac domains from zygotes to late 2‐cell embryos were classified into three clusters (C1–C3) using k‐means clustering.Enrichment of H3K27ac at major ZGA genes, maternal decay genes and Polycomb group (PcG) targets at different stages. TSS—transcription start site; TES—transcription end site. Data information: For boxplots in (A) and (C), the central band represents the median. The lower and upper edges of the box represent the first and third quartiles, respectively. The whiskers of the boxplot extend to 1.5 times interquartile range (IQR).

**Figure EV1:**
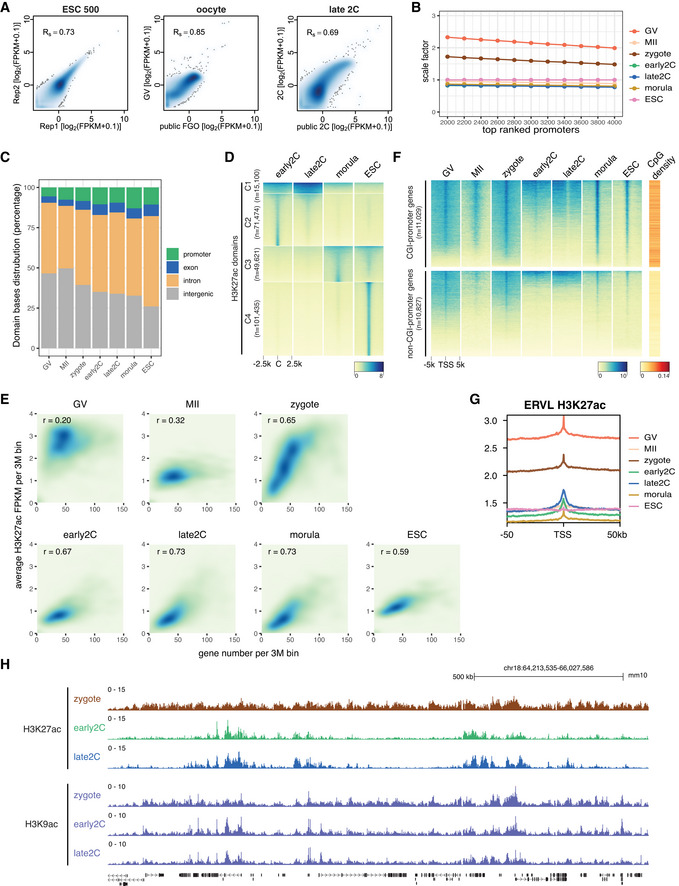
Dynamics of H3K27ac in mouse oocytes and early embryos Spearman correlation of H3K27ac CUT&RUN replicates and correlation with available public data. The public H3K27ac data were generated using the μChIP–seq method (Dahl *et al*, 2016). GV—germinal vesicle oocyte; FGO—fully grown oocyte; 2C—2‐cell embryo.Scale factors for H3K27ac FPKM at different stages. The scale factors at top 3,000 promoters were used.H3K27ac domain bases distribution at promoter, exon, intron, and intergenic regions for each stage.Dynamic changes of H3K27ac from early 2‐cell to morula stage and ESC. C: domain center.Correlations between gene density and H3K27ac signals for each stage.H3K27ac signal enrichment around TSS of genes with CGI or non‐CGI promoters. CGI: CpG island.Enrichment of H3K27ac at ERVL retrotransposons at different stages.Genome browser view showing different dynamics of H3K27ac and H3K9ac from zygotes to late 2‐cell embryos.

The above H3K27ac profiling revealed the dynamics of three major waves of H3K27ac transition during MZT (Figs 1D and E, and EV1D). The first wave takes place from the hyperacetylated GV oocytes to the hypoacetylated MII oocytes, where all the broad acetylation domains disappear (Fig 1D, cluster C1) while a few narrow domains remain (Fig 1D, cluster C2). The second wave is the regaining of broad acetylation (Fig 1D, cluster C1) and narrow acetylation domains (Fig 1D, cluster C3) in zygotes. The third wave occurs from the hyperacetylated zygotes to the early 2‐cell embryos, where most broad domains in zygotes are deacetylated (Fig 1E, cluster C2) and canonical acetylation peaks are *de novo* established (Fig 1E, cluster C3), while a few broad domains are maintained from zygotes to early 2‐cell and late 2‐cell embryos (Fig 1E, cluster C1).

### ZGA gene promoters are primed with H3K27ac

Although the H3K27ac is a well‐established chromatin marker of active transcription (Shvedunova & Akhtar, 2022), there is almost no active transcription in the hyperacetylated zygotes. This observation suggests a transcription independent *de novo* deposition of H3K27ac in zygotes. Nevertheless, we observed a strong correlation between gene density and H3K27ac level in zygotes, as well as in 2‐cell, morula embryos and ESCs (Fig EV1E), indicating H3K27ac is enriched in gene dense regions while depleted in gene deserts. In GV oocytes, there is no such correlation between gene density and H3K27ac level (Fig EV1E), indicating different regulations of H3K27ac deposition in oocytes and zygotes. The hyperacetylation of gene dense regions in zygotes prompted us to check H3K27ac levels for different groups of genes. In general, most genes, especially the ones with CpG island (CGI) promoters, showed enrichment of H3K27ac at their promoters in GV oocytes and zygotes (Fig EV1F). Intriguingly, the major ZGA genes, which are highly expressed at late 2‐cell, showed H3K27ac enrichment at their transcriptional start site (TSS) regions in zygotes and early 2‐cell embryos (Fig 1F). Even mild H3K27ac enrichment can be observed in GV and MII oocytes for the major ZGA genes. For the maternal genes, H3K27ac enrichment in GV oocytes was the highest (Fig 1F), but the signals decreased in MII oocytes and regained in zygotes, probably due to the global hyperacetylation at gene dense regions in zygotes. The H3K27ac disappeared at the TSSs of these maternal genes since early 2‐cell. The Polycomb group (PcG) target genes as controls showed no H3K27ac enrichment during MZT (Fig 1F). For the retrotransposon ERVLs, which is one group of the highly expressed repeat elements during MZT, had higher H3K27ac levels at their TSSs than their surrounding regions (Fig EV1G). These results revealed that H3K27ac may prime major ZGA genes and ERVL retrotransposons for their activation during ZGA.

### H3K27ac correlates with H3K4me3 and open chromatin

The noncanonical broad H3K27ac distributions (Fig 1) are reminiscent of the noncanonical broad H3K4me3 domains previously reported in mouse oocytes and zygotes (Dahl *et al*, 2016; Zhang *et al*, 2016). This led us to investigate the relationship between H3K27ac and H3K4me3 and other epigenetic markers during MZT. We found that the broad H3K27ac domains were mutually exclusive to H3K27me3 in GV oocytes (Fig 2A), and they were negatively correlated at all the stages as expected (Fig 2B). The H3K27ac showed similar but not identical distributions to H3K4me3 and these two histone modifications were strongly correlated in GV oocytes and zygotes (Fig 2A and B). Detailed examination of the broad domains of H3K27ac and H3K4me3 suggested that they shared the same boundaries in GV oocytes (Fig 2C) and zygotes (Fig 2D). In early 2‐cell and late 2‐cell embryos, as most of the H3K27ac domains were resolved to narrow peak patterns, H3K27ac exhibited reduced but still high correlation with H3K4me3 (Fig 2E and F). The H3K27ac also exhibited high correlation with open chromatin measured by ATAC‐seq (Wu *et al*, 2016) at all the stages analyzed (Fig 2B–F), with the highest correlation in zygotes. The broad H3K27ac domains in zygotes colocalized with open chromatin and shared the same boundaries (Fig 2D).

**Figure 2:**
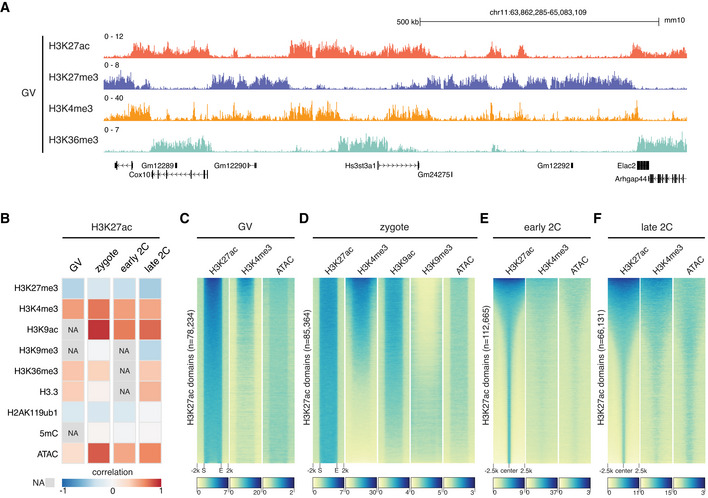
Relationship of H3K27ac with other epigenetic markers AGenome browser view of H3K27ac and other histone modifications signals in GV oocytes.BGlobal spearman correlations of H3K27ac with other epigenetic markers at different stages. NA—data not available. Bin size: 5 kb.C, DHeatmap showing other epigenetic marker signals at H3K27ac domains in GV oocytes (C) and zygotes (D). S—domain start position; E—domain end position.E, FHeatmap showing the enrichment of H3K4me3 and open chromatin (ATAC) around H3K27ac domain centers in early 2‐cell (E) and late 2‐cell embryos (F).

In addition to H3K27ac, we analyzed H3K9ac distributions in zygotes and 2‐cell embryos (Yang *et al*, 2021; Fig 2B). H3K9ac exhibited a similar distribution with H3K27ac in zygotes (Figs 2D and EV1H), suggesting hyperacetylation of multiple sites on histones in zygotes (Wang *et al*, 2007). However, the reprogramming dynamics of H3K27ac and H3K9ac were distinct (Fig EV1H). While H3K27ac was reprogrammed from zygotes to early 2‐cell embryos, H3K9ac remained largely unchanged from zygote to early 2‐cell and late 2‐cell stages. This observation is consistent with the fact that different acetyltransferases are responsible for depositing these two histone modifications (Shvedunova & Akhtar, 2022). Furthermore, we found that H3K27ac exhibited positive correlation with H3K36me3 (Xu *et al*, 2019) and H3.3 (Ishiuchi *et al*, 2020) at all the stages analyzed (Fig 2B).

### Allelic reprogramming of H3K27ac in mouse early embryos

Due to their initial differences, the maternal allele and paternal allele usually have different epigenomic reprogramming dynamics after fertilization. Time‐course immunostaining of H3K27ac after fertilization indicated that the paternal allele established the H3K27ac *de novo* as early as 2 hours post *in vitro* fertilization (hpi), while the maternal allele began to gain H3K27ac from 4 hpi (Fig EV2A). Since two distantly related strains B6D2F1/J (maternal) and PWK/PhJ (paternal) were used to generate embryos for the H3K27ac profiling, we were able to delineate the allele‐specific landscapes of H3K27ac in early embryos (Fig 3A). In zygotes, the maternal allele and paternal allele had different acetylation patterns, with the paternal allele exhibited even larger broad domains and higher acetylation level than the maternal allele (Fig 3A and B). The H3K27ac of two alleles became globally equalized rapidly after the first cleavage (Fig 3B), demonstrating a quick reprogramming of H3K27ac.

**Figure 3:**
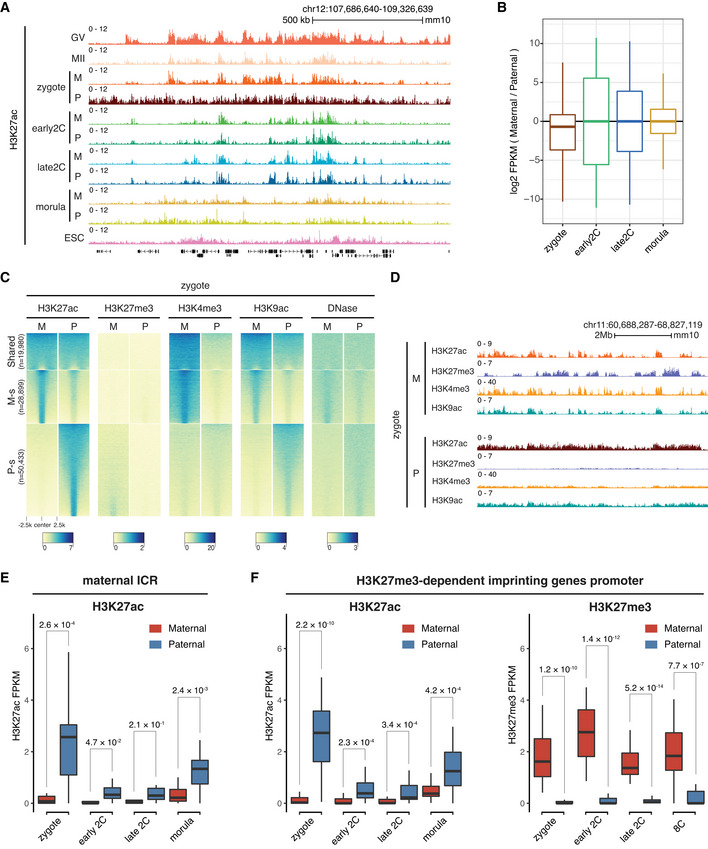
Allelic reprogramming of H3K27ac in mouse early embryos Genome browser snapshot showing the allele‐specific landscape of H3K27ac in early embryos. M—maternal allele; P—paternal allele.Boxplot showing the allelic bias of H3K27ac between maternal allele and paternal allele at different stages. Bin size: 1 kb.Allele‐specific distributions of H3K27ac and other epigenetic markers in zygotes. Each row is a zygotic H3K27ac domain. The H3K27ac domains were classified into three groups using k‐means clustering: Shared—common H3K27ac domains for both maternal and paternal alleles in zygotes; M‐s—maternal allele‐specific H3K27ac domains; P‐s—paternal allele‐specific H3K27ac domains.Genome browser view showing the allelic landscape of H3K27ac and other histone modifications in zygotes.Comparison of H3K27ac signals at maternal imprinting control regions (ICR, *n* = 17) between the maternal allele and paternal allele at different stages. The *P*‐values were derived from one‐sided *t*‐test. The list of maternal ICRs were retrieved from (Xie *et al*, 2012).Comparison of H3K27ac signals at H3K27me3‐dependent imprinted gene promoters (*n* = 27, ± 2 kb of TSS) between the maternal allele and paternal allele at different stages. The *P*‐values were derived from one‐sided *t*‐test. The list of H3K27me3 imprinted genes were from Liu *et al* (2020). Data information: For boxplots in (B), (E), and (F), the central band represents the median. The lower and upper edges of the box represent the first and third quartiles, respectively. The whiskers of the boxplot extend to 1.5 times interquartile range (IQR).

**Figure EV2:**
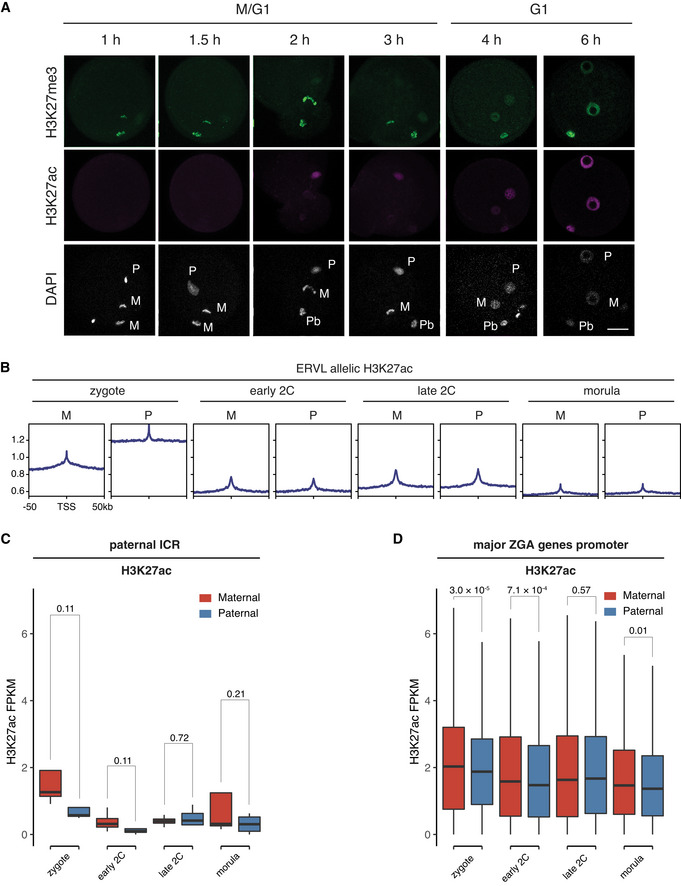
The allele‐specific level of H3K27ac Immunostaining images of fertilized 1‐cell embryos stained with anti‐H3K27me3 and anti‐H3K27ac at indicated time points post fertilization. M—maternal DNA; P—paternal DNA; Pb—polar body. Scale bar: 20 μm.Allele‐specific enrichment of H3K27ac signals at ERVL retrotransposons at different stages. M—maternal allele; P—paternal allele.Comparison of H3K27ac signals at paternal imprinting control regions (ICR, *n* = 4) between the maternal allele and paternal allele at different stages. The *P*‐values were derived from one‐sided *t*‐test. The list of paternal ICRs were retrieved from (Xie *et al*, 2012).Comparison of H3K27ac signals at major ZGA genes promoters (*n* = 2,773, ± 2 kb of TSS) between the maternal allele and paternal allele at different stages. The *P*‐values were derived from two‐sided *t*‐test. Data information: For boxplots in (C) and (D), the central band represents the median. The lower and upper edges of the box represent the first and third quartiles, respectively. The whiskers of the boxplot extend to 1.5 times interquartile range (IQR).

As the maternal and paternal alleles exhibited different acetylation patterns mainly in zygotes, we grouped all the H3K27ac domains in zygotes into three clusters: shared domains between the two alleles, maternal‐specific and paternal‐specific domains, and investigated the relationships of these domains with other allelic epigenetic markers (Fig 3C and D). We found that H3K27ac inversely correlated with H3K27me3 on both alleles (Fig 3C). For the paternal‐specific H3K27ac domains, the maternal allele showed H3K27me3 signals while the paternal allele had almost no H3K27me3 (Fig 3C and D), which suggests H3K27me3 may be a barrier for *de novo* H3K27 acetylation in zygotes (Zenk *et al*, 2017). The H3K27ac exhibited high correlation with H3K4me3 on the maternal, but not the paternal allele (Fig 3C and D), which could be due to the overall low level of H3K4me3 on the paternal allele in zygotes. The H3K9ac exhibited a highly similar pattern to H3K27ac for both maternal and paternal alleles (Fig 3C and D). The chromatin openness measured by DNase‐seq (Lu *et al*, 2016) also exhibited a pattern similar to that of H3K27ac for both maternal and paternal alleles in zygotes (Fig 3C and D). Allelic H3K27ac enrichment analyses for ERVL retrotransposons showed that ERVLs had a higher level of H3K27ac on the paternal allele than the maternal allele (Fig EV2B), which is consistent with the global higher H3K27ac level of the paternal allele in zygotes. Starting from early 2‐cell, the H3K27ac enrichment at ERVLs had no difference between the two alleles (Fig EV2B).

The parental‐origin dependent expression of imprinted genes is controlled by either DNA methylation‐dependent imprinting (Bartolomei & Ferguson‐Smith, 2011) or H3K27me3‐dependent noncanonical imprinting (Inoue *et al*, 2017; Chen & Zhang, 2020). To explore a potential relationship between H3K27ac and genomic imprinting, we investigated H3K27ac enrichment at the imprinting control regions (ICRs; Xie *et al*, 2012) and the H3K27me3‐dependent imprinted genes. For maternal ICRs, the H3K27ac level was higher on the paternal allele compared to that on the maternal allele (Fig 3E), even at stages such as zygote and early 2‐cell embryos when most of these genes are not expressed. By contrast, for paternal ICRs, the trend was that the maternal allele showed higher H3K27ac levels than that of the paternal allele at zygote and early 2‐cell stages (Fig EV2C). The nonsignificant *P*‐value could be due to that there are only 4 paternal ICRs in mice. For H3K27me3‐dependent imprinted genes, the H3K27ac level was also significantly higher on the paternal allele than that of the maternal allele for all the embryo stages analyzed (Fig 3F). As controls, the major ZGA genes promoters showed largely comparable levels of H3K27ac in both alleles (Fig EV2D). These results suggest that for both DNA methylation‐dependent ICRs and H3K27me3‐dependent imprinted genes, the active alleles are premarked with H3K27ac even before their expression during embryonic development.

### CBP/p300 inhibition in zygotes leads to H3K27ac loss, ZGA failure, and developmental arrest

Our H3K27ac profiling revealed the unexpected noncanonical broad acetylation domains in zygotes. We next attempted to explore the functional implications of such broad acetylation in zygotes. Previous studies have shown that H3K27ac is deposited by the two paralogue acetyltransferases CBP/p300 (Tie *et al*, 2009). Analysis of the CBP/p300 expression indicated that they were highly expressed and dynamically regulated in MII oocytes and preimplantation embryos (Fig EV3A). To examine the functional consequence of removing acetylation in zygotes, we used a highly selective inhibitor A‐485 (Lasko *et al*, 2017) to inhibit the catalytic activity of CBP/p300 from 4 to 20 hpi (Fig 4A), without affecting CBP/p300 binding (Narita *et al*, 2021). We determined the optimal concentration of A‐485 treatment at 10 μM (Fig EV3B), which completely abolished H3K27ac at 7 hpi (3 h treatment), demonstrating that CBP/p300 is responsible for depositing H3K27ac in zygotes. The CBP/p300 inhibition was reversible as global H3K27ac was restored to the control level after washing off A‐485 (Figs 4B and EV3C). The transient inhibition of CBP/p300 from zygote to early 2‐cell led to developmental arrest at 2‐cell stage for all the embryos (Fig 4C and D), demonstrating that the CBP/p300 acetyltransferase activity in zygotes is critical for mouse early preimplantation development.

**Figure 4:**
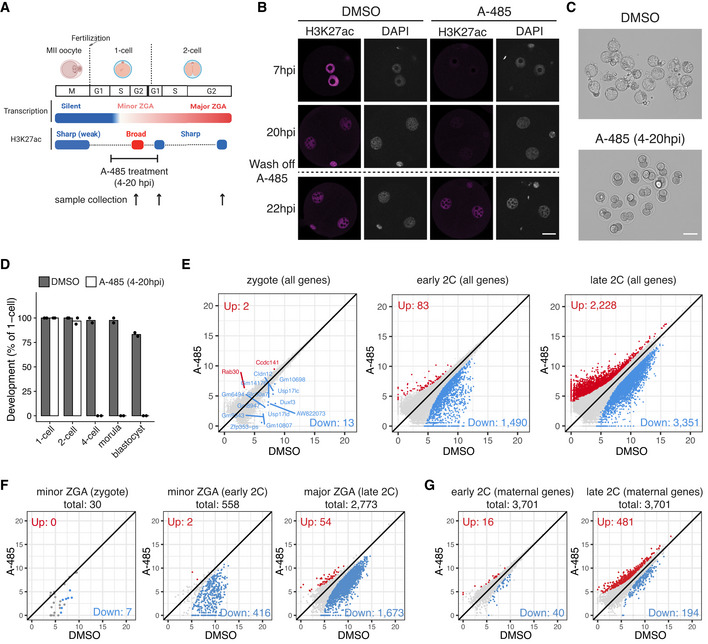
CBP/p300 inhibition in zygotes leads to H3K27ac loss, ZGA failure, and development arrest Schematic illustration of transient CBP/p300 inhibition from zygote to early 2‐cell with A‐485. The cell cycle stages were based on (Abe *et al*, 2018). The arrows indicate the time points of sample collection for RNA‐seq.Immunostaining of H3K27ac in A‐485‐treated embryos versus control (DMSO‐treated) at different time points. Scale bar: 20 μm.Images of embryos treated with DMSO (control) and A‐485 at 96 hpi. Scale bar: 80 μm.Developmental rate of embryos treated with A‐485 versus control.Scatter plots showing the whole transcriptome changes in zygotes, early 2‐cell, and late 2‐cell embryos after CBP/p300 inhibition.Scatter plots showing the expression level changes of zygote minor ZGA genes (*n* = 30), early 2‐cell minor ZGA genes (*n* = 558), and major ZGA genes (*n* = 2,773) after CBP/p300 inhibition.Scatter plot showing the expression level changes of maternal decay genes (*n* = 3,701) in early 2‐cell and late 2‐cell embryos after CBP/p300 inhibition.

**Figure EV3:**
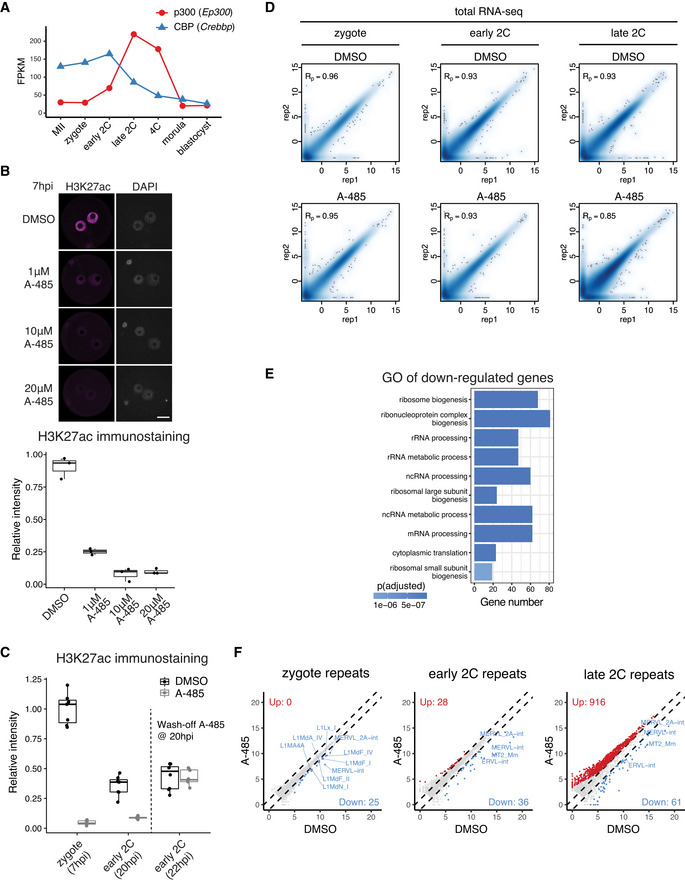
Transcriptome comparison of CBP/p300 inhibition versus control Expression level dynamics of *Ep300* (p300) and *Crebbp* (CBP) in MII oocyte and preimplantation embryos.Determination of optimal A‐485 concentration to inhibit CBP/p300 by H3K27ac immunostaining. The embryos (3 biological replicates in each condition) were treated with A‐485 starting at 4 hpi, and images were taken at 7 hpi. Scale bar: 20 μm.Immunostaining quantification of H3K27ac relative intensities in Fig 4B (6–12 biological replicates in each condition).Pearson correlation of RNA‐seq replicates at zygote, early 2‐cell, and late 2‐cell stage for control (DMSO‐treated) and CBP/p300 inhibition (A‐485‐treated).Gene Ontology (GO) enrichment for the down‐regulated genes at early 2‐cell stage after A‐485 treatment.Scatter plot showing the expression level changes of repeat elements after CBP/p300 inhibition. Data information: For boxplots in (B) and (C), the central band represents the median. The lower and upper edges of the box represent the first and third quartiles, respectively. The whiskers of the boxplot extend to 1.5 times interquartile range (IQR).

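The RNA-seq data are total RNA libraries of zygotes, early 2-cell and late 2-cell embryos that were treated with 10 µM A-485, an inhibitor of the CBP/p300 acetyltransferase activity, or with DMSO from 4 hpi. There were 2 libraries for each stage and treatment. The authors mapped the reads to GRCm38 with STAR and deposited, for each library, the expected count and the FPKM of 55385 genes from RSEM. An expected count need not be whole, because RSEM divides reads that fit several genes between them, and it is not normalized. The expected counts summed to between 13206138 counts in a late 2-cell A-485-treated library and 32585957 counts in a zygote A-485-treated library. For each stage, the expected counts were rounded, and A-485-treated and DMSO-treated libraries were compared with the quasi-likelihood test of edgeR after TMM normalization, over genes with at least 10 counts summed over the 4 libraries. A gene was counted as up- or down-regulated when its Benjamini-Hochberg adjusted p was under 0.05, its fold change was at least 2 and its mean FPKM was at least 1 in either group, the cutoffs of the paper's methods. Pearson's r of log2(FPKM + 0.1) between the 2 replicates, taken across all genes, was 0.974 in DMSO-treated and 0.974 in A-485-treated zygotes, 0.963 and 0.959 at early 2-cell, and 0.963 and 0.924 at late 2-cell. Genes are not independent replicates, so these values describe the libraries.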

To determine how CBP/p300 inhibition in zygote causes such a severe embryonic developmental arrest, we performed total RNA‐seq of zygotes, early 2‐cell and late 2‐cell embryos with (A‐485‐treated) or without (DMSO‐treated) the inhibitor treatment (Fig EV3D) and investigated whether ZGA genes were affected. There are two waves of ZGA in mouse embryos—minor ZGA occurring from late 1‐cell to early 2‐cell stage and major ZGA occurring at late 2‐cell stage (Schulz & Harrison, 2019). 

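Dataset EV1 gives 4 lists of genes by their timing, and the 30 zygote minor ZGA genes and 558 early 2-cell minor ZGA genes were taken from it as they stand. After the filter on low counts, 29 and 557 of them entered the comparison of their stage. In the copy of Dataset EV1 used here, the list of major ZGA genes stops at 1999 of the paper's reported 2773 genes, and the list of maternal decay genes stops at 1999 of the paper's reported 3701. These incomplete lists entered no test. In their place, genes that rose or fell at least 4-fold from DMSO-treated zygotes to DMSO-treated late 2-cell embryos, with an adjusted p under 0.01 from the test of edgeR, were taken from the data. The late 2-cell libraries used for this were the DMSO-treated controls of the TSA experiment, so that no late 2-cell library was shared with the A-485 comparison. This gave 3253 genes rising and 2017 genes falling by late 2-cell, and they are not the paper's lists.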

To dissect the fine‐scale impact of CBP/p300 inhibition, we further separated minor ZGA genes into zygote minor ZGA genes (*n* = 30, Dataset EV1) and early 2‐cell minor ZGA genes (*n* = 558, Dataset EV1, see Materials and Methods). 

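In zygotes, 12 genes were down-regulated and 1 was up-regulated after A-485 treatment among 18258 genes tested. At an unadjusted p under 0.05, 1073 genes differed. At early 2-cell, 1649 genes were down-regulated and 84 were up-regulated among 20872 tested, and at late 2-cell, 3824 were down-regulated and 2406 were up-regulated among 22822 tested. The scaling moved the late 2-cell counts most: with libraries scaled to the mitochondrially encoded genes in place of TMM, 6874 genes were down-regulated and 1177 up-regulated. Among zygote genes, *mt-Co2* was the up-regulated gene and *mt-Co3* was among the down-regulated genes, but both share reads with near-identical sequences, and in the test of DESeq2 their adjusted p was 0.11 and 1. At early 2-cell, the down-regulated genes with the largest changes were *Gm12612*, *Zscan4-ps3* and *Gm6902*, with a mean FPKM of 51.4 ± 11.0 (SD, n = 2), 41.7 ± 3.15 and 59.1 ± 4.12 in DMSO-treated embryos and no counts after A-485 treatment, at least 700-fold, 660-fold and 581-fold lower against the smallest count that can be told from 0. They belong to families of near-identical genes, so how their reads were divided among the copies is uncertain. At late 2-cell, the corresponding genes were *Gm3139*, *Gm5157* and *Gm5890*, at least 490-fold, 289-fold and 218-fold lower, with the same uncertainty.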

Comparative whole transcriptome analysis (Fig 4E) showed the down‐regulation of 13 genes in zygotes (Dataset EV2), 1,490 genes in early 2‐cell embryos (Dataset EV3), and 3,351 genes in late 2‐cell embryos (Dataset EV4). 

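*Duxf3* lies on chromosome 10 of GRCm38 from 58229979 to 58232675, *Usp17lc* on chromosome 7 from 103415072 to 103419880 and *Usp17ld* on chromosome 7 from 103249737 to 103252505. In zygotes, *Duxf3* had an FPKM of 7.02 ± 0.297 (SD, n = 2) with DMSO and 0.245 ± 0.0354 with A-485, a log2 fold change of -4.67 (standard error 0.288, adjusted p = 7.27e-06 from the quasi-likelihood test of edgeR). *Usp17lc* fell from 4.00 ± 0.0141 FPKM to 0.56 ± 0.0424 FPKM (log2 fold change -2.83, standard error 0.259, adjusted p = 0.000315 from the same edgeR test). *Usp17ld* fell from 2.74 ± 0.544 FPKM to 0.185 ± 0.0636 FPKM (log2 fold change -3.88, standard error 0.417, adjusted p = 0.00127 from the same edgeR test). With each library left out in turn, the log2 fold change stayed between -4.86 and -4.50 for *Duxf3*, between -2.91 and -2.76 for *Usp17lc* and between -4.29 and -3.56 for *Usp17ld*. At early 2-cell, the log2 fold change was -4.09 for *Usp17lc* and -4.24 for *Usp17ld*, whereas *Duxf3* was not called, at -0.24 (adjusted p = 0.667 from edgeR). These genes have near-identical copies, and for the reads that RSEM divided among copies the counts are uncertain. Of the 12 genes down-regulated in zygotes, 6 were zygote minor ZGA genes. Among genes with a mean FPKM of at least 1 at early 2-cell, 24 of 79 genes with symbols of ribosome biogenesis factors were down-regulated (30.4%, against 12.7% of all 12977 genes; odds ratio 3.03, Fisher's exact test, two-sided, adjusted p = 5.52e-05 over 24 tests of gene families). The median log2 fold change of these 79 genes was -0.54, and it stayed below 0 under each scaling tried.

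**Figure D1:**
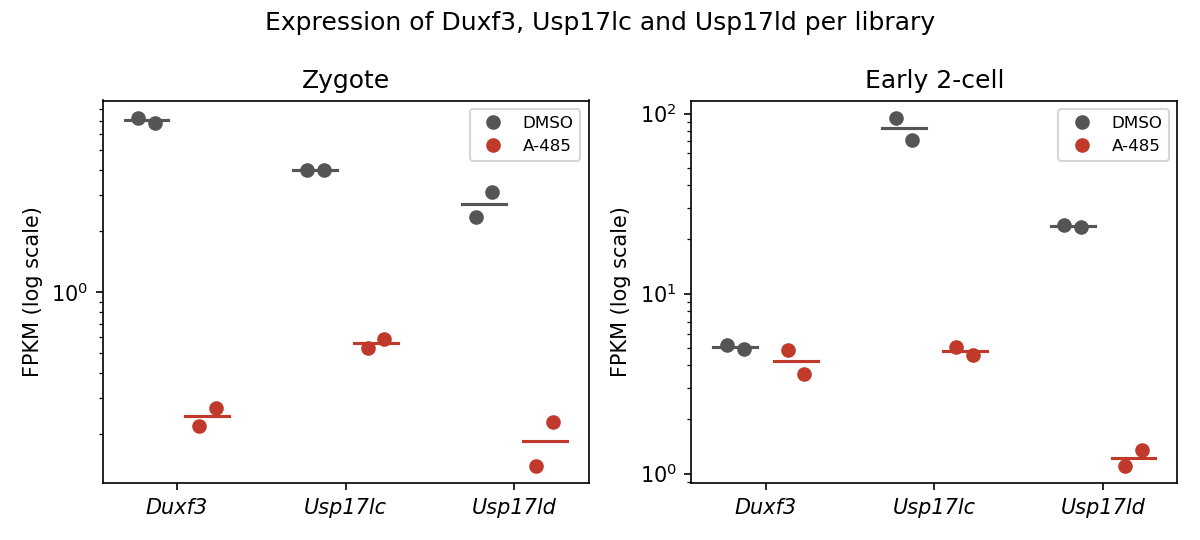
FPKM on a log axis of Duxf3, Usp17lc and Usp17ld in each DMSO-treated and A-485-treated library of zygotes (left) and early 2-cell embryos (right). Points are libraries and lines are means of n = 2; in zygotes, the A-485-treated libraries lie between 0.14 and 0.59 FPKM, under every DMSO-treated library of the same gene.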

Most of the down‐regulated genes in zygotes were minor ZGA genes including *Duxf3*, *Usp17lc*, and *Usp17ld*, etc., and the functions of the down‐regulated genes at early 2‐cell stage were enriched in ribosome biogenesis and RNA processing, etc. (Fig EV3E), indicating aberrant ZGA. Indeed, 7 of the 30 zygote minor ZGA genes and 416 (74.6%) of the 558 early 2‐cell minor ZGA genes were significantly down‐regulated after CBP/p300 inhibition (Fig 4F). 

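Of the 30 zygote minor ZGA genes, 6 were down-regulated in A-485-treated zygotes and none was up-regulated; adjusted over the list alone, 11 were. Their median log2 fold change was -3.41, or -2.83 with genes at or below 3 counts in a whole group set to the bound those counts give, and the medians from single pairs of libraries ranged from -4.43 to -2.74. Without replicate 2 of the A-485-treated zygotes the median was -4.98. Of the 558 early 2-cell minor ZGA genes, 436 (78.1%) were down-regulated in A-485-treated early 2-cell embryos and 4 were up-regulated; adjusted over the list alone, 450 and 5 were. The paper defined both lists by comparing DRB-treated with DMSO-treated embryos, and which DMSO-treated libraries served for that was not established here. If they are the libraries compared here, the choice of the lists and the comparison share controls and are not independent. The median log2 fold change of the early 2-cell list was -4.03 (-3.88 with bounds), with medians between -4.04 and -3.82 over single pairs of libraries. Both lists were lower than the other genes in a set test of limma (camera, inter-gene correlation 0.01; adjusted p = 4.09e-63 and 1.86e-271 over 8 sets), and in its rotation test (fry), which allows for correlation between genes, the adjusted p was 0.00552 and 0.00143.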

Most of the other zygote minor ZGA genes also showed the trend of down‐regulation, but their *P*‐values were not significant, probably due to their very low expression levels (Fig 4F). By contrast, maternal RNA decay at early 2‐cell stage was not affected (Fig 4G). These results suggested a direct effect of CBP/p300 on minor ZGA. 

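Of the 29 tested zygote minor ZGA genes, 23 were not called, and 21 of these had a log2 fold change below 0. In 11 of the 23, both A-485-treated zygote libraries lay under both DMSO-treated ones. The median FPKM in DMSO-treated zygotes was 3.37 for the 6 down-regulated genes and 1.07 for the 23 others, of which 11 were under 1 FPKM. The best expressed of the 23 changed little, far under the 2-fold cutoff. They were *Ddx1* (13.77 FPKM with DMSO, log2 fold change -0.096), *Lcp2* (9.93, -0.239), *Ikzf5* (5.87, -0.023), *Sox6* (4.38, -0.065) and *Stk39* (3.44, 0.203). For these genes, low expression is not why they were not called. *Gm6494*, a less expressed gene of the 23, had a log2 fold change of -3.41 (standard error 0.609, adjusted p = 0.0771 from edgeR), and its adjusted p was 0.00238 with DESeq2.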

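Of the 2017 genes falling by late 2-cell, 2005 were tested in early 2-cell embryos, where 8 were up-regulated and 8 were down-regulated after A-485 treatment. Their median log2 fold change was 0.13, and the medians from single pairs of libraries ranged from 0.06 to 0.19. The list lay above the other genes in camera (adjusted p = 0.000395 over 8 sets), and this did not hold in fry (adjusted p = 0.129).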

At late 2‐cell stage, many more genes were down‐regulated or up‐regulated (Fig 4E) for ZGA genes (Fig 4F) and maternal RNAs (Fig 4G). In addition, several types of repeat elements including the LINE1, MERVL, and MT2, which are highly expressed retrotransposons during ZGA, were also down‐regulated in zygotes, early 2‐cell, and late 2‐cell embryos after CBP/p300 inhibition (Fig EV3F). These results demonstrate that the CBP/p300 acetyltransferase activities are required for minor ZGA, major ZGA, and early preimplantation development.

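Of the 3253 genes rising by late 2-cell, 1850 (56.9%) were down-regulated and 87 were up-regulated in A-485-treated late 2-cell embryos, with a median log2 fold change of -1.98 (-1.89 with bounds; camera adjusted p = 1.02e-42, fry adjusted p = 0.00138). They made up 48.4% of all down-regulated genes at this stage. Of the 2017 genes falling by late 2-cell, 285 were up-regulated and 43 were down-regulated, with a median log2 fold change of 0.53 (camera adjusted p = 8.67e-05, fry adjusted p = 0.0122). The sign of this last median depended on the scaling: with scaling to the mitochondrially encoded genes, which moved the median of all expressed genes by -0.98, it was -0.46.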

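A-485-treated late 2-cell libraries had 5.43% and 5.35% of their counts on mitochondrially encoded genes, against 2.45% and 2.35% in DMSO-treated ones, and 32.1% and 32.6% on their 20 most abundant genes, against 20.1% and 19.0%. From the down-regulation of the minor ZGA gene lists in zygotes and early 2-cell embryos and of many more genes at late 2-cell, together with the arrest of development, the paper concludes that minor ZGA, major ZGA and early development need the acetyltransferase activities of CBP/p300.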

### CBP/p300 inhibition affects putative enhancers at early 2‐cell

Next, we asked how the inhibition of the CBP/p300 acetyltransferase activity in zygotes led to the down‐regulation of major ZGA genes. One possibility is that acetylation by CBP/p300 would open up chromatin before major ZGA. To test this possibility, we performed ATAC‐seq for late 1‐cell and early 2‐cell embryos with CBP/p300 inhibition (A‐485‐treated) and control (DMSO‐treated) conditions (Fig EV4A). 

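ATAC-seq maps open chromatin by inserting adapters into accessible DNA. The authors deposited 1 list of peaks for each stage and treatment, made with the ENCODE pipeline from both replicates as peaks that pass its test of reproducibility, with each peak's position, score, fold enrichment, -log10 p and -log10 q. A peak with several summits is listed once per summit, so lines with the same position were joined. This gave 10214 peaks in DMSO-treated and 7094 in A-485-treated late 1-cell embryos, and 27693 and 13712 at early 2-cell. The lists hold no counts per replicate, so there is no spread between replicates and no test of single peaks. A peak was counted as shared when it overlapped a peak of the other list by at least 1 bp, with bedtools, and as lost otherwise. Shares are given with 95% Wilson intervals, which cover the counting of peaks only. None of the 58713 peaks lay past a chromosome end of GRCm38. Within 1 kb of a transcription start site lay 28.99% of the early 2-cell DMSO peaks, and 10.81% of them when they were shifted by 1000000 bp, so the peaks were read as GRCm38.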

Results indicated that the chromatin accessibility at late 1‐cell was largely unaffected by CBP/p300 inhibition (Figs 5A and EV4B). By contrast, the newly opened regions in control early 2‐cell (Fig 5A, cluster C2), coincide with the gain of H3K27ac at early 2‐cell stage, remained closed after CBP/p300 inhibition by A‐485 (Fig 5A). 

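Of the 10214 peaks of DMSO-treated late 1-cell embryos, 4983 (48.8%, 95% Wilson interval 47.8 to 49.8%) were shared with the A-485-treated list. In the other direction, 4964 of the 7094 A-485-treated peaks (70.0%, 68.9 to 71.0%) had a DMSO peak. The share moved most when the same number of strongest peaks was taken from each list, to 56.2%. Among promoter peaks, within 1 kb of a start site, 30.7% were not in the A-485-treated list, and among distal peaks, over 2.5 kb away, 76.9% were not. A peak that fell under the threshold of its list counts as lost here, whatever the size of the change in signal.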

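Of the 27693 peaks of DMSO-treated early 2-cell embryos, 4550 overlapped a late 1-cell DMSO peak and 23143 were newly opened. A-485-treated early 2-cell embryos shared 2055 of the newly opened peaks (8.88%, 95% Wilson interval 8.52 to 9.25%) and 3949 of those already open at late 1-cell (86.8%, 85.8 to 87.7%). With the same number of strongest peaks from each list, the shares were 6.10% and 86.8%. Another 5577 late 1-cell DMSO peaks had no early 2-cell DMSO peak, and 1928 of these (34.6%) had an early 2-cell A-485 peak.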

Since CBP/p300 activity is required for the activation of many minor ZGA genes, loss of chromatin accessibility after CBP/p300 inhibition can be either an effect of minor ZGA defects or a direct effect of CBP/p300 inhibition. To clarify this, we analyzed the ATAC‐seq data of early 2‐cell after minor ZGA inhibition by treating with α‐Amanitin (Wu *et al*, 2016). Results showed that α‐Amanitin treatment only had a milder effect on the ATAC‐seq peaks at early 2‐cell (Fig EV4C), indicating the chromatin opening at early 2‐cell mainly depends on CBP/p300 activity.

**Figure 5:**
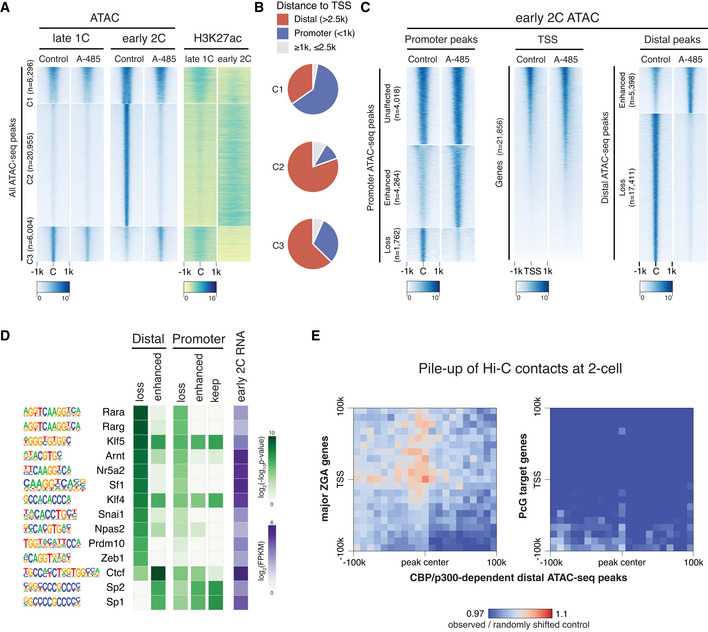
CBP/p300 inhibition affects chromatin opening of putative enhancers at early 2‐cell stage Heatmap showing ATAC‐seq signals at late 1‐cell and early 2‐cell under control and A‐485‐treated conditions, and the corresponding H3K27ac signals at these ATAC‐seq peaks. All the ATAC‐seq peaks were classified into three groups based on the changes from late 1‐cell to early 2‐cell in control condition. C1—keep open from late 1‐cell to early 2‐cell; C2—newly opened at early 2‐cell; C3—reduced opening at early 2‐cell.Ratio of distal ATAC‐seq peaks (>2.5 kb to TSS) and promoter ATAC‐seq peaks (<1 kb to TSS) in group C1‐3 of panel A.Heatmap showing the impact of CBP/p300 inhibition on chromatin openness of different regions (promoter, TSS and distal regions) at early 2‐cell stage.Transcription factor (TF) motif enrichment at distal and promoter ATAC‐seq peaks with different responses to CBP/p300 inhibition. Only TFs with expression level of FPKM≥5 at early 2‐cell stage were considered.Pile‐up of Hi‐C contacts at 2‐cell stage between CBP/p300‐dependent distal ATAC‐seq peaks (x‐axis) and major ZGA genes TSS regions (y‐axis, left panel). The same analysis was also performed between CBP/p300‐dependent distal ATAC‐seq peaks and PcG target genes TSS (right panel) as a control.

**Figure EV4:**
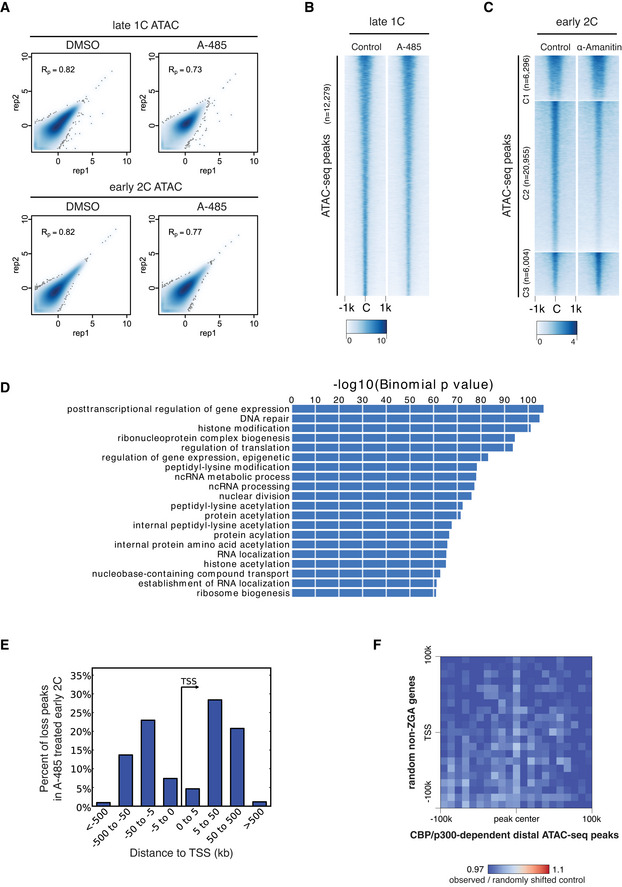
Chromatin accessibility comparison of CBP/p300 inhibition versus control Pearson correlation of ATAC‐seq replicates for DMSO‐treated and A‐485‐treated late 1‐cell and early 2‐cell.ATAC‐seq signal comparison for control and A‐485‐treated late 1‐cell. C—peak center.ATAC‐seq signal comparison for control and minor ZGA inhibition (treated with α‐Amanitin) at early 2‐cell stage. The ATAC‐seq peaks were the same as in Fig 5A. The ATAC‐seq data of control early 2‐cell and α‐Amanitin‐treated early 2‐cell were from GEO with accession GSM1933921, GSM1933922, GSM1933923, and GSM2108702 (Wu *et al*, 2016).Gene Ontology (GO) enrichment for the nearest genes of the ATAC‐seq peaks that were lost under A‐485 treatment in early 2‐cell, using GREAT analysis (McLean *et al*, 2010).Distance to TSS for the ATAC‐seq peaks that were lost after A‐485 treatment in early 2‐cell embryos.Pile‐up of Hi‐C contacts at 2‐cell stage between CBP/p300‐dependent distal ATAC‐seq peaks (x‐axis) and randomly selected non‐ZGA genes TSS regions (*n* = 2,773, matched chromosome distribution with major ZGA genes).

Gene ontology (GO) enrichment analysis (McLean *et al*, 2010) showed that the nearest genes to those ATAC‐seq peaks that were lost after CBP/p300 inhibition (CBP/p300‐dependent ATAC‐seq peaks) at early 2‐cell stage were enriched for posttranscriptional regulation of gene expression, histone modification and acetylation, etc. (Fig EV4D). 

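In DMSO-treated embryos, promoter peaks made up 81.0% and distal peaks 16.7% of the 4550 peaks open from late 1-cell to early 2-cell, against 18.8% and 69.0% of the 23143 newly opened peaks and 34.4% and 58.9% of the 5577 late 1-cell peaks without an early 2-cell peak. Of the 27693 early 2-cell DMSO peaks, 21689 had no overlapping A-485 peak. These lost peaks were distal in 72.8% (95% Wilson interval 72.2 to 73.4%) and at promoters in 14.3% of cases, their median distance to the nearest start site was 6153 bp, and 97.2% of them were newly opened.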

For the CBP/p300‐dependent ATAC‐seq peaks, most of them were distal peaks far away from TSS (Figs 5B and EV4E). To further confirm this observation, we classified all ATAC‐seq peaks into promoter or distal peaks and investigated their response to A‐485 treatment. Results showed that most distal peaks (*n* = 17,411, 76.3%) were lost after A‐485 treatment (Fig 5C). However, most promoter peaks showed unaffected or enhanced signals than loss (8,282, 82.5% vs. 1,762, 17.5%) upon CBP/p300 inhibition (Fig 5C). These results demonstrate that transient inhibition of CBP/p300 acetyltransferase activity mainly affects distal chromatin opening at early 2‐cell stage.

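Of the 16719 distal peaks in DMSO-treated early 2-cell embryos, 15793 (94.5%, 95% Wilson interval 94.1 to 94.8%) were lost after A-485 treatment. The share lay between 93.4% and 95.7% under the alternatives chosen before the data were examined, and at 79.9% over the distal peaks of either list, a denominator chosen after the values were seen. The early 2-cell A-485 list held 7688 peaks without a DMSO peak, of which 39.6% were distal and 54.5% at promoters.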

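Of the 8028 promoter peaks in DMSO-treated early 2-cell embryos, 3095 (38.6%, 95% Wilson interval 37.5 to 39.6%) were lost after A-485 treatment and 4933 had an A-485 peak. The share lost was 29.9% with the same number of strongest peaks from each list, and 25.3% over the promoter peaks of either list, a denominator chosen after the values were seen. When the DMSO peaks were divided into 3 equal groups by fold enrichment, the promoter peaks lost fell from 50.3% in the weakest group to 26.9% in the strongest, and the distal peaks lost from 96.3% to 93.0%. Distal peaks were not weaker: their median fold enrichment was 8.32, against 8.0 for promoter peaks.

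**Figure D2:**
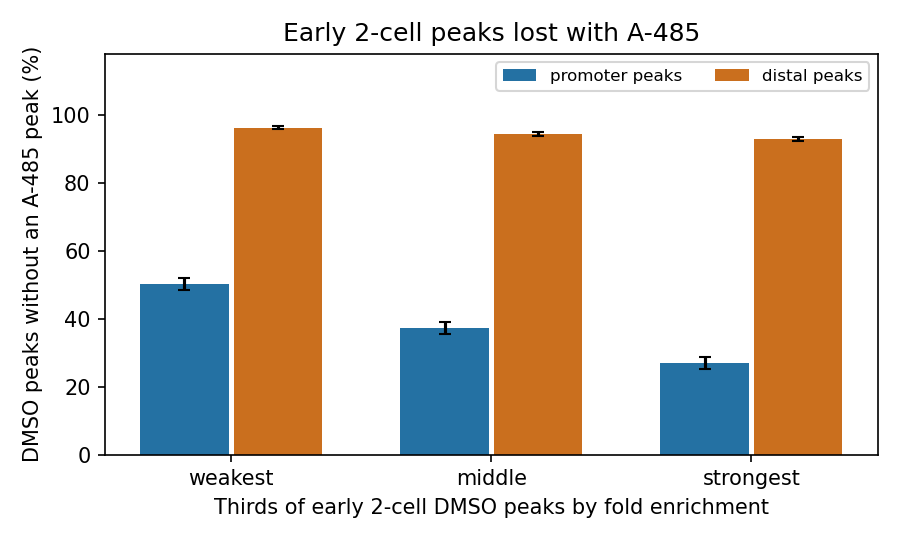
Percent of early 2-cell DMSO peaks without an A-485 peak, for promoter and distal peaks in 3 equal groups by fold enrichment; error bars are 95% Wilson intervals. The share of distal peaks lost is higher than that of promoter peaks in each group, 93.0% against 26.9% in the strongest.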

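From the loss of most distal peaks and the lack of loss at most promoter peaks, the paper concludes that blocking the CBP/p300 acetyltransferase activity for a limited time acts mainly on the opening of distal chromatin at early 2-cell. In these lists, the share of distal peaks lost was 2.45 times that of promoter peaks at early 2-cell and 2.51 times at late 1-cell. By this ratio, which was set for the test, the stages were alike. The odds ratios of loss for distal against promoter peaks, looked at afterwards, were 27.2 at early 2-cell and 7.50 at late 1-cell. Whether the difference in odds ratios between stages is beyond the spread between replicates was not tested, since the lists hold no replicates.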

The distal and promoter open chromatin at early 2‐cell stage showed different responses to CBP/p300 inhibition (Fig 5A–C). Given that CBP/p300 does not recognize specific DNA sequence motifs (Calo & Wysocka, 2013), we hypothesized that different transcription factors (TFs) that recruit CBP/p300 may bind to proximal or distal elements, which may cause their differential responses to CBP/p300 inhibition. To examine this possibility, TFs expressed at early 2‐cell with FPKM at least 5 were included in the motif enrichment analysis. 

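The early 2-cell DMSO-treated libraries give the FPKM of the factors in Fig 5D. The highest were *Ctcf* with 73.6 ± 0.0283 (SD, n = 2), *Arnt* with 42.0 ± 3.40, *Sf1* with 41.5 ± 1.84, *Nr5a2* with 34.1 ± 6.71, *Klf4* with 29.2 ± 0.431 and *Sp1* with 21.0 ± 2.37. *Klf5*, *Prdm10*, *Sp2*, *Snai1*, *Rara*, *Zeb1*, *Npas2* and *Rarg* lay between 12.7 and 5.08 FPKM. Of these, *Zeb1* had 8.88 and 4.94 FPKM and *Rarg* 4.79 and 5.36 FPKM in the 2 replicates, on both sides of 5.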

Results indicated that motifs of the retinoic acid receptors (RARs), Nr5a2, Sf1, Prdm10, and Zeb1 were specifically enriched in CBP/p300‐dependent (lost after CBP/p300 inhibition) open chromatins, while Sp1 and Sp2 motifs were enriched in CBP/p300‐independent open chromatins (Fig 5D). 

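The symbol *Sf1* in the gene files is splicing factor 1, whereas the nuclear receptor also known as SF1 is encoded by *Nr5a1*. *Nr5a1* had 2 counts and 0 counts in the early 2-cell DMSO-treated libraries and a mean FPKM of 0.015 ± 0.0212 (SD, n = 2). After A-485 treatment, *Rarg* (log2 fold change -2.49, adjusted p = 8.21e-05 from edgeR), *Klf5* (-1.75), *Klf4* (-1.43) and *Snai1* (-3.43) were down-regulated at early 2-cell. *Nr5a2* had a log2 fold change of -0.53 (adjusted p = 0.032 from edgeR) and *Sf1* of -0.72 (adjusted p = 0.00154 from edgeR), both under the 2-fold cutoff. *Rara*, *Prdm10*, *Zeb1*, *Sp1* and *Sp2* were not called, with log2 fold changes between -0.35 and 0.37. The strongest promoter peak was lost after A-485 treatment for *Rara* (chromosome 11, 98926751 to 98927249), *Rarg* (chromosome 15, 102253354 to 102253880), *Nr5a2* (chromosome 1, 136954598 to 136954986) and *Ctcf* (chromosome 8, 105675342 to 105675878; log2 fold change 0.10), and shared for *Sp1*, *Sp2*, *Sf1*, *Prdm10*, *Arnt* and the down-regulated *Klf4*, *Klf5* and *Snai1*. A promoter peak of a gene lay within 1 kb of any of its annotated transcript starts. For *Rarg*, *Nr5a2* and *Ctcf*, the lost peak lay inside the gene, away from its 5' end (102257517, 136960448 and 105636568). The shared peak of *Sp2* lay inside its gene too. For *Rarg*, *Nr5a2* and *Ctcf*, the loss thus does not show that a promoter at the 5' end closed. The motif enrichment itself was not repeated.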

Notably, among these TFs, RARs and Nr5a2 have been previously implicated in regulating 2‐cell stage programs and preimplantation development (Wu *et al*, 2016; Iturbide *et al*, 2021; preprint: Gassler *et al*, 2022).

Next, we investigated whether CBP/p300‐dependent distal open chromatins at 2‐cell stage may regulate ZGA by directly contacting the major ZGA genes. To this end, we analyzed the Hi‐C data in mouse 2‐cell embryos (Du *et al*, 2017) and performed the pile‐up analysis between the CBP/p300‐dependent distal open chromatin regions and the major ZGA genes. We found that the CBP/p300‐dependent distal open regions showed higher contacts with the major ZGA genes than random controls (Fig 5E). By contrast, these distal open regions showed no higher than random contacts with the PcG target genes (Fig 5E) or randomly selected non‐ZGA genes (Fig EV4F). These results indicate that the CBP/p300‐dependent distal open chromatin regions at early 2‐cell stage may function as enhancers of major ZGA genes.

### HDAC activity prevents premature expression of developmental genes and aberrant ZGA

We next asked about the functional implications of the rapid transition from the broad acetylation domains in zygotes to canonical domains in early 2‐cell embryos (Fig 1B). Removal of the broad acetylation domains from zygote to early 2‐cell would require HDACs, and several HDACs were highly expressed in early 2‐cell embryos (Fig EV5A). To reveal the function of HDACs activity in this context, we used the specific and potent HDAC inhibitor Trichostatin A (TSA) to treat the 1‐cell to 2‐cell embryos from 8 to 28 h post *in vitro* fertilization (Fig 6A). Since TSA treatment at 50 nM caused hyperacetylation to a comparable level as that of 500 nM (Figs 6B and EV5B), we used 50 nM for subsequent experiments. We found that transient HDAC inhibition (8–28 hpi) caused embryo developmental arrest (Fig 6C and D). Given that HDAC inhibition from 0 to 20 h post fertilization did not cause embryo developmental arrest (Fig 6C and D), the inhibitor likely affects an event that takes place between 20–28 h post fertilization, which coincides with zygote to 2‐cell transition.

**Figure 6:**
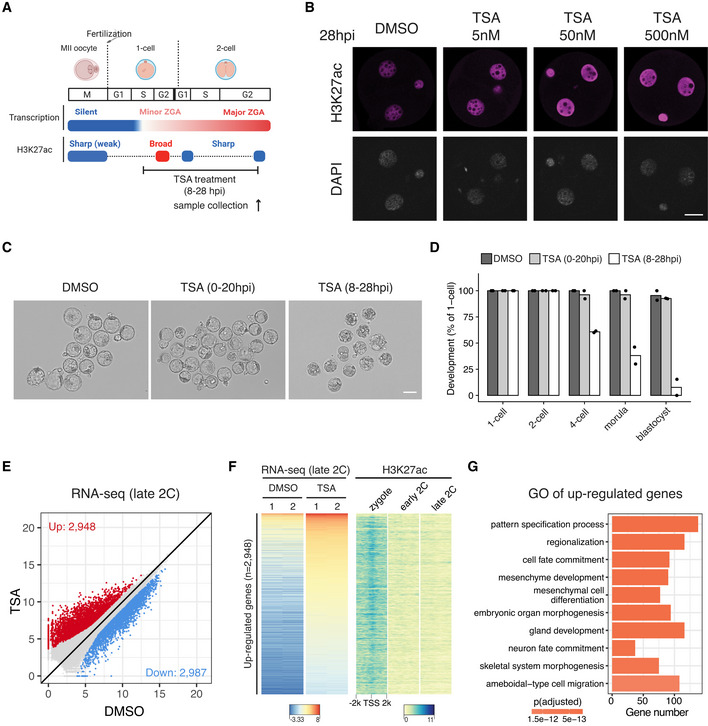
HDAC inhibition blocks deacetylation from zygote to 2‐cell embryos and leads to premature expression of developmental genes Schematic illustration of HDAC inhibition from zygotes to late 2‐cell embryos with TSA (Trichostatin A). The cell cycle stages were based on (Abe *et al*, 2018). The arrow indicates the time point of sample collection for RNA‐seq.Immunostaining of H3K27ac in TSA‐treated embryos under different concentrations versus control (DMSO‐treated) at 28 hpi. Scale bar: 20 μm.Images of embryos treated with DMSO (control) or TSA at 96 hpi. Scale bar: 80 μm.Developmental rate of embryos treated with TSA at different time points (0–20 hpi and 8–28 hpi) versus control.Late 2‐cell embryo whole transcriptome comparison between HDAC inhibition (TSA‐treated) and control (DMSO‐treated).Heatmap showing the up‐regulated genes after TSA treatment at late 2‐cell stage and the corresponding H3K27ac dynamics at the promoter of these up‐regulated genes.Gene Ontology (GO) enrichment analysis of the up‐regulated genes after HDAC inhibition.

**Figure EV5:**
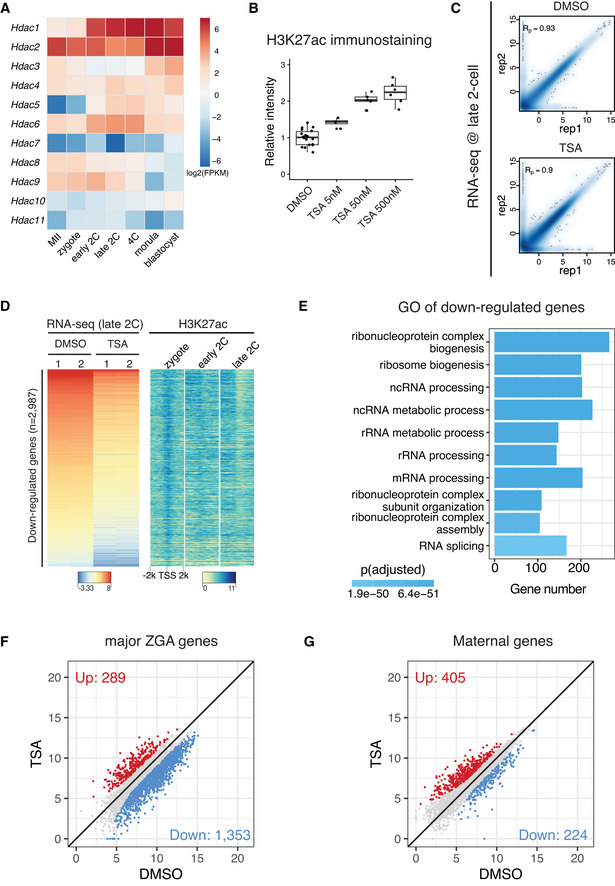
Transcriptome comparison of HDAC inhibition versus control Expression dynamics of HDAC genes in mouse MII oocyte and preimplantation embryos.Immunostaining quantification of H3K27ac relative intensities in Fig 6B (4–16 biological replicates in each condition).Pearson correlation of RNA‐seq replicates at late 2‐cell stage for control (DMSO‐treated) and HDAC inhibition (TSA‐treated).Heatmap showing the down‐regulated genes after TSA treatment in late 2‐cell embryos and the corresponding H3K27ac dynamics at the promoters of these down‐regulated genes.Gene Ontology (GO) enrichment analysis of the down‐regulated genes after HDAC inhibition.Scatter plot showing the impact of HDAC inhibition on expression levels of major ZGA genes.Scatter plot showing the impact of HDAC inhibition on expression levels of maternal decay genes. Data information: For boxplots in (B), the central band represents the median. The lower and upper edges of the box represent the first and third quartiles, respectively. The whiskers of the boxplot extend to 1.5 times interquartile range (IQR).

To investigate how inhibition of HDAC activity during zygote to 2‐cell transition causes embryo developmental arrest, we performed total RNA‐seq of late 2‐cell embryos in HDAC inhibition (TSA‐treated 8–28 hpi) and control (DMSO‐treated 8–28 hpi) conditions (Fig EV5C). 

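Total RNA libraries of late 2-cell embryos treated from 8 hpi with 50 nM TSA, an inhibitor of HDACs, or with DMSO were made, sequenced and counted in the same way as those of the A-485 experiment, with 2 libraries per treatment. Their expected counts summed to between 18722197 and 26531503. They have DMSO-treated controls of their own, and the fit held only these 4 libraries. Between the 2 replicates, Pearson's r across genes was 0.96 for DMSO-treated and 0.945 for TSA-treated embryos. The share of counts on mitochondrially encoded genes was 2.71% and 2.39% with DMSO and 3.66% and 3.72% with TSA.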

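Among 23429 genes tested in late 2-cell embryos, 3237 were up-regulated and 3247 down-regulated after TSA treatment. With libraries scaled to total counts in place of TMM, which moved the median of all expressed genes by 0.36, the counts were 4106 and 2385, the largest shift among the alternatives with the FPKM cutoff kept. *S100a6* and *Spanxn4* were among the genes of at least 10 FPKM with the largest increases, from 0 counts in each DMSO-treated library to 12.5 ± 0.488 (SD, n = 2) and 10.5 ± 0.700 FPKM, at least 32.8-fold and 19.2-fold higher. *Gm10240*, *Gm13370* and *Pagr1a* had the largest decreases, at least 115-fold, 115-fold and 111-fold lower, but they share reads with near-identical copies and are uncertain.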

Comparative transcriptome analysis indicated that 2,948 genes were up‐regulated and 2,987 genes were down‐regulated after HDAC inhibition (Fig 6E, Dataset EV5). The up‐regulated genes coincided with deacetylation around their TSSs from zygote to 2‐cell (Fig 6F), indicating that they are likely direct targets of HDACs. By contrast, the TSSs of down‐regulated genes showed high levels of acetylation at both zygote and 2‐cell stages (Fig EV5D), indicating that their down‐regulation is likely due to secondary effects. Detailed examination of the up‐regulated genes revealed most of them were developmental genes that should be expressed at later developmental stages (Fig 6G). On the other hand, most of the down‐regulated genes were major ZGA genes, and a subset of up‐regulated genes were maternal genes (Fig EV5D–G), indicating that the premature expression of developmental genes may disrupt both ZGA and maternal decay. These results demonstrate that the HDACs activities, which mediated the broad‐to‐canonical acetylation transition from zygote to 2‐cell, have a critical role in preventing premature expression of developmental genes and in ensuring normal ZGA gene expression.

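Genes of later development were taken as those with symbols of the Hox, Fox, Gata, Sox, Pax, Tbx, Lhx, Nkx, Irx, Dlx, Msx, Wnt and Bmp families and the family of *Six2*. Of 130 such genes with a mean FPKM of at least 1 in either group, 95 (73.1%) were up-regulated after TSA treatment, against 20.2% of all 16048 genes with that expression (odds ratio 11.0, Fisher's exact test, two-sided, adjusted p = 7.12e-38), and 5 were down-regulated. They made up 95 of the 3237 up-regulated genes, so these families cover few of the up-regulated genes, and the Gene Ontology analysis of Fig 6G was not repeated. A gene silent with DMSO reaches a mean FPKM of 1 only by rising, which favours up-regulated genes. Random lists of other genes of like type, length and level in DMSO-treated libraries were drawn 10000 times. With no FPKM cutoff, a median of 25.6% and at most 37.4% of their genes were up-regulated. In these families, 119 of all 203 genes (58.6%) were. The largest increases in them were those of *Hoxc10*, *Foxa2*, *Six2*, *Foxf1* and *Msx2*, which had no counts above 3 with DMSO and 6.19 ± 0.148 (SD, n = 2), 3.17 ± 0.566, 3.20, 2.42 ± 1.28 and 1.69 ± 0.523 FPKM with TSA, at least 72.3-fold, 40.5-fold, 39.8-fold, 36.2-fold and 25.4-fold higher. Of the 1917 Polycomb target genes of the paper's supplement, 92 reached a mean FPKM of 1, of which 44 were up-regulated. Over the 386 targets that were tested, the median log2 fold change was 3.24, or 1.40 with genes at their bound. The paper chose these targets as not expressed in preimplantation embryos, so the filters on expression mostly keep targets that rose, and these values do not show a rise of the list as a whole. Of 1875 targets, whatever their expression, 143 (7.63%) passed the test of edgeR as up-regulated with no FPKM cutoff, against a median of 5.71% and a highest value of 7.25% in 10000 random lists of other genes of like type, length and level in DMSO-treated libraries.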

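For the TSA comparison, genes rising and falling by late 2-cell were taken with the late 2-cell DMSO-treated controls of the A-485 experiment, which gave 2629 and 1836 genes. Of the rising genes, 1242 (47.2%) were down-regulated and 397 were up-regulated after TSA treatment, with a median log2 fold change of -0.98 (camera adjusted p = 1.61e-15, fry adjusted p = 0.000375). They made up 38.3% of the 3247 down-regulated genes. Of the falling genes, 264 were up-regulated and 81 down-regulated, with a median log2 fold change of 0.24. This list lay above the other genes in camera (adjusted p = 0.0211) but not in fry (adjusted p = 0.065).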

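Of 81 ribosome biogenesis genes with a mean FPKM of at least 1, 75 were down-regulated after TSA treatment. In A-485-treated late 2-cell embryos, 76 of 82 such genes were down-regulated too. From the up-regulation of developmental genes and the down-regulation of ZGA genes after TSA treatment, the paper concludes that HDAC activities between zygote and 2-cell keep developmental genes from early expression and are needed for ZGA genes to be expressed normally.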

## Discussion

By profiling the well‐recognized active chromatin marker H3K27ac in mouse oocytes and preimplantation embryos, here we report the rapid turn‐over of H3K27ac during MZT (Fig 1). The H3K27ac undergoes three successive rounds of global transitions during MZT. The GV oocytes show noncanonical large broad H3K27ac domains, which are mutually exclusive to H3K27me3 for both gene dense regions and gene deserts. Such broad acetylation domains are removed in MII oocytes (first wave of global transition), with a few narrow domains remain. This observation is consistent with a previous report that HDACs can associate with chromatin during meiosis (Kim *et al*, 2003). Intriguingly, mouse zygotes regain the large broad H3K27ac domains shortly after fertilization (second wave of global transition), mainly in gene dense regions. In addition to H3K27ac, H3K9ac also displays highly similar broad domains in zygotes, suggesting a global hyperacetylation of multiple histone sites in mouse zygotes (Wang *et al*, 2007). Such broad acetylation domains indicate that H3K27ac cannot serve as a marker for enhancers in oocytes and zygotes as in somatic cells. However, the broad acetylation domains may contribute to the establishment of a permissive state for transcription in late zygotes (Schultz, 2002). After the first cell cleavage, the broad H3K27ac is quickly reprogrammed to a canonical pattern in early 2‐cell embryos (third wave of global transition). The H3K27ac distributions in early 2‐cell (before major ZGA) and late 2‐cell embryos (major ZGA) exhibit a similar pattern, indicating a preconfiguration of H3K27ac before ZGA. Indeed, we observed that H3K27ac marks genomic regions that are primed for activation of the major ZGA genes, retrotransposons, and the active allele of imprinted genes. The ZGA genes in zebrafish and *Drosophila* are also premarked by H3K27ac (Zhang *et al*, 2018) and H4K16ac (Samata *et al*, 2020), respectively, suggesting that the preconfiguration of histone acetylation for gene activation is an evolutionarily conserved process.

We provided evidence that the broad H3K27ac domains in zygote are deposited by CBP/p300 (Fig 4). We further demonstrated that the catalytic activity of CBP/p300 is critical for minor ZGA, and for opening the distal chromatin regions at early 2‐cell (Figs 4 and 5), both of which are important for major ZGA. The CBP/p300‐dependent distal opening elements may function as enhancers as they make direct contacts with the promoters of major ZGA genes. Unlike the distal regions, the opening of most of the promoter regions is independent of CBP/p300 activities, indicating that promoter opening is regulated by other factors. This observation is different from that in zebrafish. In zebrafish embryos, the opening of both distal and promoter regions is independent of CBP/p300 activity (Miao *et al*, 2022). We identified several transcription factors including RARs, Nr5a2, Sf1, Prdm10, and Zeb1 that may mediate CBP/p300‐dependent distal chromatin opening at mouse early 2‐cell stage (Fig 5D). Future studies using knockout mouse lines should clarify their potential roles. Previous reporter assays indicated that enhancer activity is required for transcription at 2‐cell but not zygotic stage (Schultz, 2002), which is in line with our finding of hyperacetylation at zygote but hypoacetylation at 2‐cell stage. It is possible that the broad H3K27ac domains confer the permissive chromatin state in zygotes. Our results indicate that not only ectopic reporter genes but also endogenous ZGA gene expression in 2‐cell embryos require enhancer activities.

We demonstrated that the timely deacetylation from zygote to 2‐cell (8–28 hpi) by HDACs is critical in preventing premature expression of developmental genes and in ensuring normal ZGA gene expression (Fig 6). This is consistent with the earlier observation that *Hdac1* knock‐down causes elevated expression of a subset of transcripts in late 2‐cell embryos (Ma & Schultz, 2008). Given that multiple HDACs are expressed in preimplantation embryos and they may compensate each other, our work here provides the definite evidence that HDAC activities establish a transcriptionally repressive state in 2‐cell embryos that is important for early development. Among these HDAC genes, *Hdac1* and *Hdac2* are highly expressed in early 2‐cell embryos (Fig EV5A), which coincide with the extensive deacetylation at early 2‐cell stage. This indicates that HDAC1/2 may be the key factor functioning in the process, which is supported by the recent demonstration that HDAC1/2 is required to safeguard ZGA in mice (Dang *et al*, 2022). It should be noted that the essential role of HDACs activities during MZT reported here is not in conflict with the previous work showing that HDAC inhibition (HDACi) improves the efficiency of somatic cell nuclear transfer (SCNT; Kishigami *et al*, 2006; Rybouchkin *et al*, 2006; Matoba *et al*, 2014; Yang *et al*, 2021). In SCNT, reconstructed embryos are treated with HDACi only during the first several hours after egg activation (i.e., 0–10 h), a time window when hyperacetylation is being established (Fig 1). Consistently, we also show that 0–20 hpi TSA treatment does not affect preimplantation development. However, prolonged TSA treatment impedes the broad‐to‐canonical H3K27ac transition before major ZGA and impairs both normal development (Fig 6) and SCNT (Kishigami *et al*, 2006). Thus, the precisely regulated HDACs activity is critical for normal and SCNT embryo development.

Our study has demonstrated that timely CBP/p300 and HDACs activities modulate normal ZGA, which coincides with the dynamic changes of H3K27ac during mouse MZT. However, CBP/p300 and HDACs have relatively low substrate specificities (Weinert *et al*, 2018). They catalyze the acetylation and deacetylation of not only H3K27ac but also other histones lysine residues and nonhistone proteins. Thus, it remains unknown whether the effects of CBP/p300 and HDACs in regulating mouse ZGA is through H3K27ac only or other histone lysine residues/nonhistone substrates are also involved. Recent studies suggest that H3K27ac is not required for enhancer functions in mESCs (Martire *et al*, 2020; Zhang *et al*, 2020; Sankar *et al*, 2022). However, other studies indicated that H3K27ac is required for enhancer activities (Raisner *et al*, 2018). Furthermore, it is not clear whether the observation in mESCs is applicable to mouse embryos. It is possible that the different histone acetylation modifications catalyzed by CBP/p300 are redundant for enhancer activities. Nevertheless, we demonstrate an important role of CBP/p300 acetyltransferase activities in regulating minor ZGA and distal chromatin opening right before mouse major ZGA, and a role of HDACs activities in preventing premature expression of developmental genes, which collectively confer normal ZGA during mouse MZT.

## Materials and Methods

### Collection of mouse oocytes and embryos

All animal experiments were performed in accordance with the guidelines of the Institutional Animal Care and Use Committee at Harvard Medical School. Collection of oocytes and *in vitro* fertilized embryos was described previously (Chen & Zhang, 2019; Chen *et al*, 2021). For allelic H3K27ac CUT&RUN profiling experiments, oocytes were collected from 6‐ to 8‐week‐old B6D2F1/J female mice (Jax 100006), and sperm were collected from 8‐ to 10‐week‐old PWK/PhJ male mice (Jax 003715). For CBP/p300 and HDAC inhibition experiments, both oocytes and sperm were retrieved from 6‐ to 8‐week‐old B6D2F1/J mice. The time when capacitated sperm were added to cumulus‐oocyte complexes in Human Tubal Fluid (HTF, Millipore) was considered as 0 h post *in vitro* fertilization (0 hpi). Embryos were cultured in potassium simplex optimized medium (KSOM, Millipore) at 37°C under 5% CO_2_ with air.

### Transient treatment with A‐485 and TSA

To transiently inhibit CBP/p300, embryos were cultured in KSOM containing 10 μM A‐485 (Tocris) between 4 and 20 hpi. For transient inhibition of HDACs, embryos were cultured in KSOM containing 50 nM TSA (Sigma) between 0–20 or 8–28 hpi. Embryos were washed at least six times when they were transferred between different culture conditions.

### Whole‐mount immunostaining

Immunostaining, image acquisition, and analyses were performed as described previously (Inoue *et al*, 2018). Embryos were fixed with 3.7% paraformaldehyde and 0.2% Triton X‐100 for 20 min at room temperature. After washing 4 times with PBS containing 1% BSA, samples were incubated with the rabbit anti‐H3K27ac antibody (1/500; Millipore, 07–360) and/or the mouse anti‐H3K27me3 antibody (1/500; Active Motif, 61017) as primary antibodies at 4°C overnight. Then, samples were washed with PBS/BSA and incubated with Alexa flour 568 donkey anti‐rabbit IgG and/or Alexa flour 488 donkey anti‐mouse IgG (1/200; Life Technologies) as secondary antibodies for 1 h at room temperature. After washing with PBS/BSA, samples were mounted on a slide containing VectaShield Antifade Mounting Medium with DAPI (Vector Laboratories). Fluorescent intensities were quantified with Zeiss Zen software.

### CUT&RUN library construction

CUT&RUN libraries were generated based on the original protocol (Meers *et al*, 2019) with some modifications to optimize for low‐input cell numbers. For each library, 10 μl BioMag Plus Concanavalin A beads (Polysciences) were washed twice in 1 ml Binding Buffer (20 mM HEPES‐KOH pH7.9, 10 mM KCl, 1 mM CaCl_2_, 1 mM MnCl_2_) and resuspended in 5 μl Binding Buffer. Then, embryos were added to 45 μl Wash Buffer (20 mM HEPES‐NaOH pH7.5, 150 mM NaCl, 0.5 mM Spermidine, 1X Roche Protease Inhibitor Cocktail), mixed with the 5 μl Binding Buffer containing beads, and rotated for 10 min at room temperature. After removing the liquid by putting the tube on a magnet stand, the beads were resuspended in 80 μl antibody Incubation Buffer (1X Wash Buffer with 0.02% Digitonin and 2 mM EDTA) with 1:100 diluted H3K27ac antibody (Millipore, 07–360) and rotated at 4°C overnight. Then, the beads were washed twice with 100 μl Wash Buffer with 0.02% Digitonin. The beads were resuspended in 100 μl Wash Buffer with 0.02% Digitonin and 500 ng/ml pA‐MNase, and rotated for 3 h at 4°C. After washing the beads twice with 200 μl Wash Buffer with 0.02% Digitonin, the beads were resuspended in 200 μl ice‐cold Wash Buffer with 0.02% Digitonin and 4 μl 100 mM CaCl_2_, and incubated at 0°C for 30 min. The reaction was stopped by adding 23 μl 10X Stop Buffer (1,700 mM NaCl, 100 mM EDTA, 20 mM EGTA, 0.02% Digitonin, 250 μg/ml RNase A, 250 μg/ml Glycogen). Then, the tube was incubated at 37°C for 10 min to release the DNA fragments into supernatant. The tube was put on a magnet stand and the supernatant was transferred to a new 1.5 ml LoBind tube (Eppendorf) while the beads were discarded. To elute DNA, 2.5 μl 10% SDS, and 2.5 μl Proteinase K (20 mg/ml) were added to the supernatant and incubated at 55°C for 1 h. Carrier RNA (25 ng, Qiagen) was added to the supernatant before the supernatant was mixed with 200 μl Phenol:Chloroform:Isoamyl Alcohol (Invitrogen) by vortexing. The mixtures were then transferred to a phase‐lock tube (QuantaBio) and centrifuged at 16,000 g for 5 min at room temperature. After transferring the supernatant to a new 1.5 ml LoBind tube, 26 μl 3 M Sodium Acetate, 1 μl Glycogen (20 mg/ml), and 750 μl cold 100% Ethanol were added, mixed by vortexing, and stored at ‐20°C overnight. Then, the tube was centrifuged at 16,000 g for 20 min at 4°C and the supernatant was discarded. The precipitated DNA pellet was washed with 1 ml cold 80% Ethanol, then centrifuged at 16,000 g for 5 min at 4°C, and the supernatant was discarded. Finally, the precipitated DNA pellet was dissolved in 25 μl ultrapure H_2_O. The library was constructed with NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB) following the manufacturer's protocol. Sequencing was performed on the Illumina NextSeq 550 system in paired‐end 75 bp mode.

### RNA‐seq library construction

The total RNA‐seq libraries were generated using the SMART‐Seq Stranded Kit (Takara) following the manufacturer's protocol. Briefly, embryos were suspended in 7 μl RRI water (199 μl ultrapure H_2_O with 1 μl RNase inhibitor). Then, 6 μl shearing master mix (1 μl 10X lysis mix, 1 μl Smart scN6, 4 μl scRT Buffer) was added and incubated at 85°C for 6 min and immediately put on ice for 2 min. For reverse transcription, 7 μl first strand master mix (4.5 μl Smart scTSO mix, 0.5 μl RNase inhibitor, 2 μl SmartScribe RT) was added and incubated at 42°C for 90 min, 70°C for 10 min and held at 4°C. For the first PCR amplification, 28 μl master mix (25 μl 2X SeqAmp Buffer, 1 μl SeqAmp polymerase, 2 μl H_2_O) and 1 μl of each 5′ and 3′ PCR primer were added and incubated at 94°C for 1 min, 10 cycles of 98°C for 15 s, 55°C for 15 s, 68°C for 30 s, 1 cycle of 68°C for 2 min, and held at 4°C. The PCR products were purified with 35 μl SPRI beads (Beckman Coulter), washed twice with 50 μl 80% Ethanol, and eluted in 50 μl H_2_O. The PCR products were purified again with 40 μl SPRI beads, washed twice with 200 μl 80% Ethanol, and eluted in 20 μl scZapR master mix (16.8 μl H_2_O, 2.2 μl 10X ZapR buffer, 1.5 μl scZapR and 1.5 μl preheated and chilled scR‐probes) for 5 min to remove ribosome RNA. Then, the supernatant was transferred into a new PCR tube and incubated at 37°C for 60 min, 72°C for 10 min, and held at 4°C. For second PCR amplification, 80 μl master mix (26 μl H_2_O, 50 μl SeqAmp CB Buffer, 2 μl PCR2 primers, 2 μl SeqAmp polymerase) were added to the 20 μl sample and split into two PCR tubes for amplification at 94°C for 1 min, 10 cycles of 98°C for 15 s, 55°C for 15 s, 68°C for 30 s, 1 cycle of 68°C for 2 min and held at 4°C. The PCR products were purified with 1:1 SPRI beads and eluted in 12 μl H_2_O. The libraries were sequenced on the Illumina NextSeq 550 system in paired‐end 75 bp mode.

### ATAC‐seq library construction

To generate ATAC‐seq libraries, embryos were suspended in 10 μl tagmentation buffer (33 mM Tris–Acetate, 66 mM K‐Acetate, 10 mM Mg‐Acetate, 16% Dimethylformamide, and 0.02% Digitonin) with 0.5 μl Tn5/Adapter complex (Diagenode) and incubated at 37°C for 20 min. The tagmentation was stopped by adding 10 μl stop buffer (100 mM Tris–pH8.0, 100 mM NaCl, 0.4% SDS, 40 μg/ml Proteinase K) then incubated at 55°C for 3 h to release the tagmentation fragments. SDS was quenched by adding 5 μl 25% Tween‐20 and incubated on ice for 10 min. For library PCR amplification, the 25 μl samples were mixed with 30 μl NEBNext High‐Fidelity 2X PCR Master Mix (NEB), 2.5 μl P5 primer (10 μM) and 2.5 μl P7 primer (10 μM). Then, the PCR was performed as 5 min at 72°C, 5 min at 98°C, 16 cycles of 20 s at 98°C, 30 s at 63°C, 60 s at 72°C, and 1 cycle of 5 min at 72°C, held at 4°C. The PCR products were purified with 1:1.6 SPRI beads (96 μl beads), washed twice with 200 μl 80% Ethanol, and eluted in 20 μl H_2_O. The libraries were sequenced on the Illumina NextSeq 550 system in paired‐end 75 bp mode.

### CUT&RUN data analysis

For CUT&RUN sequencing data, the raw paired‐end reads were trimmed with Trimmomatic (v0.39; Bolger *et al*, 2014) to remove adaptors and the trimmed reads with length of at least 35 bp were retained. The cleaned reads were mapped to GRCm38 reference genome using bowtie2 (v2.4.2; Langmead & Salzberg, 2012) with parameters: ‐‐local ‐‐very‐sensitive‐local ‐‐no‐unal ‐‐no‐mixed ‐‐no‐discordant ‐‐dovetail ‐I 10 ‐X 700 ‐‐soft‐clipped‐unmapped‐tlen. PCR duplicates were removed with Picard MarkDuplicates (v2.23.4). The mapped reads were further filtered to retain proper paired reads with fragment length of at least 140 and mapping quality of at least 30. The signal tracks were generated by bamCoverage in deeptools (v3.5.1; Ramirez *et al*, 2016) with 100 bp bin size and normalized with FPKM.

Since the H3K27ac showed broad or narrow patterns at different stages of early embryos, the FPKM values were not directly comparable among stages. To make the FPKM values comparable, we followed the scaling method previously used for characterizing broad H3K4me3 domains in mouse oocytes (Dahl *et al*, 2016). We used the signals in ESCs as a reference so that ESCs had a scale factor of 1. We ranked the gene promoters by their H3K27ac signals. Then, for each stage, we chose the median signal of the top 3,000 promoters, dividing from the median signals of the top 3,000 promoters in ESCs to obtain the sale factor for that stage. The FPKM signals in each stage were multiplied by the scale factor to derive the scaled FPKM, which was used in all the downstream analyses.

For allelic analysis, we used SNPsplit (v0.5.0; Krueger & Andrews, 2016) to assign the mapped reads to maternal or paternal allele based on the SNPs information between B6D2F1and PWK/PhJ. The SNPs were downloaded from the Mouse Genomes Project (https://www.sanger.ac.uk/data/mouse‐genomes‐project/). The SNPs that were identical between C57BL/6J and DBA/2J while different from PWK/PhJ were used.

### Call acetylation domains

To call the broad acetylation domains in oocytes and zygotes, we split the genome into 1 kb bins. To call the narrow acetylation domains in 2 cell embryos, morulae, and ESCs, we split the genome into 500 bp bins. Then, the average adjusted FPKM of each bin was calculated using multiBigwigSummary in deeptools (v3.5.1). Bins with FPKM≥3 were used as acetylation domains. Domains within 2 × bin size from end to end were merged as final domains.

### RNA‐seq data analysis

For the raw sequencing reads of total RNA‐seq, the three leading nucleotides of read2 generated from TSO were removed. Then, the adaptors were removed with Trimmomatic (v0.39) if present. The cleaned reads were mapped to GRCm38 reference genome using STAR (v2.7.8a; Dobin *et al*, 2013). RSEM (v1.3.1; Li & Dewey, 2011) was employed to quantify the gene expression levels with the transcriptome alignments generated by STAR as input. For differential expression analysis, R package DESeq2 (v1.32.0; Love *et al*, 2014) was utilized with raw counts from RSEM as input. The significantly changed genes were identified with an adjusted *P*‐value cutoff of 0.05, fold change cutoff of 2, and mean FPKM cutoff of 1.

The repeat elements in the mouse genome were obtained from RepeatMasker (https://www.repeatmasker.org). For the repeat element expression analysis, we composed a pseudo‐genome with each type of repeats as a pseudo‐chromosome, by concatenating the sequences of all instances of this repeat type with 200 Ns as a spacer between any two sequences to compose the chromosome sequence. The corresponding gtf gene annotations were generated by treating the pseudo‐chromosome of each repeat type as a gene. Then, the RNA‐seq sequences were mapped to this pseudo‐genome by STAR and expression levels of repeats were quantified by RSEM.

### ATAC‐seq data analysis

For analyzing ATAC‐seq sequencing data, we used the ENCODE ATAC‐seq pipeline (v2.1.2, https://github.com/ENCODE‐DCC/atac‐seq‐pipeline). The optimal IDR replicated peaks were used for downstream analysis. ATAC‐seq peaks within 1 kb upstream or downstream of any known TSS were treated as promoter peaks, while ATAC‐seq peaks with a distance greater than 2.5 kb to TSS were treated as distal peaks.

### Motif enrichment

For TF motif enrichment analysis, HOMER (v4.11; Heinz *et al*, 2010) was employed with command findMotifsGenome.pl and default parameters.

### Hi‐C data analysis

The raw reads from Hi‐C were first trimmed with Trimmomatic (v0.39) to remove adaptors. Then, reads were mapped to GRCm38 reference genome by bwa mem (v0.7.17; Li & Durbin, 2010) with parameters ‐SP5M. The mapped reads were parsed by pairtools (v0.3.1, https://github.com/open2c/pairtools) to generate contact pairs. The contact pairs were filtered to remove duplicates, improper pairs, and pairs with a mapping quality less than 30. Contact matrixes were generated with cooler (v0.8.11; Abdennur & Mirny, 2020). For pile‐up analysis, we first enumerated all possible combinations between CBP/p300‐dependent ATAC‐seq peaks and ZGA genes promoters and stored them in bedpe format. Then, coolpup.py (v0.9.5; Flyamer *et al*, 2020) was used to calculate the pile‐up results with the bedpe file and the contact matrix at 10 kb resolution as input and parameters ‐‐features_format bedpe ‐‐nshifts 1 ‐‐seed 0.

### Defining zygote minor ZGA genes, early 2C minor ZGA genes, major ZGA genes, maternal decay genes, and PcG targets

Zygote minor ZGA genes were defined by comparing the transcriptome between DRB‐treated zygote (12 hpi) and control (DMSO‐treated) zygote, with fold change cutoff 2 and adjusted *P*‐value cutoff 0.05. Early 2‐cell minor ZGA genes were obtained by comparing the transcriptome between DRB‐treated early 2‐cell (20 hpi) and control (DMSO‐treated) early 2‐cell, with fold change cutoff 2 and adjusted *P*‐value cutoff 0.05. Major ZGA genes were defined as the up‐regulated genes between late 2‐cell and zygotes. Maternal decay genes were defined by combining the down‐regulated genes of zygote versus MII oocyte, early 2‐cell versus MII oocyte, late 2‐cell versus MII oocyte, and 4‐cell versus MII oocyte. For major ZGA genes and maternal decay genes, the fold change cutoff was 4 and the adjusted *P*‐value cutoff was 0.01. The PcG targets were defined as the genes with a promoter (± 2 kb of TSS) marked by H3K27me3 in inner cell mass and no expression (FPKM<0.1) in preimplantation embryos. All the gene lists were provided in Dataset EV1.

### Public data used in this study

The public datasets used in this study are summarized in Table EV1.

## Author contributions

**Meng Wang:** Conceptualization; data curation; software; formal analysis; validation; investigation; visualization; methodology; writing – original draft. **Zhiyuan Chen:** Conceptualization; data curation; software; formal analysis; validation; investigation; visualization; methodology; writing – review and editing. **Yi Zhang:** Conceptualization; resources; supervision; funding acquisition; investigation; project administration; writing – review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Dataset EV5 Click here for additional data file.

PDF+ Click here for additional data file.

## Data Availability

The datasets (and computer code) produced in this study are available in the following databases: CUT&RUN data, RNA‐Seq data, and ATAC‐seq data: Gene Expression Omnibus GSE207222 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207222).

# Supplementary material for: CBP/p300 and HDAC activities regulate H3K27 acetylation dynamics and zygotic genome activation in mouse preimplantation embryos
**Source:** EMBO J. 2022 Oct 10;41(22):e112012. doi: 10.15252/embj.2022112012
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

## Expanded View Figures

**Figure EV1. Dynamics of H3K27ac in mouse oocytes and early embryos.**

- A Spearman correlation of H3K27ac CUT&RUN replicates and correlation with available public data. The public H3K27ac data were generated using the  $\mu$ ChIP-seq method (Dahl et al, 2016). GV—germinal vesicle oocyte; FGO—fully grown oocyte; 2C—2-cell embryo.
- B Scale factors for H3K27ac FPKM at different stages. The scale factors at top 3,000 promoters were used.
- C H3K27ac domain bases distribution at promoter, exon, intron, and intergenic regions for each stage.
- D Dynamic changes of H3K27ac from early 2-cell to morula stage and ESC. C: domain center.
- E Correlations between gene density and H3K27ac signals for each stage.
- F H3K27ac signal enrichment around TSS of genes with CGI or non-CGI promoters. CGI: CpG island.
- G Enrichment of H3K27ac at ERVL retrotransposons at different stages.
- H Genome browser view showing different dynamics of H3K27ac and H3K9ac from zygotes to late 2-cell embryos.

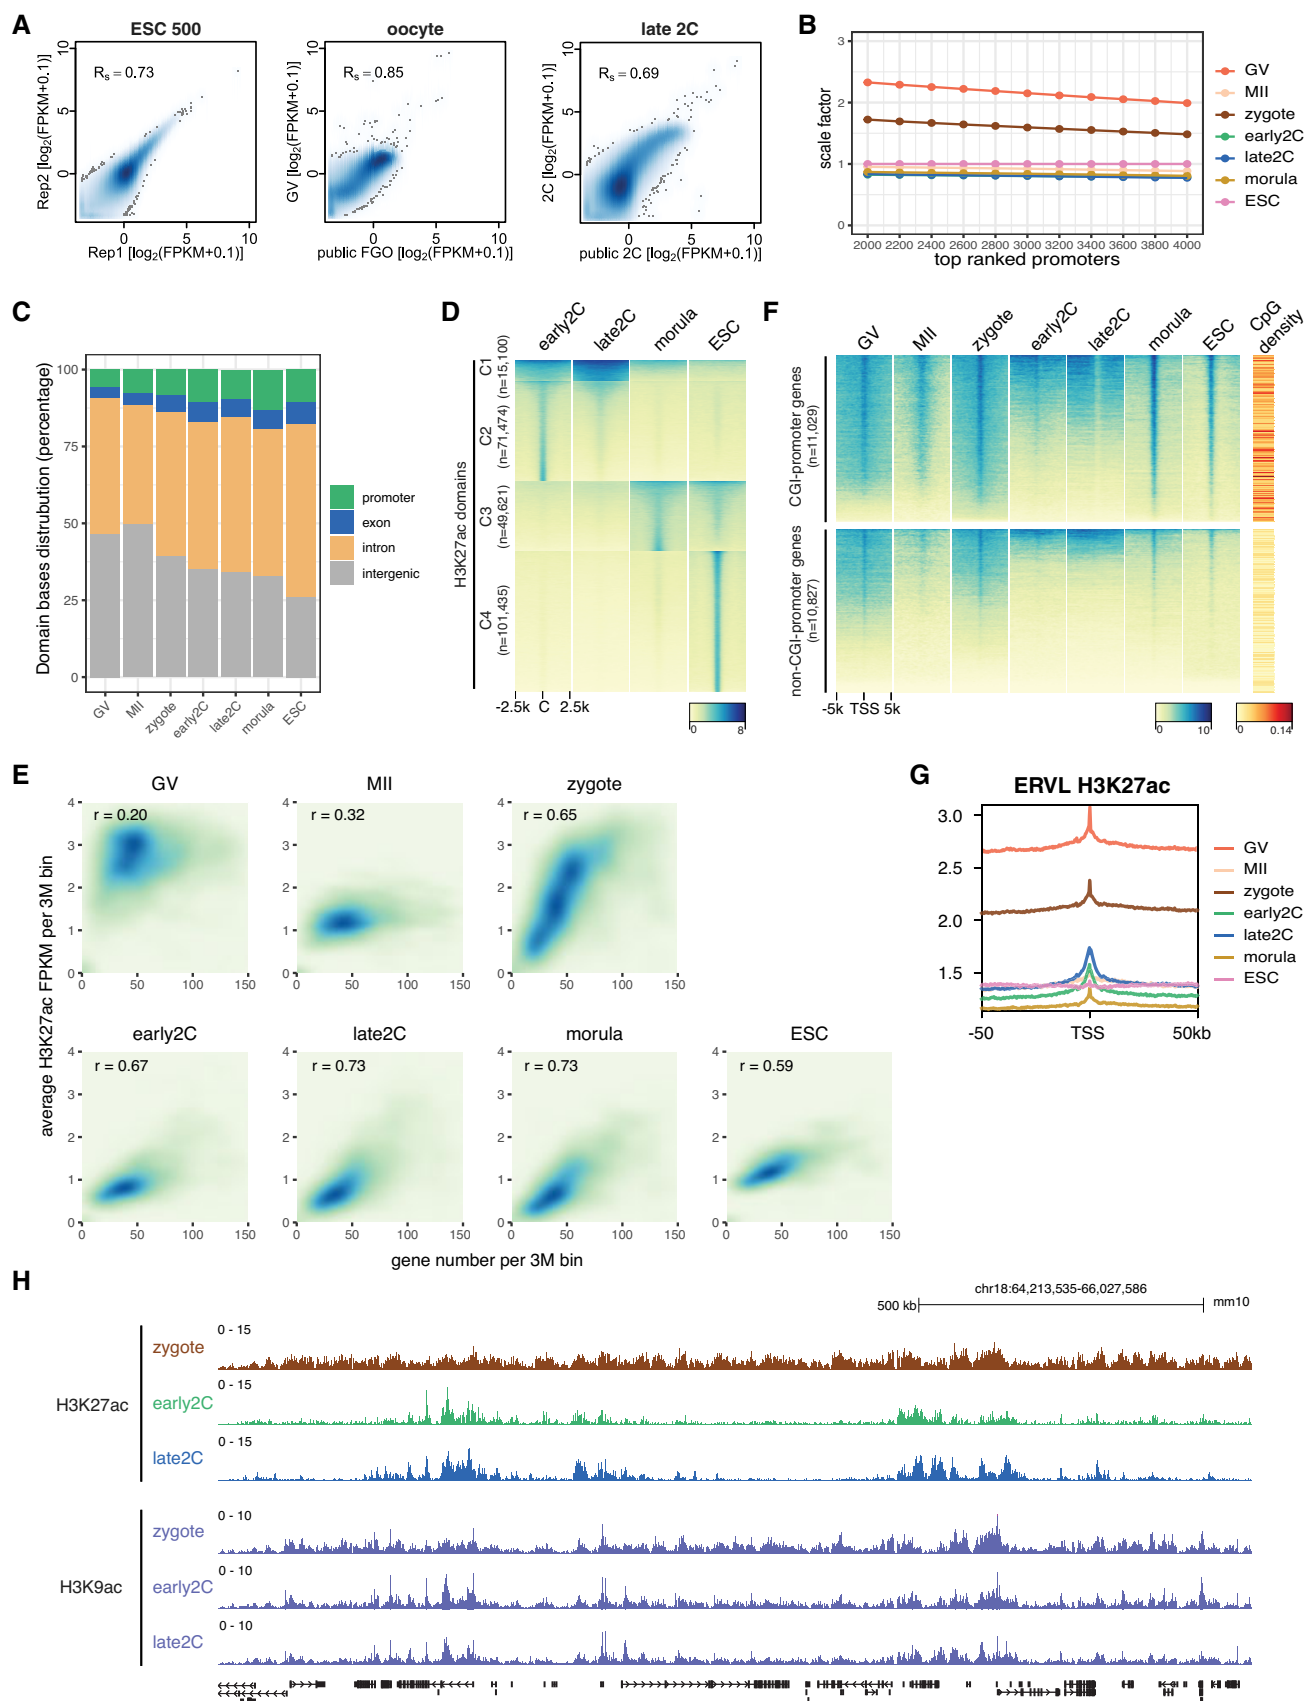

Figure EV1.

**Figure EV2. The allele-specific level of H3K27ac.**

- A Immunostaining images of fertilized 1-cell embryos stained with anti-H3K27me3 and anti-H3K27ac at indicated time points post fertilization. M—maternal DNA; P—paternal DNA; Pb—polar body. Scale bar: 20  $\mu$ m.
- B Allele-specific enrichment of H3K27ac signals at ERVL retrotransposons at different stages. M—maternal allele; P—paternal allele.
- C Comparison of H3K27ac signals at paternal imprinting control regions (ICR,  $n = 4$ ) between the maternal allele and paternal allele at different stages. The  $P$ -values were derived from one-sided  $t$ -test. The list of paternal ICRs were retrieved from (Xie et al, 2012).
- D Comparison of H3K27ac signals at major ZGA genes promoters ( $n = 2,773$ ,  $\pm 2$  kb of TSS) between the maternal allele and paternal allele at different stages. The  $P$ -values were derived from two-sided  $t$ -test.

Data information: For boxplots in (C) and (D), the central band represents the median. The lower and upper edges of the box represent the first and third quartiles, respectively. The whiskers of the boxplot extend to 1.5 times interquartile range (IQR).

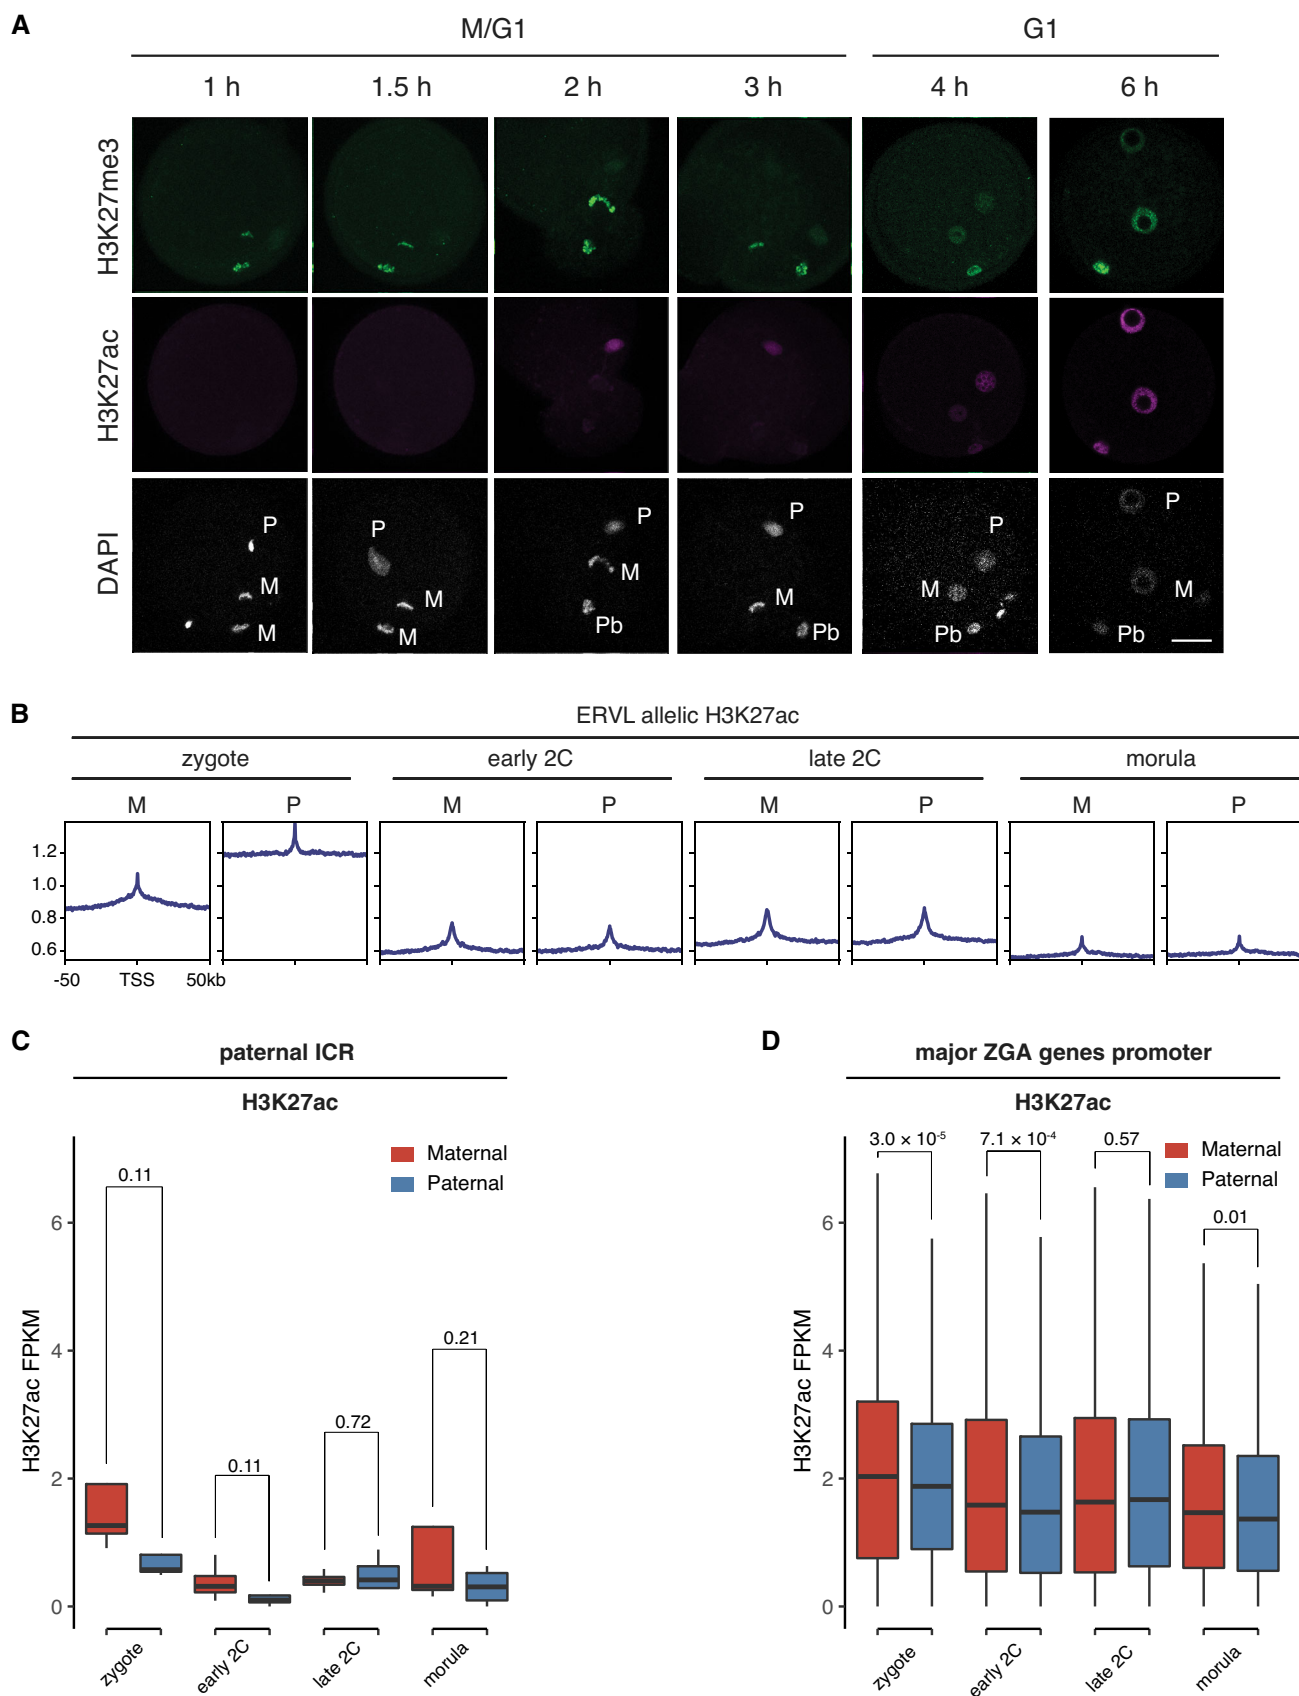

Figure EV2.

**Figure EV3. Transcriptome comparison of CBP/p300 inhibition versus control.**

- A Expression level dynamics of *Ep300* (p300) and *Crebbp* (CBP) in MII oocyte and preimplantation embryos.
- B Determination of optimal A-485 concentration to inhibit CBP/p300 by H3K27ac immunostaining. The embryos (3 biological replicates in each condition) were treated with A-485 starting at 4 hpi, and images were taken at 7 hpi. Scale bar: 20  $\mu$ m.
- C Immunostaining quantification of H3K27ac relative intensities in Fig 4B (6–12 biological replicates in each condition).
- D Pearson correlation of RNA-seq replicates at zygote, early 2-cell, and late 2-cell stage for control (DMSO-treated) and CBP/p300 inhibition (A-485-treated).
- E Gene Ontology (GO) enrichment for the down-regulated genes at early 2-cell stage after A-485 treatment.
- F Scatter plot showing the expression level changes of repeat elements after CBP/p300 inhibition.

Data information: For boxplots in (B) and (C), the central band represents the median. The lower and upper edges of the box represent the first and third quartiles, respectively. The whiskers of the boxplot extend to 1.5 times interquartile range (IQR).

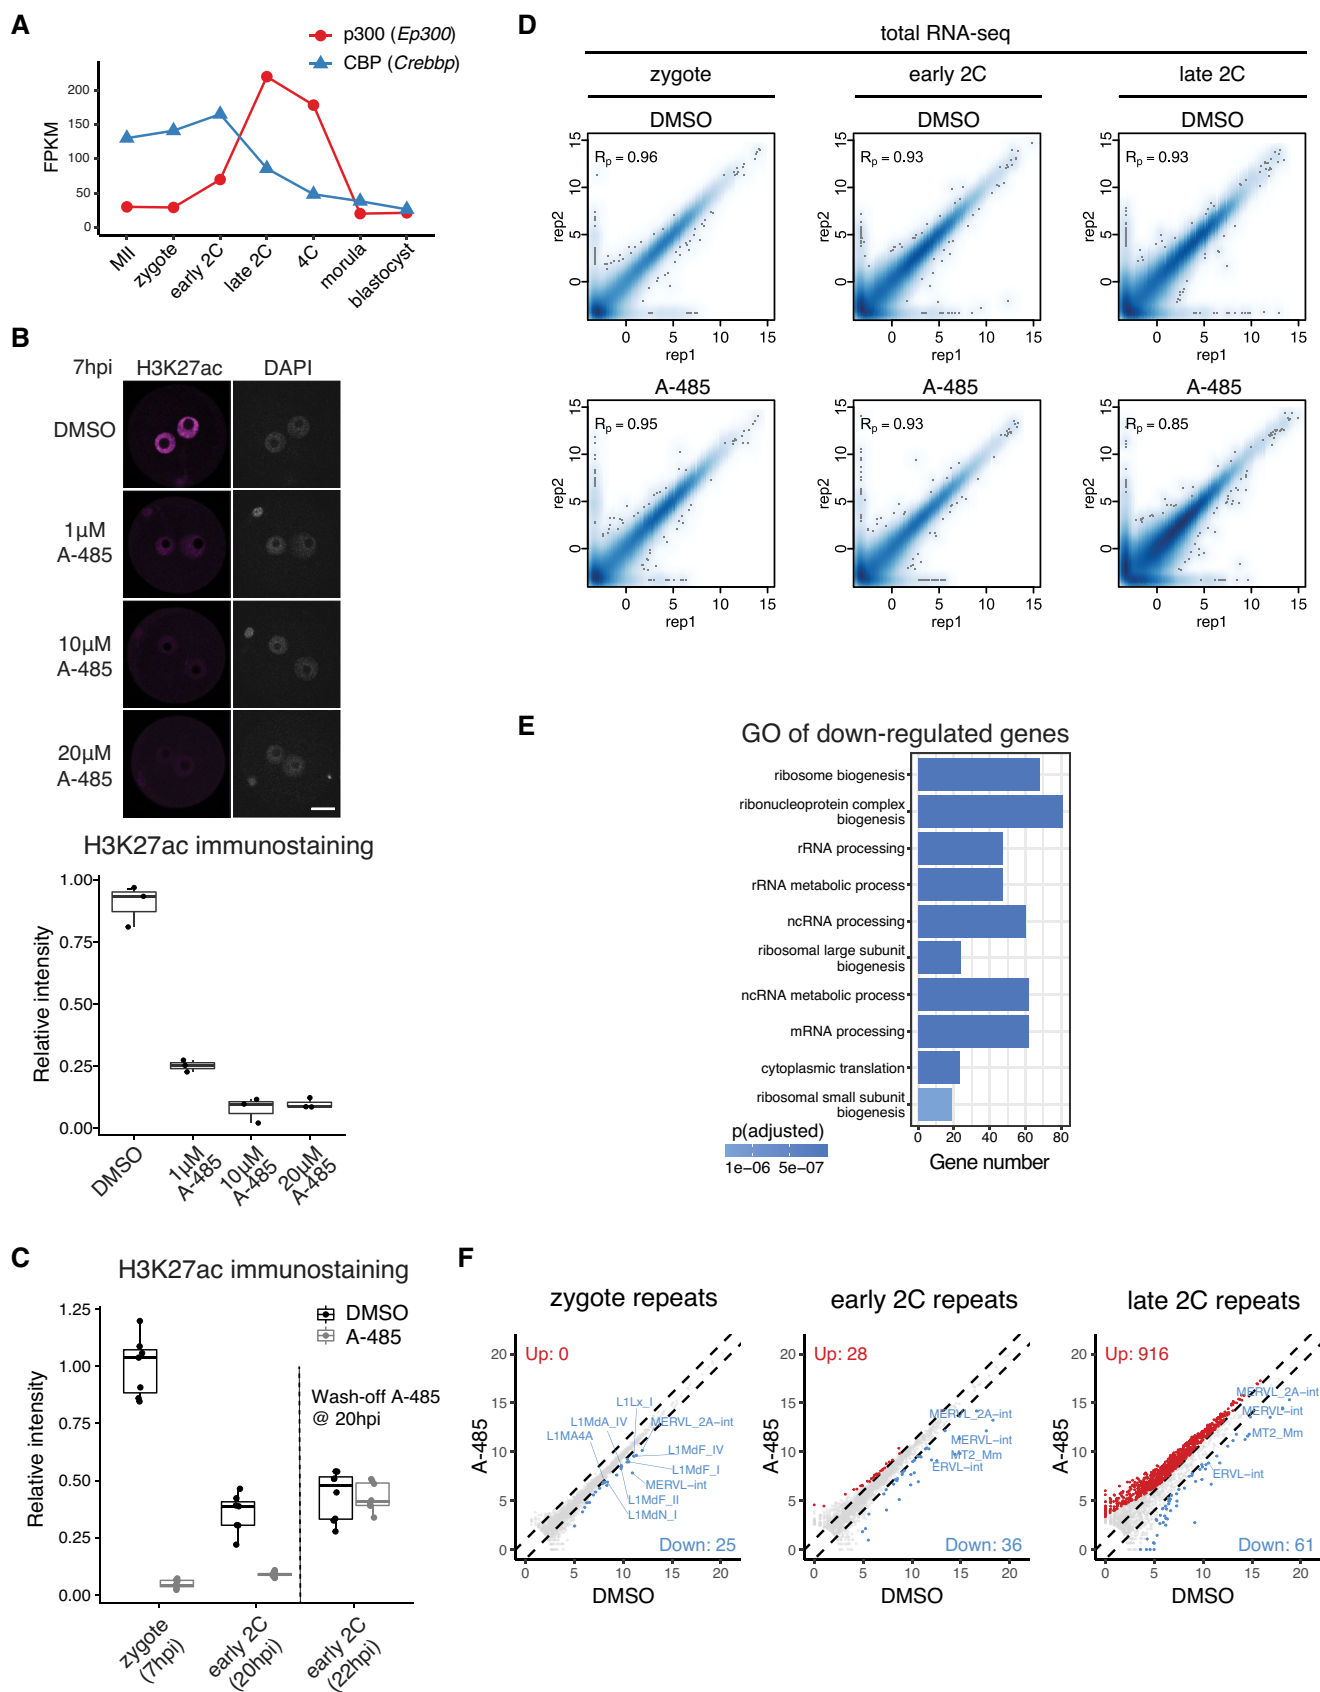

Figure EV3.

**Figure EV4. Chromatin accessibility comparison of CBP/p300 inhibition versus control.**

- A Pearson correlation of ATAC-seq replicates for DMSO-treated and A-485-treated late 1-cell and early 2-cell.
- B ATAC-seq signal comparison for control and A-485-treated late 1-cell. C—peak center.
- C ATAC-seq signal comparison for control and minor ZGA inhibition (treated with  $\alpha$ -Amanitin) at early 2-cell stage. The ATAC-seq peaks were the same as in Fig 5A. The ATAC-seq data of control early 2-cell and  $\alpha$ -Amanitin-treated early 2-cell were from GEO with accession GSM1933921, GSM1933922, GSM1933923, and GSM2108702 (Wu et al, 2016).
- D Gene Ontology (GO) enrichment for the nearest genes of the ATAC-seq peaks that were lost under A-485 treatment in early 2-cell, using GREAT analysis (McLean et al, 2010).
- E Distance to TSS for the ATAC-seq peaks that were lost after A-485 treatment in early 2-cell embryos.
- F Pile-up of Hi-C contacts at 2-cell stage between CBP/p300-dependent distal ATAC-seq peaks (x-axis) and randomly selected non-ZGA genes TSS regions ( $n = 2,773$ , matched chromosome distribution with major ZGA genes).

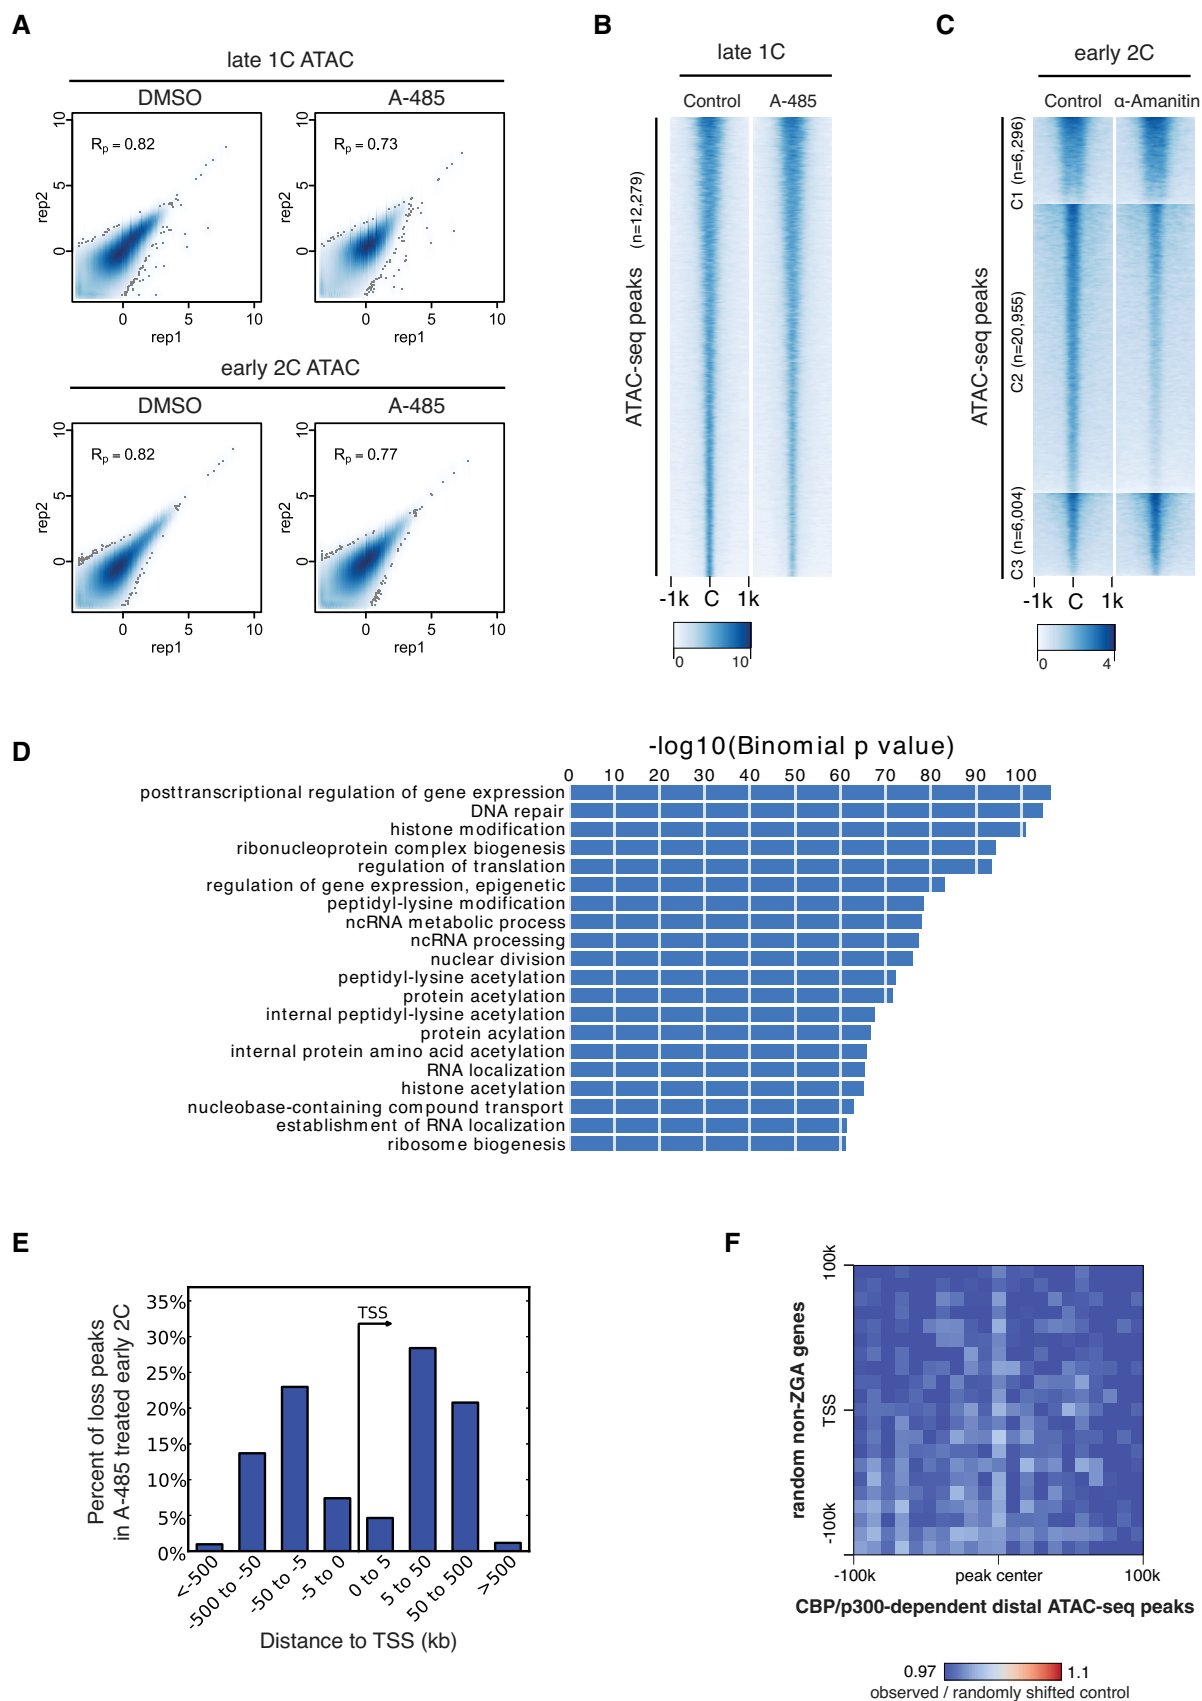

Figure EV4.

**Figure EV5. Transcriptome comparison of HDAC inhibition versus control.**

- A Expression dynamics of HDAC genes in mouse MII oocyte and preimplantation embryos.
- B Immunostaining quantification of H3K27ac relative intensities in Fig 6B (4–16 biological replicates in each condition).
- C Pearson correlation of RNA-seq replicates at late 2-cell stage for control (DMSO-treated) and HDAC inhibition (TSA-treated).
- D Heatmap showing the down-regulated genes after TSA treatment in late 2-cell embryos and the corresponding H3K27ac dynamics at the promoters of these down-regulated genes.
- E Gene Ontology (GO) enrichment analysis of the down-regulated genes after HDAC inhibition.
- F Scatter plot showing the impact of HDAC inhibition on expression levels of major ZGA genes.
- G Scatter plot showing the impact of HDAC inhibition on expression levels of maternal decay genes.

Data information: For boxplots in (B), the central band represents the median. The lower and upper edges of the box represent the first and third quartiles, respectively. The whiskers of the boxplot extend to 1.5 times interquartile range (IQR).

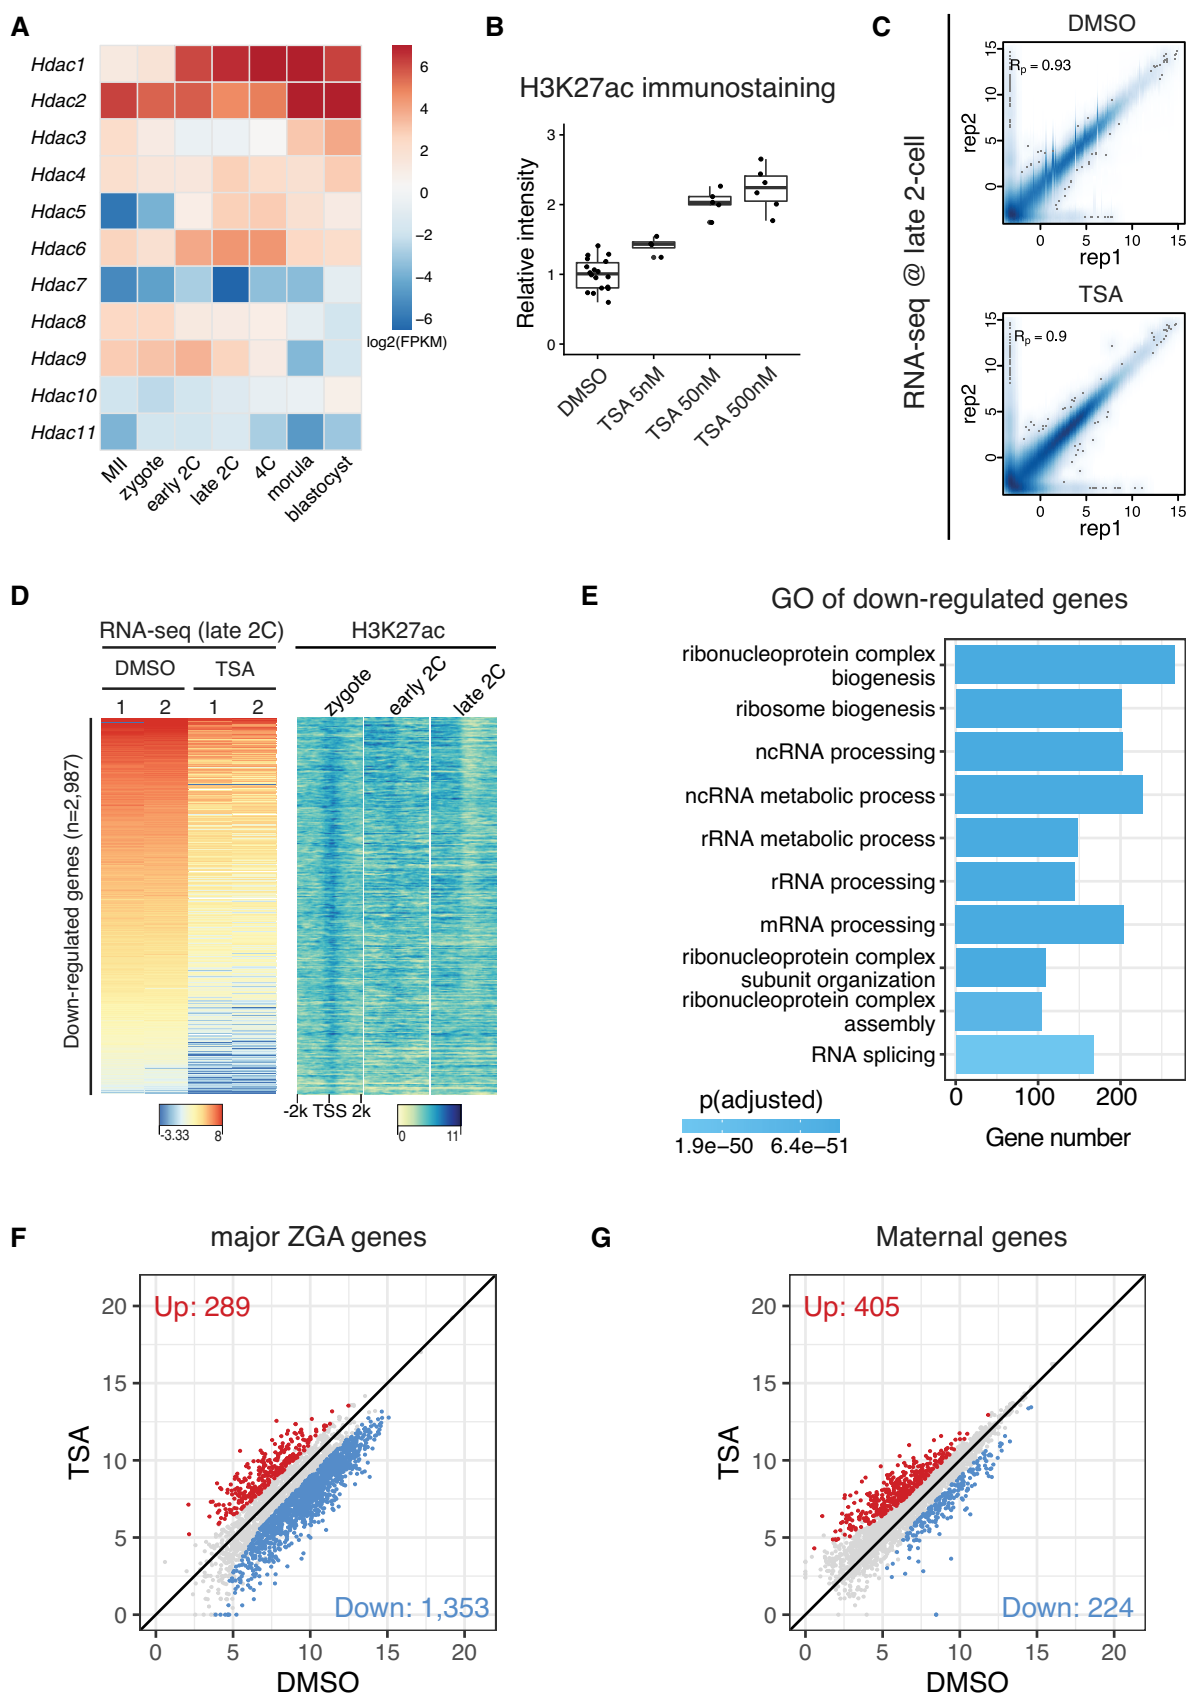

Figure EV5.

# Supplementary material for: CBP/p300 and HDAC activities regulate H3K27 acetylation dynamics and zygotic genome activation in mouse preimplantation embryos
**Source:** EMBO J. 2022 Oct 10;41(22):e112012. doi: 10.15252/embj.2022112012
**Supplement:** Supplementary file 8 — PDF+

# CBP/p300 and HDAC activities regulate H3K27 acetylation dynamics and zygotic genome activation in mouse preimplantation embryos

Meng Wang<sup>1,2,3,†</sup> , Zhiyuan Chen<sup>1,2,3,†</sup>  & Yi Zhang<sup>1,2,3,4,5,\*</sup> ## Abstract

Epigenome reprogramming after fertilization enables transcriptionally quiescent maternal and paternal chromatin to acquire a permissive state for subsequent zygotic genome activation (ZGA). H3K27 acetylation (H3K27ac) is a well-established chromatin marker of active enhancers and promoters. However, reprogramming dynamics of H3K27ac during maternal-to-zygotic transition (MZT) in mammalian embryos are not well-studied. By profiling the allelic landscape of H3K27ac during mouse MZT, we show that H3K27ac undergoes three waves of rapid global transitions between oocyte stage and 2-cell stage. Notably, germinal vesicle oocyte and zygote chromatin are globally hyperacetylated, with noncanonical, broad H3K27ac domains that correlate with broad H3K4 trimethylation (H3K4me3) and open chromatin. H3K27ac marks genomic regions primed for activation including ZGA genes, retrotransposons, and active alleles of imprinted genes. We show that CBP/p300 and HDAC activities play important roles in regulating H3K27ac dynamics and are essential for preimplantation development. Specifically, CBP/p300 acetyltransferase broadly deposits H3K27ac in zygotes to induce the opening of condensed chromatin at putative enhancers and ensure proper ZGA. On the contrary, HDACs revert broad H3K27ac domains to canonical domains and safeguard ZGA by preventing premature expression of developmental genes. In conclusion, coordinated activities of CBP/p300 and HDACs during mouse MZT are essential for ZGA and preimplantation development.

**Keywords** CBP/p300; H3K27ac; HDACs; MZT; ZGA

**Subject Categories** Chromatin, Transcription & Genomics; Development

DOI 10.15252/embj.2022112012 | Received 29 June 2022 | Revised 20

September 2022 | Accepted 23 September 2022 | Published online 10 October 2022

The EMBO Journal (2022) 41: e112012

## Introduction

Mammalian life begins with the fusion of two fully differentiated gametes—the transcriptional silent metaphase II (MII) oocyte and the highly compacted sperm. During parental-to-zygotic transition, both maternal and paternal chromatin alleles undergo extensive epigenome reprogramming from the repressed state to a permissive and active state to confer zygotic genome activation (ZGA; Schulz & Harrison, 2019; Fu *et al.*, 2020). Histone lysine acetylation modifications are well-established active epigenetic markers (Calo & Wysocka, 2013; Shvedunova & Akhtar, 2022). The acetylation can neutralize positive charges of histones to disassociate DNA and histone interaction to generate permissive chromatin (Chen *et al.*, 2022). Histone acetylation can be recognized by transcription coactivators to facilitate preinitiation complex (PIC) assembly, transcription initiation, and elongation (Narita *et al.*, 2021). Particularly, histone H3 lysine 27 acetylation (H3K27ac) has been widely recognized as a marker for active enhancers and promoters (Creyghton *et al.*, 2010). However, the relationship between H3K27ac and ZGA in mammalian early embryos has not been fully studied.

The developments of ultra-low-input chromatin immunoprecipitation (ChIP; Brind'Amour *et al.*, 2015) and immunocleavage (ChIC; Skene & Henikoff, 2017) sequencing methods have enabled the study of the dynamic reprogramming of different histone modifications and histone variants during mammalian maternal-to-zygotic transition (MZT), which revealed diverse reprogramming patterns for H3K4me3 (Dahl *et al.*, 2016; Zhang *et al.*, 2016), H3K27me3 (Liu *et al.*, 2016; Zheng *et al.*, 2016), H3K9me3 (Wang *et al.*, 2018), H3K36me3 (Xu *et al.*, 2019), H2AK119ub1 (Chen *et al.*, 2021; Mei *et al.*, 2021), H3.3 (Ishiuchi *et al.*, 2020) and H2A.Z (Liu *et al.*, 2022). The study of H3K27ac during zebrafish MZT has revealed distinct dynamics between promoters and distal regions (Zhang *et al.*, 2018; Chan *et al.*, 2019; Miao *et al.*, 2022). A previous study focused on H3K4me3 in mouse early embryos has profiled H3K27ac with limited stages, missing the important zygote stage (Dahl *et al.*, 2016). Since H3K27ac is turned over rapidly (Weinert *et al.*, 2018), a study

1 Howard Hughes Medical Institute, Boston Children's Hospital, Boston, MA, USA

2 Program in Cellular and Molecular Medicine, Boston Children's Hospital, Boston, MA, USA

3 Division of Hematology/Oncology, Department of Pediatrics, Boston Children's Hospital, Boston, MA, USA

†These authors contributed equally to this work

with consecutive key stages during MZT is needed to reveal the dynamics of H3K27ac in mouse preimplantation embryos. In addition, although reporter assays have suggested that major ZGA requires enhancer activity (Schultz, 2002), whether endogenous ZGA genes are regulated by enhancers and whether H3K27ac is indicative of enhancer activities during ZGA remains unknown.

The H3K27ac is deposited by the two paralogue histone acetyltransferases (HATs) CBP and p300, which function as transcription coactivators that mediate the binding of transcription factors (TF) and RNA polymerase II (pol II; Weinert *et al*, 2018). CBP/p300-mediated acetylation is sufficient to activate gene expression (Miao *et al*, 2022). Targeting CBP/p300 to promoters or enhancers by CRISPR/dCas9 can activate the downstream genes (Hilton *et al*, 2015). The HAT activity of CBP/p300 is critical for the activation of enhancers, as the binding of CBP/p300 per se cannot activate enhancers (Narita *et al*, 2021). The steady state of histone acetylation levels is regulated by the balanced activities of HATs and histone deacetylases (HDACs). The mammalian genomes encode 11 classical HDACs (HDAC1–11; Haberland *et al*, 2009). Depletion of HDAC1/2 results in early embryonic lethality (Ma & Schultz, 2008, 2016; Zhao *et al*, 2020). However, the role of CBP/p300 and HDACs in modulating mammalian MZT and how their activities contribute to ZGA remain largely unknown.

In this study, by profiling the allelic H3K27ac landscape in mouse oocytes and early embryos, we unexpectedly observed non-canonical large broad acetylation domains in germinal vesicle (GV) oocytes and zygotes. The acetylation landscape undergoes three major waves of global transition during MZT: (i) hyperacetylation in GV oocytes to hypoacetylation in MII oocytes; (ii) hypoacetylation in MII oocytes to hyperacetylation in zygotes; (iii) hyperacetylation in zygotes to canonical acetylation patterns (narrow peaks) in early 2-cells. The second and third waves of global transition indicate rapid turn-over of acetylation after fertilization, which coincides with CBP/p300 and HDACs activities, respectively. We show that CBP/p300 acetyltransferase activity is required for *de novo* establishment of the hyperacetylation state in zygotes and minor ZGA. Furthermore, CBP/p300 activity is required for opening chromatin at putative enhancers for major ZGA genes. By contrast, HDACs activities are essential for the deacetylation from zygote to early 2-cell (i.e., the third wave transition) and were critical for preventing premature expression of developmental genes as well as for ensuring normal ZGA. Our study thus not only revealed the H3K27ac dynamics during MZT but also established a critical

function of the CBP/p300 and HDACs activities in mouse ZGA and preimplantation development.

## Results

### Dynamic landscape of H3K27ac during mouse MZT

To study the global reprogramming dynamics of H3K27ac in mouse oocytes and early embryos, we first performed H3K27ac whole-mount immunostaining (Fig 1A). The results revealed a dramatic decrease in H3K27ac level from GV to MII oocytes, which is in line with a previous study showing global deacetylation of histone H3 lysine 14 and histone H4 lysine 12 during oocyte meiosis (Kim *et al*, 2003). Intriguingly, the H3K27ac level was restored quickly in zygotes, to a level similar to that in GV oocytes, indicating *de novo* acetylation occurs shortly after fertilization. The acetylation level decreased again at early 2-cell stage. Those results indicate three waves of global turn-over of H3K27ac levels during MZT.

The rapid reprogramming of acetylation and deacetylation during MZT prompted us to examine the detailed dynamic landscapes of H3K27ac in mouse oocytes and early embryos. To this end, we tested the ultra-low-input CUT&RUN method using as few as 500 mouse embryonic stem cells (mESCs) and the two replicates showed high correlation (Fig EV1A). Then, we employed the CUT&RUN to profile H3K27ac in GV oocytes, MII oocytes, zygotes, early 2-cell, late 2-cell, and morula stage embryos (Fig 1B). Our data showed high correlation with existing public data (Dahl *et al*, 2016) of oocytes and 2-cell embryos, which were generated by a different profiling method with a different antibody (Fig EV1A). To make the H3K27ac signals (FPKM) comparable for different patterns in different stages, we normalized the FPKM values based on the promoter signals with high H3K27ac levels (Dahl *et al*, 2016; Fig EV1B, see **Materials and Methods**). Unexpectedly, the landscape of H3K27ac exhibited noncanonical large broad H3K27ac domains in GV oocytes and zygotes (Fig 1B and C), indicating chromatin hyperacetylation in GV oocytes and zygotes. By contrast, the MII oocytes had very sparse signals. After the first cell cleavage, the H3K27ac signals were reprogrammed to a canonical pattern with narrow peaks at early 2-cell stage. The late 2-cell (major ZGA) H3K27ac signal distribution generally resembled that of early 2-cell (before major ZGA). From late 2-cell to morula stage, the H3K27ac signals resolved to more sharp peaks, as in the ESCs. The domain size distribution in different stages was consistent with the immunostaining signal intensities

**Figure 1. Dynamic landscape of H3K27ac in mouse oocytes and early embryos.**

- A Immunostaining of H3K27ac in mouse germinal vesicle (GV) oocytes ( $n = 8$ ), metaphase II (MII) oocytes ( $n = 7$ ), zygotes ( $n = 7$ ), early 2-cell (2C;  $n = 7$ ) and late 2C ( $n = 9$ ) embryos. Right panel is the quantification of H3K27ac immunostaining relative signal intensities at different stages. Scale bar: 20  $\mu$ m.
- B Genome browser view showing the landscape of H3K27ac in oocytes and early embryos.
- C H3K27ac domain size distribution at different stages.
- D Dynamic changes of H3K27ac from GV oocytes to zygotes. All the H3K27ac domains from GV to zygote were classified into three clusters (C1–C3) using k-means clustering. C—domain center.
- E Dynamic changes of H3K27ac from zygotes (before ZGA) to late 2-cell embryos (major ZGA). All the H3K27ac domains from zygotes to late 2-cell embryos were classified into three clusters (C1–C3) using k-means clustering.
- F Enrichment of H3K27ac at major ZGA genes, maternal decay genes and Polycomb group (PcG) targets at different stages. TSS—transcription start site; TES—transcription end site.

Data information: For boxplots in (A) and (C), the central band represents the median. The lower and upper edges of the box represent the first and third quartiles, respectively. The whiskers of the boxplot extend to 1.5 times interquartile range (IQR).

The above H3K27ac profiling revealed the dynamics of three major waves of H3K27ac transition during MZT (Figs 1D and E, and EV1D). The first wave takes place from the hyperacetylated GV oocytes to the hypoacetylated MII oocytes, where all the broad

acetylation domains disappear (Fig 1D, cluster C1) while a few narrow domains remain (Fig 1D, cluster C2). The second wave is the regaining of broad acetylation (Fig 1D, cluster C1) and narrow acetylation domains (Fig 1D, cluster C3) in zygotes. The third wave occurs from the hyperacetylated zygotes to the early 2-cell embryos, where most broad domains in zygotes are deacetylated (Fig 1E,

cluster C2) and canonical acetylation peaks are *de novo* established (Fig 1E, cluster C3), while a few broad domains are maintained from zygotes to early 2-cell and late 2-cell embryos (Fig 1E, cluster C1).

### ZGA gene promoters are primed with H3K27ac

Although the H3K27ac is a well-established chromatin marker of active transcription (Shvedunova & Akhtar, 2022), there is almost no active transcription in the hyperacetylated zygotes. This observation suggests a transcription independent *de novo* deposition of H3K27ac in zygotes. Nevertheless, we observed a strong correlation between gene density and H3K27ac level in zygotes, as well as in 2-cell, morula embryos and ESCs (Fig EV1E), indicating H3K27ac is enriched in gene dense regions while depleted in gene deserts. In GV oocytes, there is no such correlation between gene density and H3K27ac level (Fig EV1E), indicating different regulations of H3K27ac deposition in oocytes and zygotes. The hyperacetylation of gene dense regions in zygotes prompted us to check H3K27ac levels for different groups of genes. In general, most genes, especially the ones with CpG island (CGI) promoters, showed enrichment of H3K27ac at their promoters in GV oocytes and zygotes (Fig EV1F). Intriguingly, the major ZGA genes, which are highly expressed at late 2-cell, showed H3K27ac enrichment at their transcriptional start site (TSS) regions in zygotes and early 2-cell embryos (Fig 1F). Even mild H3K27ac enrichment can be observed in GV and MII oocytes for the major ZGA genes. For the maternal genes, H3K27ac enrichment in GV oocytes was the highest (Fig 1F), but the signals decreased in MII oocytes and regained in zygotes, probably due to the global hyperacetylation at gene dense regions in zygotes. The H3K27ac disappeared at the TSSs of these maternal genes since early 2-cell. The Polycomb group (PcG) target genes as controls showed no H3K27ac enrichment during MZT (Fig 1F). For the retrotransposon ERVLs, which is one group of the highly expressed repeat elements during MZT, had higher H3K27ac levels at their TSSs than their surrounding regions (Fig EV1G). These results revealed that H3K27ac may prime major ZGA genes and ERVL retrotransposons for their activation during ZGA.

### H3K27ac correlates with H3K4me3 and open chromatin

The noncanonical broad H3K27ac distributions (Fig 1) are reminiscent of the noncanonical broad H3K4me3 domains previously reported in mouse oocytes and zygotes (Dahl *et al.*, 2016; Zhang *et al.*, 2016). This led us to investigate the relationship between H3K27ac and H3K4me3 and other epigenetic markers during MZT. We found that the broad H3K27ac domains were mutually exclusive to H3K27me3 in GV oocytes (Fig 2A), and they were negatively correlated at all the stages as expected (Fig 2B). The H3K27ac showed similar but not identical distributions to H3K4me3 and these two histone modifications were strongly correlated in GV oocytes and zygotes (Fig 2A and B). Detailed examination of the broad domains of H3K27ac and H3K4me3 suggested that they shared the same boundaries in GV oocytes (Fig 2C) and zygotes (Fig 2D). In early 2-cell and late 2-cell embryos, as most of the H3K27ac domains were resolved to narrow peak patterns, H3K27ac exhibited reduced but still high correlation with H3K4me3 (Fig 2E and F). The H3K27ac also exhibited high correlation with open chromatin measured by

ATAC-seq (Wu *et al.*, 2016) at all the stages analyzed (Fig 2B–F), with the highest correlation in zygotes. The broad H3K27ac domains in zygotes colocalized with open chromatin and shared the same boundaries (Fig 2D).

In addition to H3K27ac, we analyzed H3K9ac distributions in zygotes and 2-cell embryos (Yang *et al.*, 2021; Fig 2B). H3K9ac exhibited a similar distribution with H3K27ac in zygotes (Figs 2D and EV1H), suggesting hyperacetylation of multiple sites on histones in zygotes (Wang *et al.*, 2007). However, the reprogramming dynamics of H3K27ac and H3K9ac were distinct (Fig EV1H). While H3K27ac was reprogrammed from zygotes to early 2-cell embryos, H3K9ac remained largely unchanged from zygote to early 2-cell and late 2-cell stages. This observation is consistent with the fact that different acetyltransferases are responsible for depositing these two histone modifications (Shvedunova & Akhtar, 2022). Furthermore, we found that H3K27ac exhibited positive correlation with H3K36me3 (Xu *et al.*, 2019) and H3.3 (Ishuchi *et al.*, 2020) at all the stages analyzed (Fig 2B).

### Allelic reprogramming of H3K27ac in mouse early embryos

Due to their initial differences, the maternal allele and paternal allele usually have different epigenomic reprogramming dynamics after fertilization. Time-course immunostaining of H3K27ac after fertilization indicated that the paternal allele established the H3K27ac *de novo* as early as 2 hours post *in vitro* fertilization (hpi), while the maternal allele began to gain H3K27ac from 4 hpi (Fig EV2A). Since two distantly related strains B6D2F1/J (maternal) and PWK/PhJ (paternal) were used to generate embryos for the H3K27ac profiling, we were able to delineate the allele-specific landscapes of H3K27ac in early embryos (Fig 3A). In zygotes, the maternal allele and paternal allele had different acetylation patterns, with the paternal allele exhibited even larger broad domains and higher acetylation level than the maternal allele (Fig 3A and B). The H3K27ac of two alleles became globally equalized rapidly after the first cleavage (Fig 3B), demonstrating a quick reprogramming of H3K27ac.

As the maternal and paternal alleles exhibited different acetylation patterns mainly in zygotes, we grouped all the H3K27ac domains in zygotes into three clusters: shared domains between the two alleles, maternal-specific and paternal-specific domains, and investigated the relationships of these domains with other allelic epigenetic markers (Fig 3C and D). We found that H3K27ac inversely correlated with H3K27me3 on both alleles (Fig 3C). For the paternal-specific H3K27ac domains, the maternal allele showed H3K27me3 signals while the paternal allele had almost no H3K27me3 (Fig 3C and D), which suggests H3K27me3 may be a barrier for *de novo* H3K27 acetylation in zygotes (Zenk *et al.*, 2017). The H3K27ac exhibited high correlation with H3K4me3 on the maternal, but not the paternal allele (Fig 3C and D), which could be due to the overall low level of H3K4me3 on the paternal allele in zygotes. The H3K9ac exhibited a highly similar pattern to H3K27ac for both maternal and paternal alleles (Fig 3C and D). The chromatin openness measured by DNase-seq (Lu *et al.*, 2016) also exhibited a pattern similar to that of H3K27ac for both maternal and paternal alleles in zygotes (Fig 3C and D). Allelic H3K27ac enrichment analyses for ERVL retrotransposons showed that ERVLs had a higher level of H3K27ac on the paternal allele than the maternal

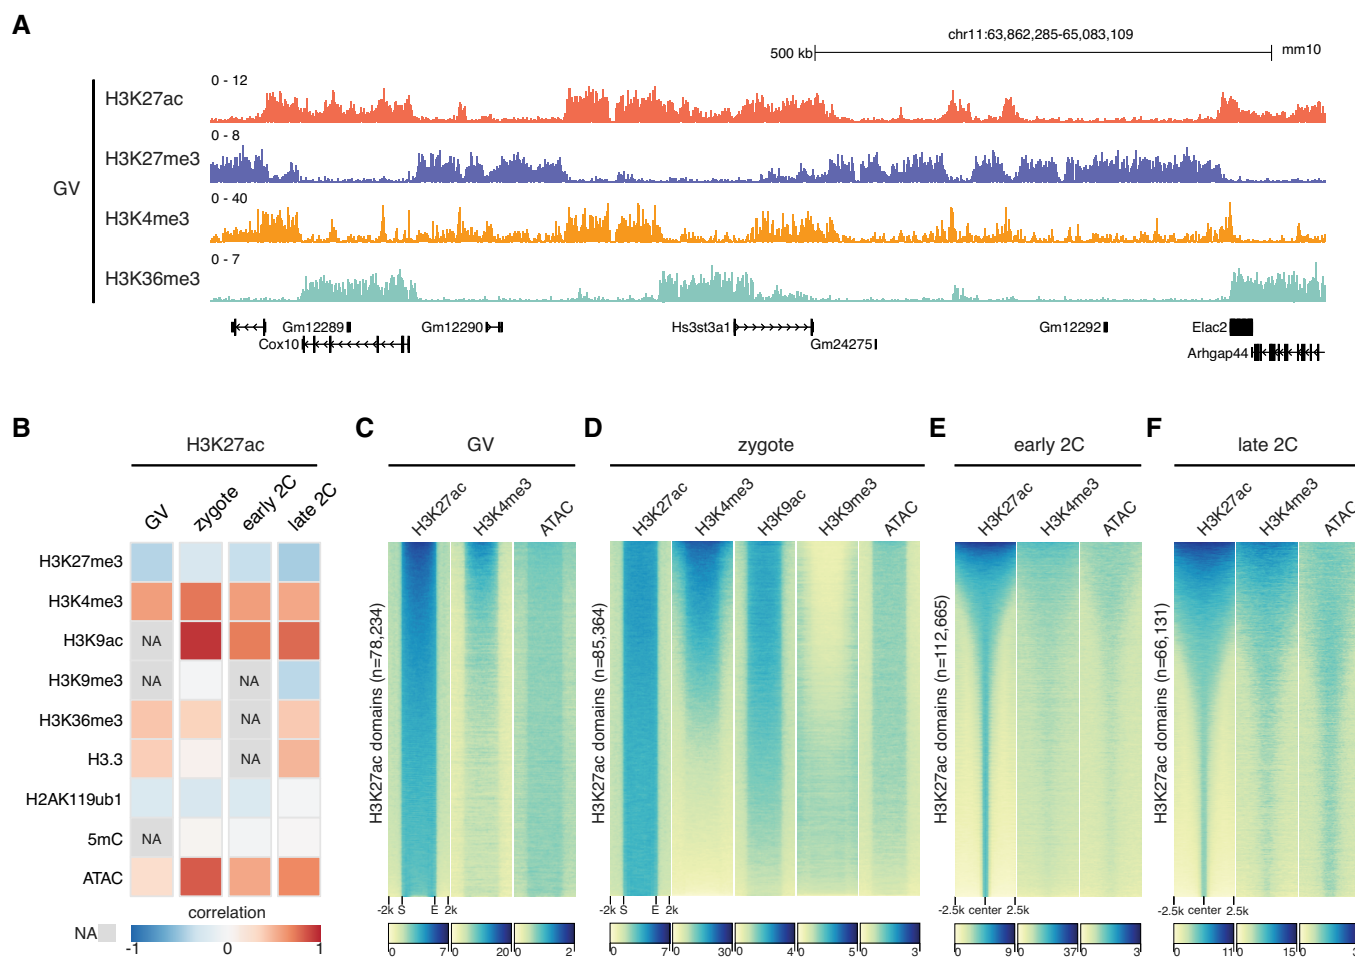

**Figure 2. Relationship of H3K27ac with other epigenetic markers.**

A Genome browser view of H3K27ac and other histone modifications signals in GV oocytes.

B Global spearman correlations of H3K27ac with other epigenetic markers at different stages. NA—data not available. Bin size: 5 kb.

C, D Heatmap showing other epigenetic marker signals at H3K27ac domains in GV oocytes (C) and zygotes (D). S—domain start position; E—domain end position.

E, F Heatmap showing the enrichment of H3K4me3 and open chromatin (ATAC) around H3K27ac domain centers in early 2-cell (E) and late 2-cell embryos (F).

allele (Fig EV2B), which is consistent with the global higher H3K27ac level of the paternal allele in zygotes. Starting from early 2-cell, the H3K27ac enrichment at ERVLs had no difference between the two alleles (Fig EV2B).

The parental-origin dependent expression of imprinted genes is controlled by either DNA methylation-dependent imprinting (Bartolomei & Ferguson-Smith, 2011) or H3K27me3-dependent non-canonical imprinting (Inoue *et al.*, 2017; Chen & Zhang, 2020). To explore a potential relationship between H3K27ac and genomic imprinting, we investigated H3K27ac enrichment at the imprinting control regions (ICRs; Xie *et al.*, 2012) and the H3K27me3-dependent imprinted genes. For maternal ICRs, the H3K27ac level was higher on the paternal allele compared to that on the maternal allele (Fig 3E), even at stages such as zygote and early 2-cell embryos when most of these genes are not expressed. By contrast, for paternal ICRs, the trend was that the maternal allele showed higher H3K27ac levels than that of the paternal allele at zygote and early 2-cell stages (Fig EV2C). The nonsignificant *P*-value could be

due to that there are only 4 paternal ICRs in mice. For H3K27me3-dependent imprinted genes, the H3K27ac level was also significantly higher on the paternal allele than that of the maternal allele for all the embryo stages analyzed (Fig 3F). As controls, the major ZGA genes promoters showed largely comparable levels of H3K27ac in both alleles (Fig EV2D). These results suggest that for both DNA methylation-dependent ICRs and H3K27me3-dependent imprinted genes, the active alleles are premarked with H3K27ac even before their expression during embryonic development.

#### CBP/p300 inhibition in zygotes leads to H3K27ac loss, ZGA failure, and developmental arrest

Our H3K27ac profiling revealed the unexpected noncanonical broad acetylation domains in zygotes. We next attempted to explore the functional implications of such broad acetylation in zygotes. Previous studies have shown that H3K27ac is deposited by the two paralogue acetyltransferases CBP/p300 (Tie *et al.*, 2009). Analysis of

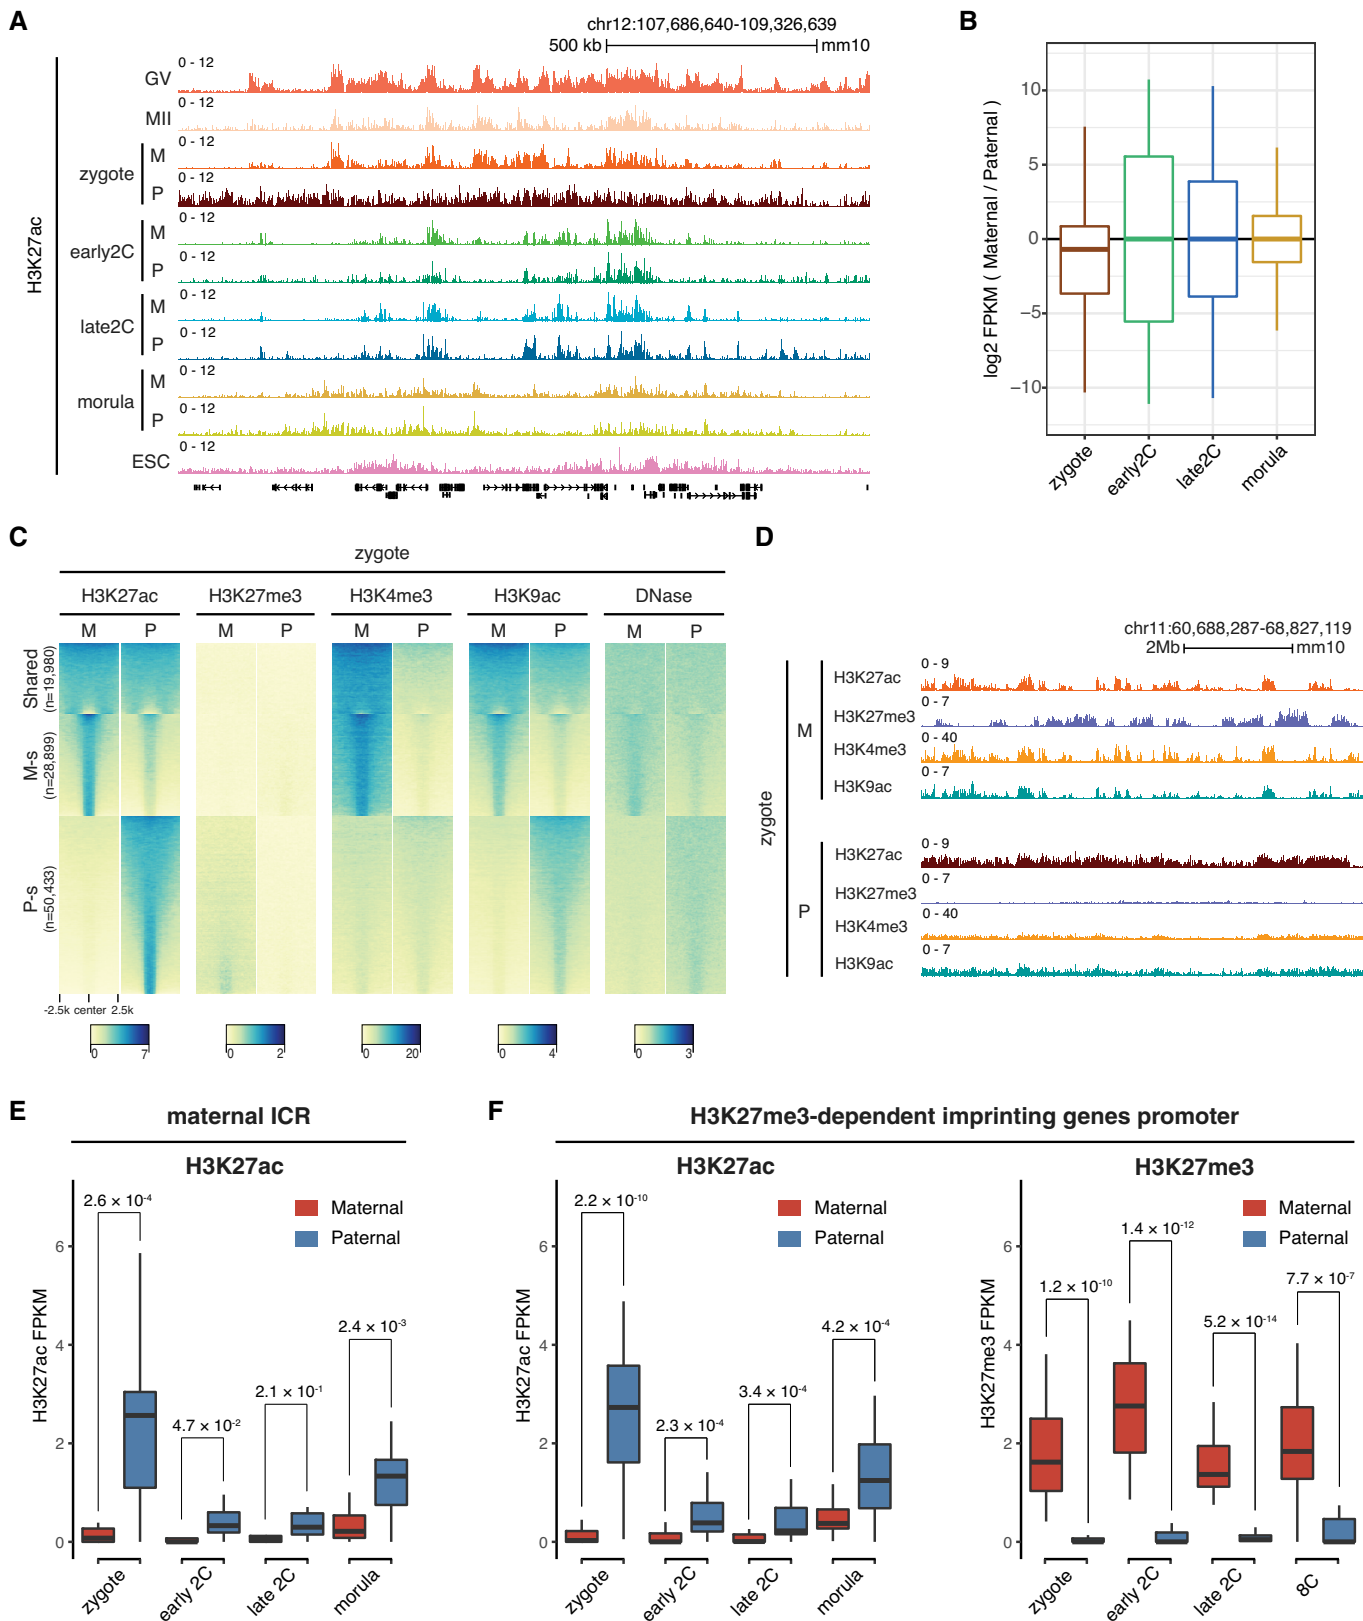

Figure 3.

**Figure 3. Allelic reprogramming of H3K27ac in mouse early embryos.**

- A Genome browser snapshot showing the allele-specific landscape of H3K27ac in early embryos. M—maternal allele; P—paternal allele.
- B Boxplot showing the allelic bias of H3K27ac between maternal allele and paternal allele at different stages. Bin size: 1 kb.
- C Allele-specific distributions of H3K27ac and other epigenetic markers in zygotes. Each row is a zygotic H3K27ac domain. The H3K27ac domains were classified into three groups using k-means clustering: Shared—common H3K27ac domains for both maternal and paternal alleles in zygotes; M-s—maternal allele-specific H3K27ac domains; P-s—paternal allele-specific H3K27ac domains.
- D Genome browser view showing the allelic landscape of H3K27ac and other histone modifications in zygotes.
- E Comparison of H3K27ac signals at maternal imprinting control regions (ICR,  $n = 17$ ) between the maternal allele and paternal allele at different stages. The *P*-values were derived from one-sided *t*-test. The list of maternal ICRs were retrieved from (Xie *et al*, 2012).
- F Comparison of H3K27ac signals at H3K27me3-dependent imprinted gene promoters ( $n = 27$ ,  $\pm 2$  kb of TSS) between the maternal allele and paternal allele at different stages. The *P*-values were derived from one-sided *t*-test. The list of H3K27me3 imprinted genes were from Liu *et al* (2020).
- Data information: For boxplots in (B), (E), and (F), the central band represents the median. The lower and upper edges of the box represent the first and third quartiles, respectively. The whiskers of the boxplot extend to 1.5 times interquartile range (IQR).

the CBP/p300 expression indicated that they were highly expressed and dynamically regulated in MII oocytes and preimplantation embryos (Fig EV3A). To examine the functional consequence of removing acetylation in zygotes, we used a highly selective inhibitor A-485 (Lasko *et al*, 2017) to inhibit the catalytic activity of CBP/p300 from 4 to 20 hpi (Fig 4A), without affecting CBP/p300 binding (Narita *et al*, 2021). We determined the optimal concentration of A-485 treatment at 10  $\mu$ M (Fig EV3B), which completely abolished H3K27ac at 7 hpi (3 h treatment), demonstrating that CBP/p300 is responsible for depositing H3K27ac in zygotes. The CBP/p300 inhibition was reversible as global H3K27ac was restored to the control level after washing off A-485 (Figs 4B and EV3C). The transient inhibition of CBP/p300 from zygote to early 2-cell led to developmental arrest at 2-cell stage for all the embryos (Fig 4C and D), demonstrating that the CBP/p300 acetyltransferase activity in zygotes is critical for mouse early preimplantation development.

To determine how CBP/p300 inhibition in zygote causes such a severe embryonic developmental arrest, we performed total RNA-seq of zygotes, early 2-cell and late 2-cell embryos with (A-485-treated) or without (DMSO-treated) the inhibitor treatment (Fig EV3D) and investigated whether ZGA genes were affected. There are two waves of ZGA in mouse embryos—minor ZGA occurring from late 1-cell to early 2-cell stage and major ZGA occurring at late 2-cell stage (Schulz & Harrison, 2019). To dissect the fine-scale impact of CBP/p300 inhibition, we further separated minor ZGA genes into zygote minor ZGA genes ( $n = 30$ , Dataset EV1) and early 2-cell minor ZGA genes ( $n = 558$ , Dataset EV1, see Materials and Methods). Comparative whole transcriptome analysis (Fig 4E) showed the down-regulation of 13 genes in zygotes (Dataset EV2), 1,490 genes in early 2-cell embryos (Dataset EV3), and 3,351 genes in late 2-cell embryos (Dataset EV4). Most of the down-regulated genes in zygotes were minor ZGA genes including *Duxf3*, *Usp17lc*, and *Usp17ld*, etc., and the functions of the down-regulated genes at early 2-cell stage were enriched in ribosome biogenesis and RNA processing, etc. (Fig EV3E), indicating aberrant ZGA. Indeed, 7 of the 30 zygote minor ZGA genes and 416 (74.6%) of the 558 early 2-cell minor ZGA genes were significantly down-regulated after CBP/p300 inhibition (Fig 4F). Most of the other zygote minor ZGA genes also showed the trend of down-regulation, but their *P*-values were not significant, probably due to their very low expression levels (Fig 4F). By contrast, maternal RNA decay at early 2-cell stage was not affected (Fig 4G). These results suggested a direct effect of CBP/p300 on minor ZGA. At late 2-cell stage, many more genes were down-regulated or up-regulated (Fig 4E) for ZGA genes (Fig 4F) and

maternal RNAs (Fig 4G). In addition, several types of repeat elements including the LINE1, MERV1, and MT2, which are highly expressed retrotransposons during ZGA, were also down-regulated in zygotes, early 2-cell, and late 2-cell embryos after CBP/p300 inhibition (Fig EV3F). These results demonstrate that the CBP/p300 acetyltransferase activities are required for minor ZGA, major ZGA, and early preimplantation development.

**CBP/p300 inhibition affects putative enhancers at early 2-cell**

Next, we asked how the inhibition of the CBP/p300 acetyltransferase activity in zygotes led to the down-regulation of major ZGA genes. One possibility is that acetylation by CBP/p300 would open up chromatin before major ZGA. To test this possibility, we performed ATAC-seq for late 1-cell and early 2-cell embryos with CBP/p300 inhibition (A-485-treated) and control (DMSO-treated) conditions (Fig EV4A). Results indicated that the chromatin accessibility at late 1-cell was largely unaffected by CBP/p300 inhibition (Figs 5A and EV4B). By contrast, the newly opened regions in control early 2-cell (Fig 5A, cluster C2), coincide with the gain of H3K27ac at early 2-cell stage, remained closed after CBP/p300 inhibition by A-485 (Fig 5A). Since CBP/p300 activity is required for the activation of many minor ZGA genes, loss of chromatin accessibility after CBP/p300 inhibition can be either an effect of minor ZGA defects or a direct effect of CBP/p300 inhibition. To clarify this, we analyzed the ATAC-seq data of early 2-cell after minor ZGA inhibition by treating with  $\alpha$ -Amanitin (Wu *et al*, 2016). Results showed that  $\alpha$ -Amanitin treatment only had a milder effect on the ATAC-seq peaks at early 2-cell (Fig EV4C), indicating the chromatin opening at early 2-cell mainly depends on CBP/p300 activity.

Gene ontology (GO) enrichment analysis (McLean *et al*, 2010) showed that the nearest genes to those ATAC-seq peaks that were lost after CBP/p300 inhibition (CBP/p300-dependent ATAC-seq peaks) at early 2-cell stage were enriched for posttranscriptional regulation of gene expression, histone modification and acetylation, etc. (Fig EV4D). For the CBP/p300-dependent ATAC-seq peaks, most of them were distal peaks far away from TSS (Figs 5B and EV4E). To further confirm this observation, we classified all ATAC-seq peaks into promoter or distal peaks and investigated their response to A-485 treatment. Results showed that most distal peaks ( $n = 17,411$ , 76.3%) were lost after A-485 treatment (Fig 5C). However, most promoter peaks showed unaffected or enhanced signals than loss (8,282, 82.5% vs. 1,762, 17.5%) upon CBP/p300 inhibition (Fig 5C). These results demonstrate that transient inhibition of

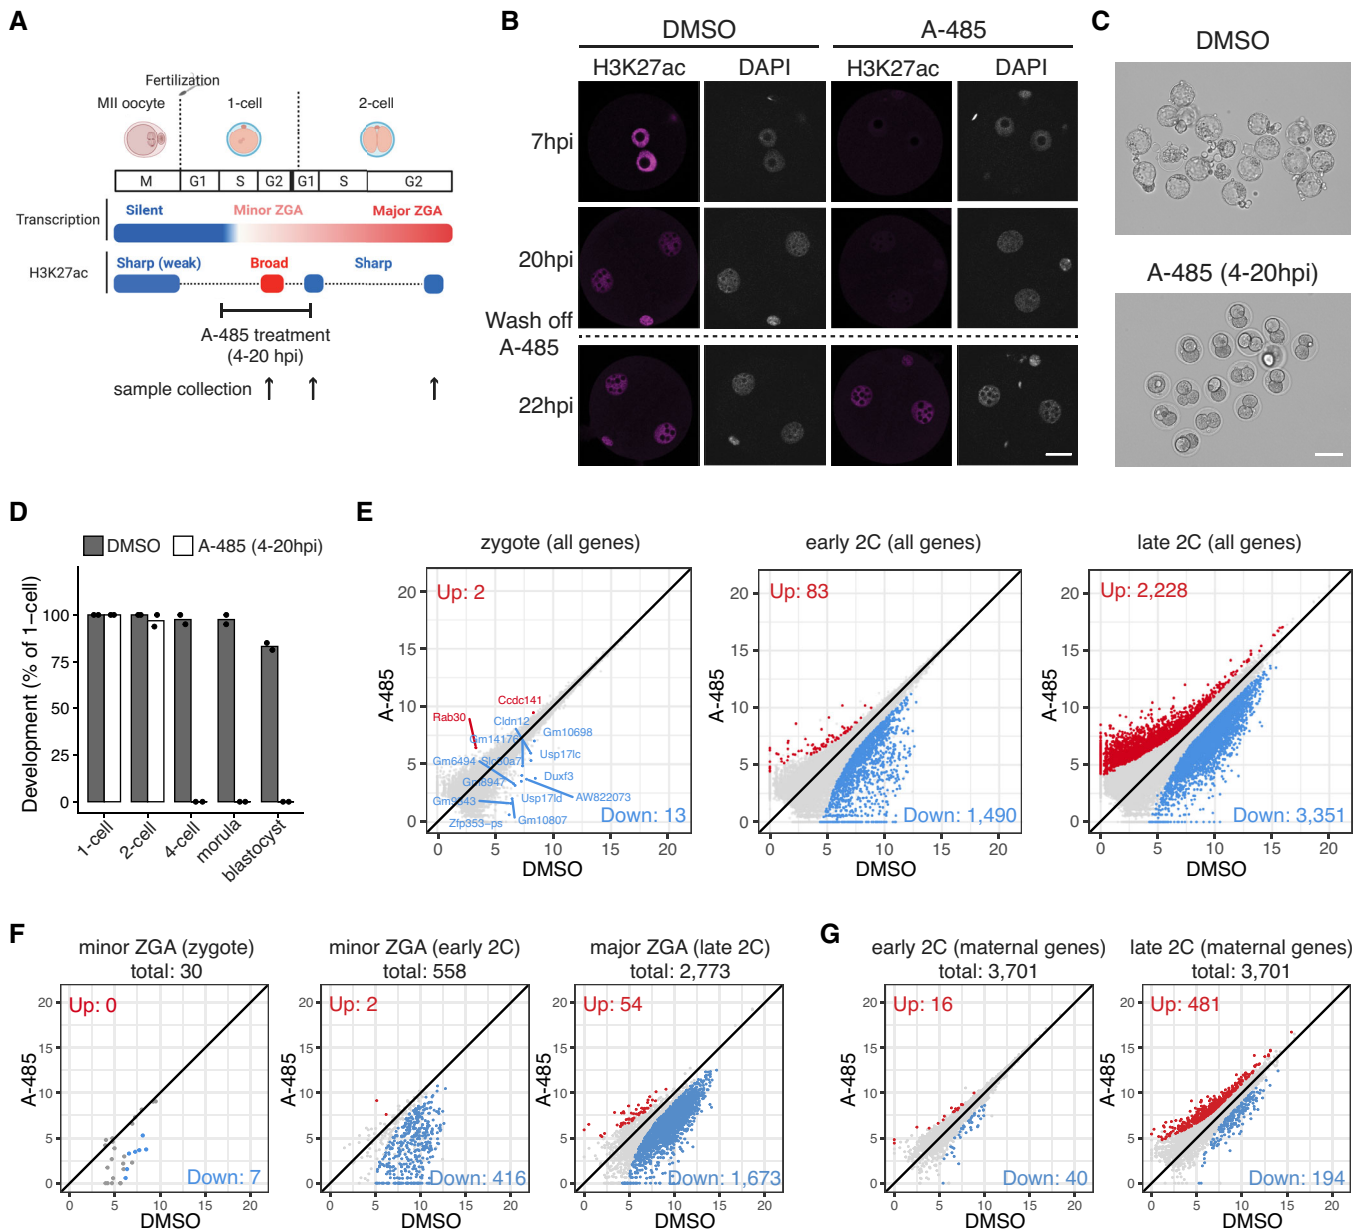

**Figure 4.** CBP/p300 inhibition in zygotes leads to H3K27ac loss, ZGA failure, and development arrest.

A Schematic illustration of transient CBP/p300 inhibition from zygote to early 2-cell with A-485. The cell cycle stages were based on (Abe et al, 2018). The arrows indicate the time points of sample collection for RNA-seq.

B Immunostaining of H3K27ac in A-485-treated embryos versus control (DMSO-treated) at different time points. Scale bar: 20  $\mu$ m.

C Images of embryos treated with DMSO (control) and A-485 at 96 hpi. Scale bar: 80  $\mu$ m.

D Developmental rate of embryos treated with A-485 versus control.

E Scatter plots showing the whole transcriptome changes in zygotes, early 2-cell, and late 2-cell embryos after CBP/p300 inhibition.

F Scatter plots showing the expression level changes of zygote minor ZGA genes ( $n = 30$ ), early 2-cell minor ZGA genes ( $n = 558$ ), and major ZGA genes ( $n = 2,773$ ) after CBP/p300 inhibition.

G Scatter plot showing the expression level changes of maternal decay genes ( $n = 3,701$ ) in early 2-cell and late 2-cell embryos after CBP/p300 inhibition.

CBP/p300 acetyltransferase activity mainly affects distal chromatin opening at early 2-cell stage.

The distal and promoter open chromatin at early 2-cell stage showed different responses to CBP/p300 inhibition (Fig 5A–C). Given that CBP/p300 does not recognize specific DNA sequence motifs (Calo & Wysocka, 2013), we hypothesized that different

transcription factors (TFs) that recruit CBP/p300 may bind to proximal or distal elements, which may cause their differential responses to CBP/p300 inhibition. To examine this possibility, TFs expressed at early 2-cell with FPKM at least 5 were included in the motif enrichment analysis. Results indicated that motifs of the retinoic acid receptors (RARs), Nr5a2, Sf1, Prdm10, and Zeb1 were

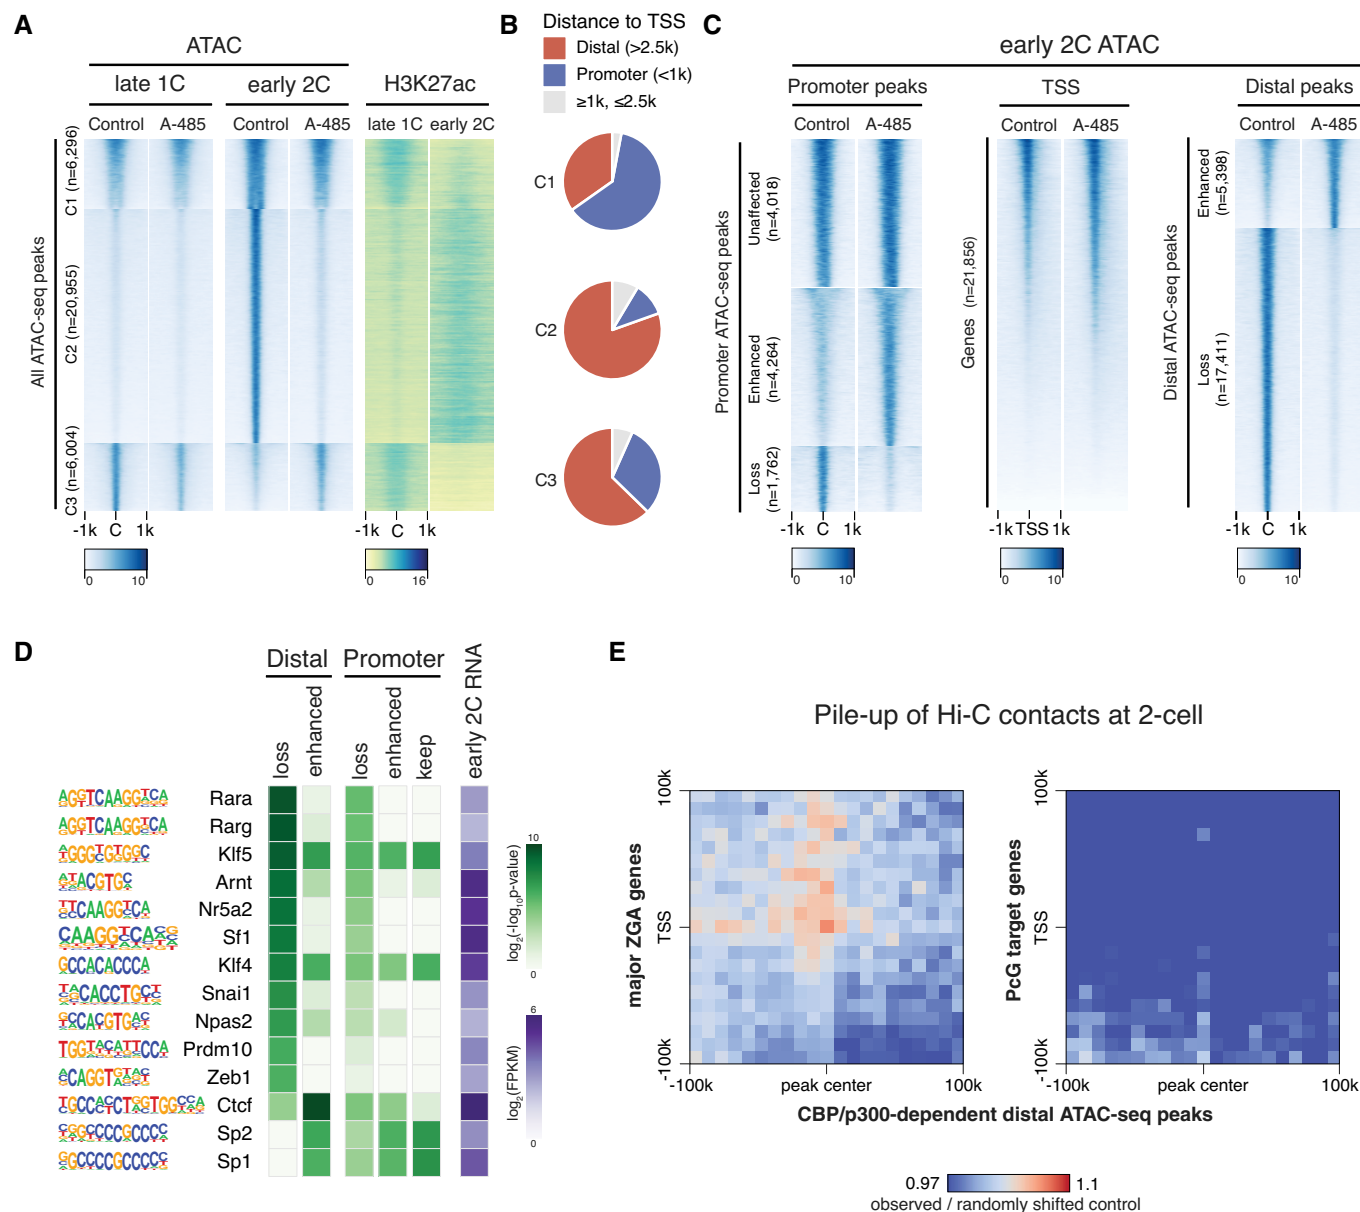

**Figure 5. CBP/p300 inhibition affects chromatin opening of putative enhancers at early 2-cell stage.**

- A** Heatmap showing ATAC-seq signals at late 1-cell and early 2-cell under control and A-485-treated conditions, and the corresponding H3K27ac signals at these ATAC-seq peaks. All the ATAC-seq peaks were classified into three groups based on the changes from late 1-cell to early 2-cell in control condition. C1—keep open from late 1-cell to early 2-cell; C2—newly opened at early 2-cell; C3—reduced opening at early 2-cell.
- B** Ratio of distal ATAC-seq peaks (>2.5 kb to TSS) and promoter ATAC-seq peaks (<1 kb to TSS) in group C1-3 of panel A.
- C** Heatmap showing the impact of CBP/p300 inhibition on chromatin openness of different regions (promoter, TSS and distal regions) at early 2-cell stage.
- D** Transcription factor (TF) motif enrichment at distal and promoter ATAC-seq peaks with different responses to CBP/p300 inhibition. Only TFs with expression level of FPKM $\geq 5$  at early 2-cell stage were considered.
- E** Pile-up of Hi-C contacts at 2-cell stage between CBP/p300-dependent distal ATAC-seq peaks (x-axis) and major ZGA genes TSS regions (y-axis, left panel). The same analysis was also performed between CBP/p300-dependent distal ATAC-seq peaks and PcG target genes TSS (right panel) as a control.

specifically enriched in CBP/p300-dependent (lost after CBP/p300 inhibition) open chromatin, while Sp1 and Sp2 motifs were enriched in CBP/p300-independent open chromatin (Fig 5D). Notably, among these TFs, RARs and Nr5a2 have been previously implicated in regulating 2-cell stage programs and preimplantation development (Wu *et al*, 2016; Iturbide *et al*, 2021; preprint: Gassler *et al*, 2022).

Next, we investigated whether CBP/p300-dependent distal open chromatin at 2-cell stage may regulate ZGA by directly contacting the major ZGA genes. To this end, we analyzed the Hi-C data in mouse 2-cell embryos (Du *et al*, 2017) and performed the pile-up analysis between the CBP/p300-dependent distal open chromatin regions and the major ZGA genes. We found that the CBP/p300-dependent distal open regions showed higher contacts with the

major ZGA genes than random controls (Fig 5E). By contrast, these distal open regions showed no higher than random contacts with the PcG target genes (Fig 5E) or randomly selected non-ZGA genes (Fig EV4F). These results indicate that the CBP/p300-dependent distal open chromatin regions at early 2-cell stage may function as enhancers of major ZGA genes.

### HDAC activity prevents premature expression of developmental genes and aberrant ZGA

We next asked about the functional implications of the rapid transition from the broad acetylation domains in zygotes to canonical domains in early 2-cell embryos (Fig 1B). Removal of the broad acetylation domains from zygote to early 2-cell would require HDACs, and several HDACs were highly expressed in early 2-cell embryos (Fig EV5A). To reveal the function of HDACs activity in this context, we used the specific and potent HDAC inhibitor Trichostatin A (TSA) to treat the 1-cell to 2-cell embryos from 8 to 28 h post *in vitro* fertilization (Fig 6A). Since TSA treatment at 50 nM caused hyperacetylation to a comparable level as that of 500 nM (Figs 6B and EV5B), we used 50 nM for subsequent experiments. We found that transient HDAC inhibition (8–28 hpi) caused embryo developmental arrest (Fig 6C and D). Given that HDAC inhibition from 0 to 20 h post fertilization did not cause embryo developmental arrest (Fig 6C and D), the inhibitor likely affects an event that takes place between 20–28 h post fertilization, which coincides with zygote to 2-cell transition.

To investigate how inhibition of HDAC activity during zygote to 2-cell transition causes embryo developmental arrest, we performed total RNA-seq of late 2-cell embryos in HDAC inhibition (TSA-treated 8–28 hpi) and control (DMSO-treated 8–28 hpi) conditions (Fig EV5C). Comparative transcriptome analysis indicated that 2,948 genes were up-regulated and 2,987 genes were down-regulated after HDAC inhibition (Fig 6E, Dataset EV5). The up-regulated genes coincided with deacetylation around their TSSs from zygote to 2-cell (Fig 6F), indicating that they are likely direct targets of HDACs. By contrast, the TSSs of down-regulated genes showed high levels of acetylation at both zygote and 2-cell stages (Fig EV5D), indicating that their down-regulation is likely due to secondary effects. Detailed examination of the up-regulated genes revealed most of them were developmental genes that should be expressed at later developmental stages (Fig 6G). On the other hand, most of the down-regulated genes were major ZGA genes, and a subset of up-regulated genes were maternal genes (Fig EV5D–G), indicating that the premature expression of developmental genes may disrupt both ZGA and maternal decay. These results demonstrate that the HDACs activities, which mediated the broad-to-canonical acetylation transition from zygote to 2-cell, have a critical role in preventing premature expression of developmental genes and in ensuring normal ZGA gene expression.

## Discussion

By profiling the well-recognized active chromatin marker H3K27ac in mouse oocytes and preimplantation embryos, here we report the rapid turn-over of H3K27ac during MZT (Fig 1). The H3K27ac undergoes three successive rounds of global transitions during

MZT. The GV oocytes show noncanonical large broad H3K27ac domains, which are mutually exclusive to H3K27me3 for both gene dense regions and gene deserts. Such broad acetylation domains are removed in MII oocytes (first wave of global transition), with a few narrow domains remain. This observation is consistent with a previous report that HDACs can associate with chromatin during meiosis (Kim *et al*, 2003). Intriguingly, mouse zygotes regain the large broad H3K27ac domains shortly after fertilization (second wave of global transition), mainly in gene dense regions. In addition to H3K27ac, H3K9ac also displays highly similar broad domains in zygotes, suggesting a global hyperacetylation of multiple histone sites in mouse zygotes (Wang *et al*, 2007). Such broad acetylation domains indicate that H3K27ac cannot serve as a marker for enhancers in oocytes and zygotes as in somatic cells. However, the broad acetylation domains may contribute to the establishment of a permissive state for transcription in late zygotes (Schultz, 2002). After the first cell cleavage, the broad H3K27ac is quickly reprogrammed to a canonical pattern in early 2-cell embryos (third wave of global transition). The H3K27ac distributions in early 2-cell (before major ZGA) and late 2-cell embryos (major ZGA) exhibit a similar pattern, indicating a preconfiguration of H3K27ac before ZGA. Indeed, we observed that H3K27ac marks genomic regions that are primed for activation of the major ZGA genes, retrotransposons, and the active allele of imprinted genes. The ZGA genes in zebrafish and *Drosophila* are also premarked by H3K27ac (Zhang *et al*, 2018) and H4K16ac (Samata *et al*, 2020), respectively, suggesting that the pre-configuration of histone acetylation for gene activation is an evolutionarily conserved process.

We provided evidence that the broad H3K27ac domains in zygote are deposited by CBP/p300 (Fig 4). We further demonstrated that the catalytic activity of CBP/p300 is critical for minor ZGA, and for opening the distal chromatin regions at early 2-cell (Figs 4 and 5), both of which are important for major ZGA. The CBP/p300-dependent distal opening elements may function as enhancers as they make direct contacts with the promoters of major ZGA genes. Unlike the distal regions, the opening of most of the promoter regions is independent of CBP/p300 activities, indicating that promoter opening is regulated by other factors. This observation is different from that in zebrafish. In zebrafish embryos, the opening of both distal and promoter regions is independent of CBP/p300 activity (Miao *et al*, 2022). We identified several transcription factors including RARs, Nr5a2, Sfl, Prdm10, and Zeb1 that may mediate CBP/p300-dependent distal chromatin opening at mouse early 2-cell stage (Fig 5D). Future studies using knockout mouse lines should clarify their potential roles. Previous reporter assays indicated that enhancer activity is required for transcription at 2-cell but not zygotic stage (Schultz, 2002), which is in line with our finding of hyperacetylation at zygote but hypoacetylation at 2-cell stage. It is possible that the broad H3K27ac domains confer the permissive chromatin state in zygotes. Our results indicate that not only ectopic reporter genes but also endogenous ZGA gene expression in 2-cell embryos require enhancer activities.

We demonstrated that the timely deacetylation from zygote to 2-cell (8–28 hpi) by HDACs is critical in preventing premature expression of developmental genes and in ensuring normal ZGA gene expression (Fig 6). This is consistent with the earlier observation that *Hdac1* knock-down causes elevated expression of a subset of transcripts in late 2-cell embryos (Ma & Schultz, 2008). Given that

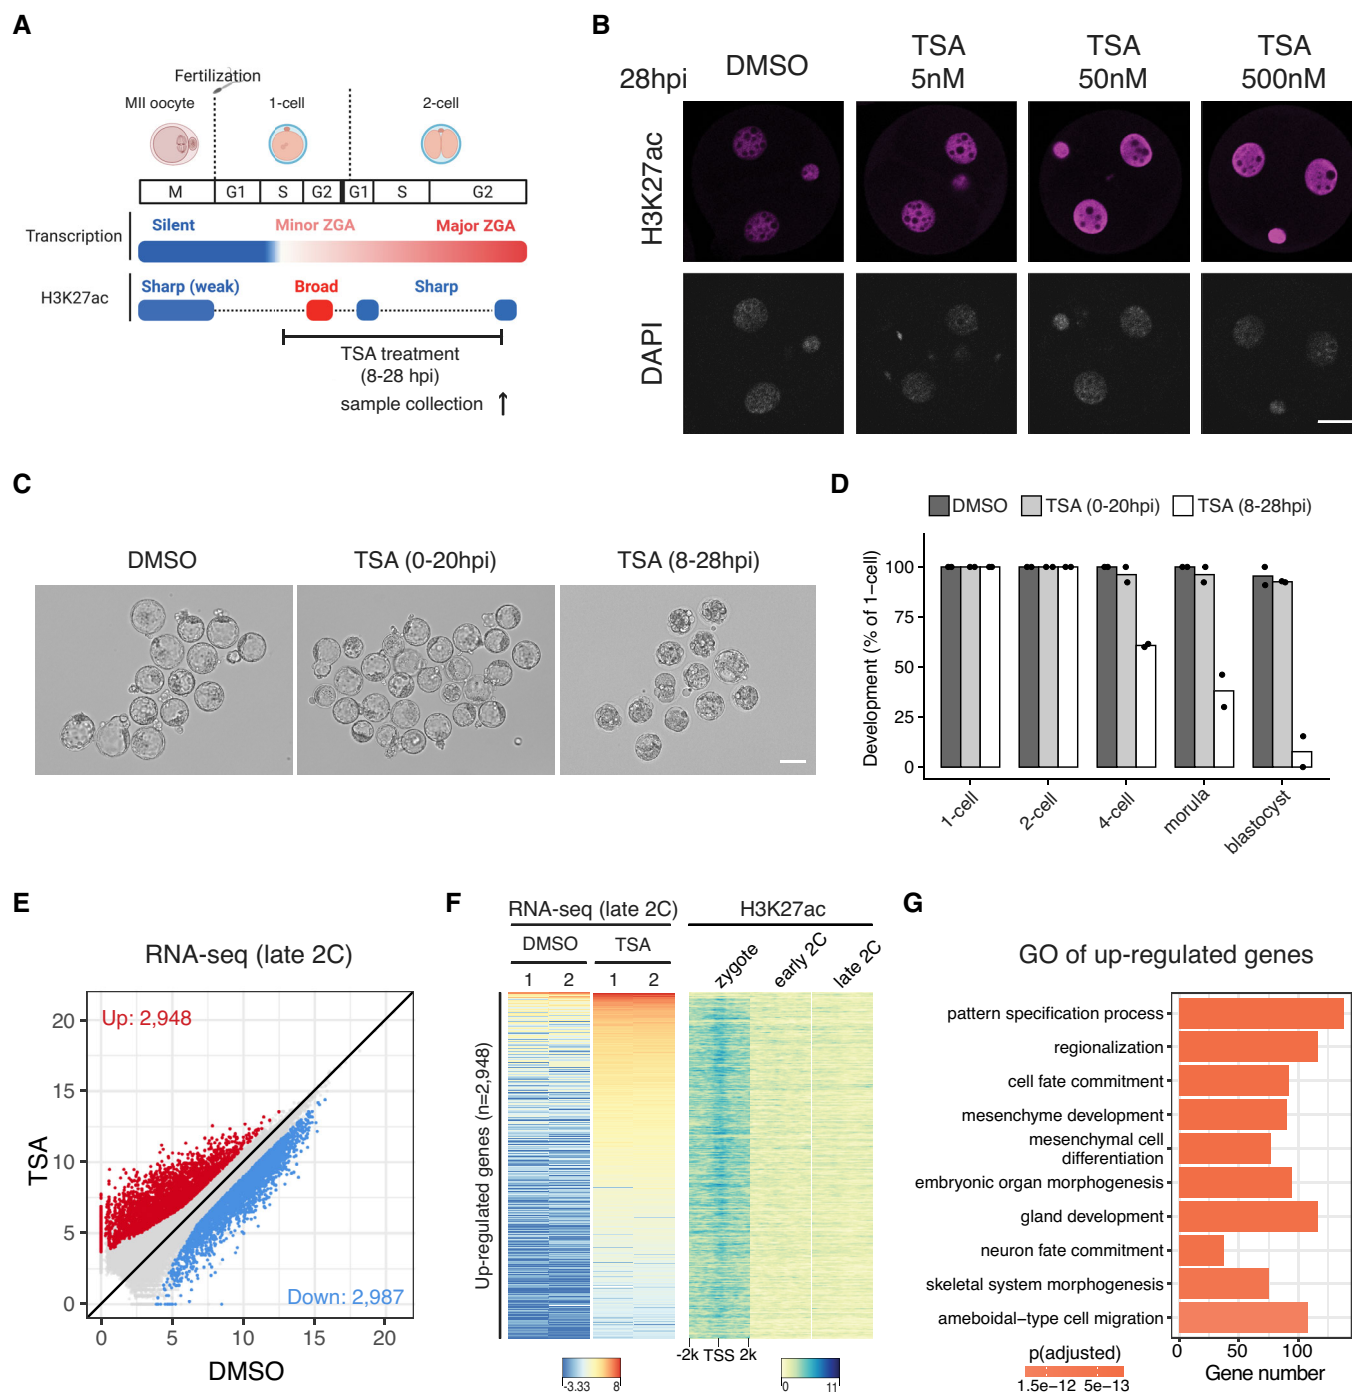

**Figure 6. HDAC inhibition blocks deacetylation from zygote to 2-cell embryos and leads to premature expression of developmental genes.**

**A** Schematic illustration of HDAC inhibition from zygotes to late 2-cell embryos with TSA (Trichostatin A). The cell cycle stages were based on (Abe et al, 2018).

The arrow indicates the time point of sample collection for RNA-seq.

**B** Immunostaining of H3K27ac in TSA-treated embryos under different concentrations versus control (DMSO-treated) at 28 hpi. Scale bar: 20  $\mu$ m.

**C** Images of embryos treated with DMSO (control) or TSA at 96 hpi. Scale bar: 80  $\mu$ m.

**D** Developmental rate of embryos treated with TSA at different time points (0–20 hpi and 8–28 hpi) versus control.

**E** Late 2-cell embryo whole transcriptome comparison between HDAC inhibition (TSA-treated) and control (DMSO-treated).

**F** Heatmap showing the up-regulated genes after TSA treatment at late 2-cell stage and the corresponding H3K27ac dynamics at the promoter of these up-regulated genes.

**G** Gene Ontology (GO) enrichment analysis of the up-regulated genes after HDAC inhibition.

multiple HDACs are expressed in preimplantation embryos and they may compensate each other, our work here provides the definite evidence that HDAC activities establish a transcriptionally repressive state in 2-cell embryos that is important for early development. Among these HDAC genes, *Hdac1* and *Hdac2* are highly expressed in early 2-cell embryos (Fig EV5A), which coincide with the extensive deacetylation at early 2-cell stage. This indicates that HDAC1/2 may be the key factor functioning in the process, which is supported by the recent demonstration that HDAC1/2 is required to safeguard ZGA in mice (Dang *et al.*, 2022). It should be noted that the essential role of HDACs activities during MZT reported here is not in conflict with the previous work showing that HDAC inhibition (HDACi) improves the efficiency of somatic cell nuclear transfer (SCNT; Kishigami *et al.*, 2006; Rybouchkin *et al.*, 2006; Matoba *et al.*, 2014; Yang *et al.*, 2021). In SCNT, reconstructed embryos are treated with HDACi only during the first several hours after egg activation (i.e., 0–10 h), a time window when hyperacetylation is being established (Fig 1). Consistently, we also show that 0–20 hpi TSA treatment does not affect preimplantation development. However, prolonged TSA treatment impedes the broad-to-canonical H3K27ac transition before major ZGA and impairs both normal development (Fig 6) and SCNT (Kishigami *et al.*, 2006). Thus, the precisely regulated HDACs activity is critical for normal and SCNT embryo development.

Our study has demonstrated that timely CBP/p300 and HDACs activities modulate normal ZGA, which coincides with the dynamic changes of H3K27ac during mouse MZT. However, CBP/p300 and HDACs have relatively low substrate specificities (Weinert *et al.*, 2018). They catalyze the acetylation and deacetylation of not only H3K27ac but also other histones lysine residues and nonhistone proteins. Thus, it remains unknown whether the effects of CBP/p300 and HDACs in regulating mouse ZGA is through H3K27ac only or other histone lysine residues/nonhistone substrates are also involved. Recent studies suggest that H3K27ac is not required for enhancer functions in mESCs (Martire *et al.*, 2020; Zhang *et al.*, 2020; Sankar *et al.*, 2022). However, other studies indicated that H3K27ac is required for enhancer activities (Raisner *et al.*, 2018). Furthermore, it is not clear whether the observation in mESCs is applicable to mouse embryos. It is possible that the different histone acetylation modifications catalyzed by CBP/p300 are redundant for enhancer activities. Nevertheless, we demonstrate an important role of CBP/p300 acetyltransferase activities in regulating minor ZGA and distal chromatin opening right before mouse major ZGA, and a role of HDACs activities in preventing premature expression of developmental genes, which collectively confer normal ZGA during mouse MZT.

## Materials and Methods

### Collection of mouse oocytes and embryos

All animal experiments were performed in accordance with the guidelines of the Institutional Animal Care and Use Committee at Harvard Medical School. Collection of oocytes and *in vitro* fertilized embryos was described previously (Chen & Zhang, 2019; Chen *et al.*, 2021). For allelic H3K27ac CUT&RUN profiling experiments, oocytes were collected from 6- to 8-week-old B6D2F1/J

female mice (Jax 100006), and sperm were collected from 8- to 10-week-old PWK/PhJ male mice (Jax 003715). For CBP/p300 and HDAC inhibition experiments, both oocytes and sperm were retrieved from 6- to 8-week-old B6D2F1/J mice. The time when capacitated sperm were added to cumulus-oocyte complexes in Human Tubal Fluid (HTF, Millipore) was considered as 0 h post *in vitro* fertilization (0 hpi). Embryos were cultured in potassium simplex optimized medium (KSOM, Millipore) at 37°C under 5% CO<sub>2</sub> with air.

### Transient treatment with A-485 and TSA

To transiently inhibit CBP/p300, embryos were cultured in KSOM containing 10 µM A-485 (Tocris) between 4 and 20 hpi. For transient inhibition of HDACs, embryos were cultured in KSOM containing 50 nM TSA (Sigma) between 0–20 or 8–28 hpi. Embryos were washed at least six times when they were transferred between different culture conditions.

### Whole-mount immunostaining

Immunostaining, image acquisition, and analyses were performed as described previously (Inoue *et al.*, 2018). Embryos were fixed with 3.7% paraformaldehyde and 0.2% Triton X-100 for 20 min at room temperature. After washing 4 times with PBS containing 1% BSA, samples were incubated with the rabbit anti-H3K27ac antibody (1/500; Millipore, 07–360) and/or the mouse anti-H3K27me3 antibody (1/500; Active Motif, 61017) as primary antibodies at 4°C overnight. Then, samples were washed with PBS/BSA and incubated with Alexa flour 568 donkey anti-rabbit IgG and/or Alexa flour 488 donkey anti-mouse IgG (1/200; Life Technologies) as secondary antibodies for 1 h at room temperature. After washing with PBS/BSA, samples were mounted on a slide containing VectaShield Antifade Mounting Medium with DAPI (Vector Laboratories). Fluorescent intensities were quantified with Zeiss Zen software.

### CUT&RUN library construction

CUT&RUN libraries were generated based on the original protocol (Meers *et al.*, 2019) with some modifications to optimize for low-input cell numbers. For each library, 10 µl BioMag Plus Concanavalin A beads (Polysciences) were washed twice in 1 ml Binding Buffer (20 mM HEPES-KOH pH7.9, 10 mM KCl, 1 mM CaCl<sub>2</sub>, 1 mM MnCl<sub>2</sub>) and resuspended in 5 µl Binding Buffer. Then, embryos were added to 45 µl Wash Buffer (20 mM HEPES-NaOH pH7.5, 150 mM NaCl, 0.5 mM Spermidine, 1X Roche Protease Inhibitor Cocktail), mixed with the 5 µl Binding Buffer containing beads, and rotated for 10 min at room temperature. After removing the liquid by putting the tube on a magnet stand, the beads were resuspended in 80 µl antibody Incubation Buffer (1X Wash Buffer with 0.02% Digitonin and 2 mM EDTA) with 1:100 diluted H3K27ac antibody (Millipore, 07–360) and rotated at 4°C overnight. Then, the beads were washed twice with 100 µl Wash Buffer with 0.02% Digitonin. The beads were resuspended in 100 µl Wash Buffer with 0.02% Digitonin and 500 ng/ml pA-MNase, and rotated for 3 h at 4°C. After washing the beads twice with 200 µl Wash Buffer with 0.02% Digitonin, the beads were resuspended in 200 µl ice-cold

Wash Buffer with 0.02% Digitonin and 4  $\mu$ l 100 mM  $\text{CaCl}_2$ , and incubated at 0°C for 30 min. The reaction was stopped by adding 23  $\mu$ l 10X Stop Buffer (1,700 mM NaCl, 100 mM EDTA, 20 mM EGTA, 0.02% Digitonin, 250  $\mu$ g/ml RNase A, 250  $\mu$ g/ml Glycogen). Then, the tube was incubated at 37°C for 10 min to release the DNA fragments into supernatant. The tube was put on a magnet stand and the supernatant was transferred to a new 1.5 ml LoBind tube (Eppendorf) while the beads were discarded. To elute DNA, 2.5  $\mu$ l 10% SDS, and 2.5  $\mu$ l Proteinase K (20 mg/ml) were added to the supernatant and incubated at 55°C for 1 h. Carrier RNA (25 ng, Qia-gen) was added to the supernatant before the supernatant was mixed with 200  $\mu$ l Phenol:Chloroform:Isoamyl Alcohol (Invitrogen) by vortexing. The mixtures were then transferred to a phase-lock tube (QuantaBio) and centrifuged at 16,000 g for 5 min at room temperature. After transferring the supernatant to a new 1.5 ml LoBind tube, 26  $\mu$ l 3 M Sodium Acetate, 1  $\mu$ l Glycogen (20 mg/ml), and 750  $\mu$ l cold 100% Ethanol were added, mixed by vortexing, and stored at -20°C overnight. Then, the tube was centrifuged at 16,000 g for 20 min at 4°C and the supernatant was discarded. The precipitated DNA pellet was washed with 1 ml cold 80% Ethanol, then centrifuged at 16,000 g for 5 min at 4°C, and the supernatant was discarded. Finally, the precipitated DNA pellet was dissolved in 25  $\mu$ l ultrapure  $\text{H}_2\text{O}$ . The library was constructed with NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB) following the manufacturer's protocol. Sequencing was performed on the Illumina NextSeq 550 system in paired-end 75 bp mode.

### RNA-seq library construction

The total RNA-seq libraries were generated using the SMART-Seq Stranded Kit (Takara) following the manufacturer's protocol. Briefly, embryos were suspended in 7  $\mu$ l RRI water (199  $\mu$ l ultrapure  $\text{H}_2\text{O}$  with 1  $\mu$ l RNase inhibitor). Then, 6  $\mu$ l shearing master mix (1  $\mu$ l 10X lysis mix, 1  $\mu$ l Smart scN6, 4  $\mu$ l scRT Buffer) was added and incubated at 85°C for 6 min and immediately put on ice for 2 min. For reverse transcription, 7  $\mu$ l first strand master mix (4.5  $\mu$ l Smart scTSO mix, 0.5  $\mu$ l RNase inhibitor, 2  $\mu$ l Smart-Scribe RT) was added and incubated at 42°C for 90 min, 70°C for 10 min and held at 4°C. For the first PCR amplification, 28  $\mu$ l master mix (25  $\mu$ l 2X SeqAmp Buffer, 1  $\mu$ l SeqAmp polymerase, 2  $\mu$ l  $\text{H}_2\text{O}$ ) and 1  $\mu$ l of each 5' and 3' PCR primer were added and incubated at 94°C for 1 min, 10 cycles of 98°C for 15 s, 55°C for 15 s, 68°C for 30 s, 1 cycle of 68°C for 2 min, and held at 4°C. The PCR products were purified with 35  $\mu$ l SPRI beads (Beckman Coulter), washed twice with 50  $\mu$ l 80% Ethanol, and eluted in 50  $\mu$ l  $\text{H}_2\text{O}$ . The PCR products were purified again with 40  $\mu$ l SPRI beads, washed twice with 200  $\mu$ l 80% Ethanol, and eluted in 20  $\mu$ l scZapR master mix (16.8  $\mu$ l  $\text{H}_2\text{O}$ , 2.2  $\mu$ l 10X ZapR buffer, 1.5  $\mu$ l scZapR and 1.5  $\mu$ l preheated and chilled scR-probes) for 5 min to remove ribosome RNA. Then, the supernatant was transferred into a new PCR tube and incubated at 37°C for 60 min, 72°C for 10 min, and held at 4°C. For second PCR amplification, 80  $\mu$ l master mix (26  $\mu$ l  $\text{H}_2\text{O}$ , 50  $\mu$ l SeqAmp CB Buffer, 2  $\mu$ l PCR2 primers, 2  $\mu$ l SeqAmp polymerase) were added to the 20  $\mu$ l sample and split into two PCR tubes for amplification at 94°C for 1 min, 10 cycles of 98°C for 15 s, 55°C for 15 s, 68°C for 30 s, 1 cycle of 68°C for 2 min and held at 4°C. The PCR products were purified with 1:1 SPRI beads and eluted in 12  $\mu$ l  $\text{H}_2\text{O}$ . The

libraries were sequenced on the Illumina NextSeq 550 system in paired-end 75 bp mode.

### ATAC-seq library construction

To generate ATAC-seq libraries, embryos were suspended in 10  $\mu$ l tagmentation buffer (33 mM Tris-Acetate, 66 mM K-Acetate, 10 mM Mg-Acetate, 16% Dimethylformamide, and 0.02% Digitonin) with 0.5  $\mu$ l Tn5/Adapter complex (Diagenode) and incubated at 37°C for 20 min. The tagmentation was stopped by adding 10  $\mu$ l stop buffer (100 mM Tris-pH8.0, 100 mM NaCl, 0.4% SDS, 40  $\mu$ g/ml Proteinase K) then incubated at 55°C for 3 h to release the tagmentation fragments. SDS was quenched by adding 5  $\mu$ l 25% Tween-20 and incubated on ice for 10 min. For library PCR amplification, the 25  $\mu$ l samples were mixed with 30  $\mu$ l NEBNext High-Fidelity 2X PCR Master Mix (NEB), 2.5  $\mu$ l P5 primer (10  $\mu$ M) and 2.5  $\mu$ l P7 primer (10  $\mu$ M). Then, the PCR was performed as 5 min at 72°C, 5 min at 98°C, 16 cycles of 20 s at 98°C, 30 s at 63°C, 60 s at 72°C, and 1 cycle of 5 min at 72°C, held at 4°C. The PCR products were purified with 1:1.6 SPRI beads (96  $\mu$ l beads), washed twice with 200  $\mu$ l 80% Ethanol, and eluted in 20  $\mu$ l  $\text{H}_2\text{O}$ . The libraries were sequenced on the Illumina NextSeq 550 system in paired-end 75 bp mode.

### CUT&RUN data analysis

For CUT&RUN sequencing data, the raw paired-end reads were trimmed with Trimmomatic (v0.39; Bolger *et al*, 2014) to remove adaptors and the trimmed reads with length of at least 35 bp were retained. The cleaned reads were mapped to GRCm38 reference genome using bowtie2 (v2.4.2; Langmead & Salzberg, 2012) with parameters: --local --very-sensitive-local --no-unal --no-mixed --no-discordant --dovetail -I 10 -X 700 --soft-clipped-unmapped-tlen. PCR duplicates were removed with Picard MarkDuplicates (v2.23.4). The mapped reads were further filtered to retain proper paired reads with fragment length of at least 140 and mapping quality of at least 30. The signal tracks were generated by bamCoverage in deeptools (v3.5.1; Ramirez *et al*, 2016) with 100 bp bin size and normalized with FPKM.

Since the H3K27ac showed broad or narrow patterns at different stages of early embryos, the FPKM values were not directly comparable among stages. To make the FPKM values comparable, we followed the scaling method previously used for characterizing broad H3K4me3 domains in mouse oocytes (Dahl *et al*, 2016). We used the signals in ESCs as a reference so that ESCs had a scale factor of 1. We ranked the gene promoters by their H3K27ac signals. Then, for each stage, we chose the median signal of the top 3,000 promoters, dividing from the median signals of the top 3,000 promoters in ESCs to obtain the scale factor for that stage. The FPKM signals in each stage were multiplied by the scale factor to derive the scaled FPKM, which was used in all the downstream analyses.

For allelic analysis, we used SNPsplit (v0.5.0; Krueger & Andrews, 2016) to assign the mapped reads to maternal or paternal allele based on the SNPs information between B6D2F1 and PWK/PhJ. The SNPs were downloaded from the Mouse Genomes Project (<https://www.sanger.ac.uk/data/mouse-genomes-project/>). The SNPs that were identical between C57BL/6J and DBA/2J while different from PWK/PhJ were used.

## Call acetylation domains

To call the broad acetylation domains in oocytes and zygotes, we split the genome into 1 kb bins. To call the narrow acetylation domains in 2 cell embryos, morulae, and ESCs, we split the genome into 500 bp bins. Then, the average adjusted FPKM of each bin was calculated using multiBigwigSummary in deeptools (v3.5.1). Bins with  $\text{FPKM} \geq 3$  were used as acetylation domains. Domains within  $2 \times$  bin size from end to end were merged as final domains.

## RNA-seq data analysis

For the raw sequencing reads of total RNA-seq, the three leading nucleotides of read2 generated from TSO were removed. Then, the adaptors were removed with Trimmomatic (v0.39) if present. The cleaned reads were mapped to GRCm38 reference genome using STAR (v2.7.8a; Dobin *et al*, 2013). RSEM (v1.3.1; Li & Dewey, 2011) was employed to quantify the gene expression levels with the transcriptome alignments generated by STAR as input. For differential expression analysis, R package DESeq2 (v1.32.0; Love *et al*, 2014) was utilized with raw counts from RSEM as input. The significantly changed genes were identified with an adjusted *P*-value cutoff of 0.05, fold change cutoff of 2, and mean FPKM cutoff of 1.

The repeat elements in the mouse genome were obtained from RepeatMasker (<https://www.repeatmasker.org>). For the repeat element expression analysis, we composed a pseudo-genome with each type of repeats as a pseudo-chromosome, by concatenating the sequences of all instances of this repeat type with 200 Ns as a spacer between any two sequences to compose the chromosome sequence. The corresponding *gtf* gene annotations were generated by treating the pseudo-chromosome of each repeat type as a gene. Then, the RNA-seq sequences were mapped to this pseudo-genome by STAR and expression levels of repeats were quantified by RSEM.

## ATAC-seq data analysis

For analyzing ATAC-seq sequencing data, we used the ENCODE ATAC-seq pipeline (v2.1.2, <https://github.com/ENCODE-DCC/atac-seq-pipeline>). The optimal IDR replicated peaks were used for downstream analysis. ATAC-seq peaks within 1 kb upstream or downstream of any known TSS were treated as promoter peaks, while ATAC-seq peaks with a distance greater than 2.5 kb to TSS were treated as distal peaks.

## Motif enrichment

For TF motif enrichment analysis, HOMER (v4.11; Heinz *et al*, 2010) was employed with command findMotifsGenome.pl and default parameters.

## Hi-C data analysis

The raw reads from Hi-C were first trimmed with Trimmomatic (v0.39) to remove adaptors. Then, reads were mapped to GRCm38 reference genome by bwa mem (v0.7.17; Li & Durbin, 2010) with parameters -SP5M. The mapped reads were parsed by pairtools (v0.3.1, <https://github.com/open2c/pairtools>) to generate contact

How the deposited data were processed for this re-analysis (not part of the article)

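The samples covered are the total RNA-seq and ATAC-seq samples of the A-485 experiment and the total RNA-seq samples of the TSA experiment. RNA was measured in zygotes, early 2-cell and late 2-cell embryos treated from 4 hpi with 10 µM A-485 or DMSO, and in late 2-cell embryos treated from 8 hpi with 50 nM TSA or DMSO, in 8 groups of 2 libraries. Open chromatin was measured in late 1-cell and early 2-cell embryos treated with A-485 or DMSO, in 4 groups of 2 replicates. The 8 CUT&RUN samples of H3K27ac, the data of DRB- and α-Amanitin-treated embryos, Hi-C and repeat elements were not analysed here, and neither motif nor Gene Ontology enrichment was repeated.

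For RNA-seq, the authors removed adaptors, mapped them to GRCm38 with STAR and quantified genes with RSEM. The deposited values are, for each library and gene, the expected count, which is not normalized, the FPKM, which RSEM gave the authors per kilobase of effective length and scaled to the mapped fragments of the library, the effective length in bases, and RSEM's posterior standard deviation of the count. Each library lists the same 55385 genes, of which 55144 were matched by identifier to a symbol and position in the GENCODE M21 annotation of GRCm38. Each library's file was assigned to its group and replicate by its own label.

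For ATAC-seq, the authors used the ENCODE pipeline and deposited 1 list of peaks per stage and treatment over both replicates, with the score of the reproducibility test, the fold enrichment, and -log10 p and -log10 q of each peak as the authors' peak caller gave them. The genome build is not stated in the paper's paragraph on ATAC-seq. All 58713 peaks lay within the 21 chromosomes of GRCm38, and more early 2-cell DMSO peaks lay within 1 kb of a start site (28.99%) than after shifts of 100000, 1000000 or 3000000 bp (14.69%, 10.81% and 9.43%).

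From these values, expected counts were rounded to whole numbers and tested with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) with TMM normalization and Benjamini-Hochberg adjustment, fitting the 4 libraries of a comparison and genes with at least 10 counts summed over them. A call needed an adjusted p under 0.05, a fold change of at least 2 and a mean FPKM of at least 1 in either group. Lists of genes were tested with camera (inter-gene correlation 0.01) and fry from limma 3.58.1, and gene families with Fisher's exact test, two-sided, against the genes with a mean FPKM of at least 1 in either group, adjusted over 24 tests. The difference of the A-485 effect between early and late 2-cell was tested as an interaction in edgeR over the 8 libraries. A fold change against a group with at most 3 counts in each library was given only as a bound.

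The genes named are every gene the paper names for these libraries, including the genes it labels at zygote and the factors of Fig 5D, and in each comparison the 3 genes of each direction with the largest log2 fold change among called genes with a mean FPKM of at least 10 in the higher group and no overlap between the groups. For genes of later development, the 5 up-regulated genes with the largest log2 fold change after TSA treatment were named. Genes named outside this rule are marked as such where they appear, and 1 result that the rule gives is not reported here. Genes of later development were taken by symbol, 203 in all, and 82 ribosome biogenesis genes likewise; the second list was written once the data were at hand but before any result for a gene family had been seen. The 1917 Polycomb targets and the minor ZGA lists are those of the paper's supplement. Marker genes of 4 cell types (cumulus cell, fibroblast, erythroid cell and sperm) were listed before they were looked up.

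Peaks were compared with bedtools 2.31.1 and Python 3.11.15 with scipy 1.17.1. Lines with the same position were joined, which gave 10214, 7094, 27693 and 13712 peaks for late 1-cell DMSO, late 1-cell A-485, early 2-cell DMSO and early 2-cell A-485. Promoter peaks lay within 1.0 kb and distal peaks over 2.5 kb from the nearest of 132758 start sites of transcripts. Shares have 95% Wilson intervals.

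The depth of the RNA libraries lay between 13206138 and 32585957 expected counts, with a median of 22730494.5. On simulated counts with the means and depths of real libraries, the test of edgeR recovered 164 of 200 changed genes (82%), and 6 of its calls (3.53%) were false. The comparison of peaks was tested on 2000 simulated peaks and recovered all 1400 that were made to be shared. Between the 2 libraries of a group, counts varied more than counting alone gives, with a chi-square per degree of freedom between 8.99 and 18.0, so the number of libraries limits the precision more than the depth.

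The alternatives were DESeq2 1.42.0 in place of edgeR, scaling to total counts or to the mitochondrially encoded genes in place of TMM, no filter on low counts, all 16 libraries in one fit, the replicate number as a block, no FPKM cutoff, fry in place of camera, lists at 2-fold in place of 4-fold, and each library left out in turn. For peaks, they were an overlap of 0.5 of the peak, peaks within 500 bp, the stronger 0.5 of each list, the same number of strongest peaks, and the 93555 start sites of protein-coding transcripts. These were chosen before the data were examined. Length offsets, the lists matched on level in DMSO-treated libraries, the peaks of either list as the denominator, and the alternatives for gene families, for the correlation between A-485 and TSA and for the median difference between stages were added after values had been seen.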

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

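Of the tests in this part, the counts of quiet genes that rose more than olfactory receptor genes were chosen only after the first test of background reads had been seen, as were the lists matched on level in DMSO-treated libraries and the values for genes over the floor. The other tests were set before their own results were known, although counts of calls and mitochondrial shares had been seen by then, and the tests of gene families were added after the first results. For this part and for the other observations, 23 tests of explanations are given, 8 of them written after the result was seen and 2 more, on developmental time and the pooled odds ratio of promoter peaks, chosen after earlier results had been seen. Another 3, on developmental time, on background reads over developmental genes and on weakly expressed genes, were replaced because they could not decide.

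The A-485 effect differed between early and late 2-cell embryos, which the paper does not test. In the interaction test of edgeR, 3985 of 25141 genes differed (adjusted p under 0.05 and a difference of at least 1 in log2), 2109 with a higher and 1876 with a lower log2 fold change at late 2-cell. This near-even division depends on the scaling: with scaling to the mitochondrially encoded genes 1094 were higher and 5466 lower, and with total counts 2425 and 1605. For 552 early 2-cell minor ZGA genes that were tested, the median log2 fold change was -4.06 at early 2-cell (-3.89 with genes at or under 3 counts in a whole group at their bound) and -2.28 at late 2-cell (-2.24 with bounds). The median difference was 1.89, and 283 of these genes were among those with a higher and 30 among those with a lower log2 fold change at late 2-cell. Over the 459 genes above 3 counts in both groups of both stages, the median difference between the fits of each stage was 1.43. Of the 552 genes, at early 2-cell 435 were down-regulated, at late 2-cell 352, and 327 at both. The scaling of the late 2-cell libraries as the whole cause would put the median difference at 0 or below under another scaling; it was 0.86 with scaling to the mitochondrially encoded genes and 2.02 with total counts, so part of its size depends on the scaling and its sign did not under those tried. Removal of A-485 before the late 2-cell stage, the later time, and stability of transcripts made before treatment remain open and were not tested, as do reads divided between near-identical copies. The paper chose these genes by comparing DRB-treated with DMSO-treated embryos at early 2-cell, not at late 2-cell. A larger effect at early 2-cell may thus come in part from how these genes were chosen, which was not tested. The paper's treatment ended at 20 hpi, so a recovery of these genes may contribute, but none of the libraries comes from late 2-cell embryos kept in A-485.

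At late 2-cell, A-485 treatment came with higher expression of genes that the paper discusses for TSA but not for A-485. Of 111 developmental genes with a mean FPKM of at least 1, 66 were up-regulated (59.5%, against 15.0% of all 16062 genes; odds ratio 8.53, Fisher's exact test, two-sided, adjusted p = 2.62e-26) and 8 were down-regulated. At early 2-cell, the calls of developmental genes went the other way: of 59 with that expression, 18 were down-regulated (odds ratio 3.04, Fisher's exact test, two-sided, adjusted p = 0.000471) and 0 up-regulated, with 7 higher at an unadjusted p under 0.05. The median log2 fold change of these 59 genes was -0.07, so the family as a whole moved little at early 2-cell. Of 71 Polycomb targets with that expression at late 2-cell, 51 were up-regulated and 1 was down-regulated. The paper chose these targets as not expressed in preimplantation embryos, so a mean FPKM of 1 in either group mostly keeps targets that rose, and their direction is no evidence by itself. At late 2-cell, the median log2 fold change of the developmental genes was 2.36 (2.34 with bounds), and between 2.28 and 2.59 with each library left out in turn. It was 1.41 with scaling to the mitochondrially encoded genes. Of the 66 developmental genes, 53 were also up-regulated after TSA treatment, and of the 51 Polycomb targets, 15 were. The largest changes were those of *Hoxa2*, *Six3*, *Sox7*, *Foxb1* and *Foxf2*, named after their values were seen, with no counts in DMSO-treated and between 22 and 91 counts in A-485-treated libraries.

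Against a rise of genes silent in DMSO-treated libraries whatever they are, 85 of the 203 developmental genes (41.9%) were up-regulated with no FPKM cutoff, above the highest value of 22.7% in 10000 random lists of other genes of like type, length and level in DMSO-treated libraries. Of 1889 Polycomb targets, 108 (5.72%) were, against a median of 4.61% in such lists, of which 55 were as high. The limit set for the test was above every list, so for the Polycomb targets a rise of their own and a rise of silent genes in general cannot be told apart. Against unequal depth as the cause, the odds ratio of developmental genes was 7.63 after all 4 libraries were thinned to 13206138 counts. On RNA of another cell type, none of the 4 marker lists had its genes above 10 FPKM in both A-485-treated libraries. This limit lies above the level of developmental genes such as *Hoxa2* (2.99 and 3.9 FPKM), so it cannot exclude such RNA at low levels. The highest marker was *Postn* of the fibroblast list, with 0.53 and 0.38 FPKM in DMSO-treated and 5.45 and 9.32 FPKM in A-485-treated libraries. In that list, 3 of 7 genes exceeded 1 FPKM in both A-485-treated libraries and 1 of 7 in both DMSO-treated ones. The highest values in A-485-treated libraries were 1.13 FPKM in the cumulus cell list, 0.47 FPKM in the erythroid list and 1.88 FPKM in the sperm list. In the TSA experiment, *Hba-a2* of the erythroid list had 0.57 and 1.29 FPKM with DMSO and 35.43 and 39.8 FPKM with TSA. *Hbb-bs* and *Hbb-bt* of that list had 0 FPKM there. RNA of another cell type was not tested as a cause of the changes with TSA and remains open. For background reads such as genomic DNA, the rate of counts over olfactory receptor genes was 0.313 and 0.321 of that over Polycomb targets in the A-485-treated libraries, between the limits of 0.1 and 0.5 set for the test, but it was 1.17 and 1.03 in the DMSO-treated ones, and background spread evenly over genes would have kept it near 1. A later test took genes by their DMSO-treated libraries alone, those with a rate at or under the 99th percentile of olfactory receptor genes in both, and counted how many rose in both A-485-treated libraries by more than the 99th percentile of the rise of such olfactory receptor genes. Of the olfactory receptor genes themselves, 4 of 1093 (0.366%) did. Of the developmental genes, 45 of 138 (32.6%) did, which background spread evenly over genes could not give. Of the Polycomb targets, 64 of 1800 (3.56%) did, between the limits of 2% and 5% set for the test but above the share of olfactory receptor genes (odds ratio 10.0, Fisher's exact test, two-sided, p = 1.14e-09). These values argue against evenly spread background as the whole cause for the Polycomb targets too; for the targets that did not exceed the olfactory receptor genes, it remains open. Background concentrated on some genes was not tested. Reads divided between related genes and GC content were not tested for these genes. An effect of A-485 on when developmental genes are expressed remains among the open explanations, as a hypothesis from the data in which the rise was found.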

How the results depend on the processing

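Apart from fits that left out a library, alternatives gave the same outcome 231 times for comparisons, moved a value 55 times, left 3 set tests short of the threshold and reversed 1 median. Down-regulated genes at early 2-cell numbered between 1456 and 1797 under all alternatives, and early 2-cell minor ZGA genes among them between 422 and 443. With DESeq2 in place of edgeR, 0 genes were up-regulated in zygotes, and every other count of genes stayed within 1.5 times. With scaling to the mitochondrially encoded genes, 14 genes were up-regulated in zygotes, 6874 were down-regulated and 1177 up-regulated in A-485-treated late 2-cell embryos, and 6560 differed between early and late 2-cell. Among genes falling by late 2-cell, this scaling reversed the median log2 fold change at late 2-cell with A-485 to -0.46 and left 56 up-regulated genes, because it moved the median of all expressed genes by -0.98 there. It moved the median difference of the minor ZGA genes between stages to 0.86, and total counts to 2.02. The shares of down-regulated genes among all calls, 61.4% at late 2-cell with A-485, 50.1% with TSA and 92.3% in zygotes, became 85.4%, 55.9% and 50.0% with the mitochondrial scaling, and 53.9%, 36.7% and 92.3% with total counts, under which 414 genes falling by late 2-cell were up-regulated with TSA. Total counts moved the median of all expressed genes by 0.19 with A-485 and 0.36 with TSA at late 2-cell, and the mitochondrial scaling by 0.27 in zygotes and -0.18 with TSA.

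Without the filter on low counts, 29 genes were down- and 10 up-regulated in zygotes, with 10 zygote minor ZGA genes among the 29, 137 genes were up-regulated at early 2-cell, and 15 genes falling by late 2-cell were up-regulated there. With all 16 libraries in one fit, 22 genes were down- and 4 up-regulated in zygotes, and 13 and 449 genes falling by late 2-cell were up-regulated at early and late 2-cell with A-485. Without the FPKM cutoff, 161 genes were up-regulated at early 2-cell and 144 Polycomb targets with TSA, where the alternative admits weakly expressed genes by construction. For genes falling by late 2-cell, the shift at early 2-cell with A-485 (0.13; adjusted p = 0.129) and with TSA (0.24; adjusted p = 0.065) was past the threshold with camera but not with fry, and with TSA it was 0.11 (adjusted p = 0.301) for the list at 2-fold. Over genes with a mean FPKM of at least 1, r between replicates was 0.906 and 0.892 in zygotes, 0.902 and 0.904 at early 2-cell, 0.891 and 0.801 at late 2-cell, and 0.840 and 0.807 in the TSA experiment (DMSO-treated, then treated). With length offsets in edgeR, chosen after seeing the data, 3 genes were down- and 0 up-regulated in zygotes, and 3 zygote minor ZGA genes were down-regulated. The cause of these changes was not tested, except where stated.

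Replicate numbers pair the samples in name only: deviations of samples with the same number from their group means had correlations of 0.0318, -0.0159, -0.0166 and 0.101 in the comparisons of zygotes, early 2-cell, late 2-cell with A-485 and TSA. With the replicate number as a block, 32 genes were down- and 7 up-regulated in zygotes, 10 zygote minor ZGA genes were down-regulated there, and 14 genes falling by late 2-cell were up-regulated at early 2-cell; other counts stayed within 1.5 times. Peak lists have no replicates, so no block or left-out replicate was possible for them.

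With each library left out in turn, 1 library was left in a group, and values were taken with no test and no calls. The median log2 fold change then ranged from -4.98 to -3.07 for zygote minor ZGA genes (-4.98 without replicate 2 of the A-485-treated zygotes). For early 2-cell minor ZGA genes it ranged from -4.09 to -3.86. For genes falling and rising with A-485 at late 2-cell it ranged from 0.44 to 0.57 and from -2.10 to -1.92. With TSA it ranged from 0.17 to 0.31 and from -0.99 to -0.96 for those falling and rising, and from 2.98 to 3.84 for Polycomb targets. The sign turned for *Arnt*, from -0.11 without replicate 1 of A-485 to 0.20, and for *Prdm10*, from -0.15 without replicate 1 of A-485 to 0.29, with -0.09 without replicate 1 of DMSO, at early 2-cell. In the same fits, 17 other values of single genes moved by more than the spread; under the other alternatives, *mt-Co2* and *mt-Co3* were no longer called with DESeq2, and *Gm6494* was called with DESeq2, the mitochondrial scaling and the block, among 226 values of single genes that stayed the same.

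Peak shares moved by more than their intervals, in the directions given. The late 1-cell share of 48.8% became 47.5% with 0.5 of the peak covered, 46.4% with the stronger 0.5 of each list and 56.2% with the same number of strongest peaks. The newly opened share of 8.88% became 9.75% with 0.5 of the peak covered, 9.41% within 500 bp, 7.87% with the stronger 0.5 of each list and 6.10% with the same number. The share of peaks open since late 1-cell became 82.8% with the stronger 0.5 of each list. With 0.5 of the peak covered, within 500 bp, with the stronger 0.5 of each list, with the same number and with protein-coding start sites, in this order, distal losses became 94.96%, 94.09%, 95.69%, 93.37% and 93.58%, and promoter losses 40.13%, 36.41%, 42.37%, 29.88% and 33.26%. Over the peaks of either list, chosen after seeing the data, they became 79.9% and 25.3%. Distal losses exceeded promoter losses under each of these.

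Of the 23 zygote minor ZGA genes that were tested but not called, 11 were under 1 FPKM in DMSO-treated zygotes, and without the FPKM cutoff 9 genes of the list were called in place of 6.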

Differences from the paper's values

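Alternatives are those set before the data were examined unless stated otherwise.

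Of the promoter peaks of early 2-cell embryos, 38.6% (3095 peaks) were lost with A-485, against the paper's 17.5% and 1762 peaks, and 4933 had an A-485 peak, against the paper's 8282 that were unaffected or enhanced. The number lost came within 1.5 times the paper's with the stronger 0.5 of each list (1631) and with protein-coding start sites (2351), and under no alternative did the percentage or the number kept. Over the peaks of either list, a denominator chosen after seeing the values, the percentage lost was 25.3% and the number kept was 9124, both within 1.5 times the paper's, and the distal share was 79.9%, against the paper's 76.3% and 94.5% here.

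The log2 fold changes in zygotes differed from the paper's Dataset EV2 by more than the standard error of the edgeR fit for *Slc30a7* (-0.52 against the paper's -3.13), *Cldn12* (-0.39 against the paper's -1.99), *Ccdc141* (0.13 against the paper's 1.07), *Rab30* (1.39 against the paper's 2.78) and *AW822073* (-4.41 against the paper's -4.02). No alternative closed the gap for the first 4 genes, and scaling to the mitochondrially encoded genes did for *AW822073* (-4.14). With effective lengths as offsets, chosen after seeing these values, DESeq2 gave -3.36, -2.16, 1.16, 3.37 and -4.17, each within the standard error, and the same offsets in edgeR gave -3.36, -2.16, 1.16, 3.38 and -4.16. DESeq2 with these offsets called 14 of the 15 genes of the paper's table, all but *Rab30*, against 10 here; edgeR with them called 3. At early 2-cell, 1384 of the paper's 1490 down-regulated and 52 of its 83 up-regulated genes were called here, and 1488 and 83 with DESeq2 and these offsets. Under the alternatives, 1371 to 1411 and 44 to 56 of them were called, and some that were not called here were among these with DESeq2 (5 and 2), the mitochondrial scaling (20 and 3), no filter on low counts (27 and 4), all 16 libraries in one fit (26 and 2), the replicate block (25 and 4) and total counts (2 and 0). *Gm6494*, which the paper calls, was called by DESeq2, with scaling to the mitochondrially encoded genes, without the filter on low counts, with all 16 libraries in one fit and with the replicate block. The paper's table holds 2 up-regulated genes in zygotes, and 1 gene was up-regulated here, *mt-Co2*, which is not in that table; no alternative gave a number within 1.5 times the paper's.

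Pearson's r between replicates was 0.974 and 0.974 for DMSO-treated and A-485-treated zygotes, against about 0.96 and about 0.95 in Fig EV3D, read by eye. At early 2-cell it was 0.963 and 0.959 against about 0.93 and about 0.93 in Fig EV3D, and at late 2-cell 0.963 and 0.924 against about 0.93 and about 0.85 in Fig EV3D. In the TSA experiment it was 0.96 and 0.945 against about 0.93 and about 0.9 in Fig EV5C. Neither a pseudocount of 1 nor a restriction to genes with a mean FPKM of at least 1 closed any of these gaps.

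The copy of the list of maternal decay genes used here holds 1999 genes of the paper's 3701 because it is incomplete, and no alternative applies to it.

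Of the 12 genes down-regulated in zygotes here, 6 were in the paper's list of zygote minor ZGA genes. Its list of early 2-cell minor ZGA genes was not counted, and *mt-Co3*, which shares reads, was among the 12. The paper states that most such genes were minor ZGA genes, without naming a list there. It states that most genes down-regulated after TSA treatment were major ZGA genes; 38.3% were in the list of genes rising by late 2-cell used here, which is not the paper's list. It states that accessibility at late 1-cell was mostly unaffected by A-485; 48.8% of the DMSO peaks were shared with the A-485 list, which compares peaks and not signal. It states that most genes up-regulated by TSA were developmental genes; 95 of 3237 belonged to the developmental families used here, which are a small part of developmental genes. It includes Sf1 among factors with an FPKM of at least 5; the gene *Sf1* had 41.5 FPKM and *Nr5a1*, which encodes the nuclear receptor known as SF1, had 0.015 FPKM.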

Other observations

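Among the tests in this part, the one on transcript lengths, those on developmental time and on background reads, the lists matched on level in DMSO-treated libraries, the pooled odds ratio over groups of peak strength and the odds ratios by stage were chosen only after the results they bear on had been seen.

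At late 2-cell, the log2 fold changes of A-485 and TSA went together, with Pearson's r = 0.620 and Spearman's rho = 0.624 across 13916 genes, which are not independent replicates. The 2 comparisons share no library. Of the genes compared, 2401 were down-regulated in both, against 874 expected by chance, 780 were up-regulated in both, against 228, and 218 were called in opposite directions. If both treatments only held embryos short of the change from zygote to late 2-cell, the correlation among the 2041 genes that are stable over that change would be near 0. It was 0.671. Genes alike in zygotes and late 2-cell embryos can still change in between. The value thus cannot exclude that the 2 treatments held embryos at a stage in between. With trends in gene length and GC content removed from both, over 99.92% of the genes, r was 0.628. A common response to arrest or stress remains open and was not tested.

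The DMSO-treated late 2-cell controls of the 2 experiments differed, with 245 genes higher and 28 lower in those of the TSA experiment (edgeR, the same cutoffs). A difference in developmental time would make their differences follow the change from early to late 2-cell. With the difference taken from 1 replicate of each experiment and the change from the other replicates, the mean r over the 4 choices was 0.178 (0.169 to 0.187) across 14402 genes, between the limits of 0.1 and 0.3 set for the test. Genes rising and genes falling at least 4-fold over that change moved apart, with mean medians of 0.18 and -0.08, as later embryos in the TSA experiment would give. Developmental time thus remains open, as do library or embryo batches of the 2 experiments.

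Mitochondrially encoded genes rose in A-485-treated late 2-cell libraries, with a median log2 fold change of 0.995 over 13 genes, which ranged from -1.81 to 1.23. A smaller addition of nuclear transcripts to RNA already present would raise genes falling by late 2-cell by a like amount; their median was 0.526, and the distance of 0.469 between the medians is under the limit of 0.5 set for the test but close to it. This is consistent with that explanation, which would make the scaling to mitochondrially encoded genes relevant for these libraries, but the distance between the medians leaves part of the rise unexplained.

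More genes were called at late 2-cell than at early 2-cell. Against unequal depth as the cause, 3632 genes were down-regulated at late 2-cell after thinning to equal depth, against 3824 before, and 1649 at early 2-cell.

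After TSA treatment, the Polycomb targets that were tested had a median log2 fold change of 3.24 (1.40 with bounds), but they were chosen as not expressed in preimplantation embryos, so passing the filter on counts mostly needs a rise. Of 1875 targets whatever their expression, 7.63% were up-regulated with no FPKM cutoff. In 10000 random lists of other genes of like type, length and level in DMSO-treated libraries, the median was 5.71% and the highest value 7.25%, which argues against a rise of silent genes in general as the whole cause, although it would account for most of these calls. For background reads, the rate of counts over olfactory receptor genes rose 2.73-fold and that over all Polycomb targets 2.03-fold, and the first was 0.319 and 0.221 of the second in the TSA-treated libraries, against 0.254 and 0.161 in the DMSO-treated ones. Background reads and expression thus cannot be told apart for the median of the list, since these rates lie between the limits of 0.1 and 0.5 set for the test. Of the targets as quiet as olfactory receptor genes in both DMSO-treated libraries, 65 of 1792 (3.63%) rose in both TSA-treated libraries by more than the 99th percentile of such olfactory receptor genes, against 7 of 1094 olfactory receptor genes (0.640%; odds ratio 5.84, Fisher's exact test, two-sided, p = 9.14e-08). Background spread evenly over genes could not give this excess.

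Distal peaks were lost more often than promoter peaks. Against a shorter A-485 list as the cause, the same number of strongest peaks from each list left 93.4% of distal and 29.9% of promoter peaks lost, and against weaker distal peaks, 93.0% of distal and 26.9% of promoter peaks were lost in the strongest of 3 groups. If lists called separately share fewer distal peaks whatever the treatment does, losses at late 1-cell would be as unequal as at early 2-cell, and by the ratio chosen for this test they were: distal losses were 2.51 times promoter losses at late 1-cell and 2.45 times at early 2-cell. This outcome is consistent with that explanation for at least part of the difference. The odds ratios, looked at afterwards because a ratio of shares nears its ceiling at early 2-cell, were 7.50 and 27.2. A-485 was present at late 1-cell as well, and no second DMSO list was used here to measure how many distal peaks separate calling loses.

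Newly opened early 2-cell peaks were shared with A-485-treated embryos less often than peaks open since late 1-cell. Against weaker newly opened peaks, 7.27% of them and 89.4% of the others were shared in the strongest of 3 groups. Against the shorter A-485 list, the shares were 6.10% and 86.8% with the same number of strongest peaks. Separate calling of the lists was not tested for these classes.

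Genes down-regulated at early 2-cell had lost all of their promoter peaks more often than other genes with a promoter peak. This held for 26.2% of 852 against 19.3% of 5321 genes (odds ratio 1.48, Fisher's exact test, two-sided, p = 6.5e-06). If weaker peaks were the cause, the odds ratio would be near 1 within groups of genes whose strongest promoter peaks were of like strength. It was 1.03 (p = 0.808) in the weakest, 1.25 (p = 0.196) in the middle and 2.43 (p = 7.98e-06, each by Fisher's exact test) in the strongest group, and 1.27 in common (Mantel-Haenszel; p = 0.00514). Peak strength accounts for part of the excess, and the rest was largest in the strongest group. In the middle group, an odds ratio of 1.25 leaves open whether there was an excess.

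The paper lists 15 genes changed in zygotes, of which 5 were not called here. The paper's methods name raw counts from RSEM as the input of DESeq2 and no adjustment for length. A candidate explanation is nevertheless that its counts were adjusted for the length of the transcripts in use: with effective lengths as offsets in DESeq2, 4 of these 5 came within 0.5 of the paper's log2 fold change, with *Rab30* as the exception at 3.37. The effective length was 6.25 times that of DMSO-treated zygotes after A-485 treatment for *Slc30a7*, 3.33 times for *Cldn12*, 0.487 times for *Ccdc141* and 0.152 times for *Rab30*. *Gm6494* was within that distance without offsets too, and its call differed only in the adjusted p. With the same offsets, 1488 of the paper's 1490 down-regulated and 83 of its 83 up-regulated genes at early 2-cell were called, against 1384 and 52 without.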
